# LEO1 Is Required for Efficient Entry into Quiescence, Control of H3K9 Methylation and Gene Expression in Human Fibroblasts

**DOI:** 10.3390/biom13111662

**Published:** 2023-11-17

**Authors:** Marc Laurent, Lina Cordeddu, Yasaman Zahedi, Karl Ekwall

**Keywords:** cellular quiescence, PAF1C, LEO1, fibroblasts, chromatin, H3K9me2, histone modification, gene expression

## Abstract

(1) Background: The LEO1 (Left open reading frame 1) protein is a conserved subunit of the PAF1C complex (RNA polymerase II-associated factor 1 complex). PAF1C has well-established mechanistic functions in elongation of transcription and RNA processing. We previously showed, in fission yeast, that LEO1 controls histone H3K9 methylation levels by affecting the turnover of histone H3 in chromatin, and that it is essential for the proper regulation of gene expression during cellular quiescence. Human fibroblasts enter a reversible quiescence state upon serum deprivation in the growth media. Here we investigate the function of LEO1 in human fibroblasts. (2) Methods: We knocked out the *LEO1* gene using CRISPR/Cas9 methodology in human fibroblasts and verified that the LEO1 protein was undetectable by Western blot. We characterized the phenotype of the *ΔLEO1* knockout cells with FACS analysis and cell growth assays. We used RNA-sequencing using spike-in controls to measure gene expression and spike-in controlled ChIP-sequencing experiments to measure the histone modification H3K9me2 genome-wide. (3) Results: Gene expression levels are altered in quiescent cells, however factors controlling chromatin and gene expression changes in quiescent human cells are largely unknown. The *ΔLEO1* knockout fibroblasts are viable but have reduced metabolic activity compared to wild-type cells. *ΔLEO1* cells showed a slower entry into quiescence and a different morphology compared to wild-type cells. Gene expression was generally reduced in quiescent wild-type cells. The downregulated genes included genes involved in cell proliferation. A small number of genes were upregulated in quiescent wild-type cells including several genes involved in ERK1/ERK2 and Wnt signaling. In quiescent *ΔLEO1* cells, many genes were mis-regulated compared to wild-type cells. This included genes involved in Calcium ion transport and cell morphogenesis. Finally, spike-in controlled ChIP-sequencing experiments demonstrated that the histone modification H3K9me2 levels are globally increased in quiescent *ΔLEO1* cells. (4) Conclusions: Thus, LEO1 is important for proper entry into cellular quiescence, control of H3K9me2 levels, and gene expression in human fibroblasts.

## 1. Introduction

Dormant cells or quiescent cells are temporarily arrested in the cell cycle at the G_0_ stage. Quiescent cells can exit from G_0_ and return to the cell cycle in response to external signals or nutritional conditions. Therefore, quiescent cells have very important physiological functions [1]. For example, in humans, quiescent stem cells of the hemopoietic system can start proliferating in the bone marrow when new blood cells are needed in the body. Quiescent cells can also cause disease when quiescent cancer cells escape therapy and may cause relapse [2]. In unicellular eukaryotes, quiescent cells can survive starvation and allow the organism to be dormant until nutrients become available [3]. Thus, it is important to investigate how cells enter G_0_ and exit from G_0_ into proliferation. Also, we wish to understand how cells can maintain viability for a long time in the dormant state.

Human fibroblasts are an excellent model for studies of gene expression changes in quiescent cells. Fibroblasts enter the G_0_ state after 48 h of serum deprivation and pioneering microarray studies showed that this caused a massive change in gene expression [4]. A subsequent study showed that a common set of genes are regulated in quiescence induced by three independent signals—mitogen removal, contact inhibition, and loss of adhesion [5]. The study revealed that 116 genes were upregulated and 33 downregulated in quiescent cells induced by the three independent signals after 4 days. It has also been demonstrated that many mRNAs are regulated post-transcriptionally in quiescent fibroblasts. As many as 500 genes showed changes in mRNA decay rates in quiescence [6]. Regarding transcription factors the basic helix-loop-helix HES1 (Hairy and Enhancer of Split-1) has been shown to be a key factor for exit from quiescence [7].

Regarding chromatin structure and modification changes in quiescent cells, a few studies have been conducted. It was shown in human fibroblast that chromosome territories are changed upon cell cycle exit into G_0_ upon serum starvation so that a gene-poor chromosome is moved from the nuclear periphery to a more central position [8]. Single nucleosome imaging experiments in serum-starved G_0_ arrested human epithelial cells revealed that chromatin mobility is less restricted in the G_0_ cells, similar to cells treated with RNA pol II inhibitors or UV light [9]. Histone modification changes have been reported for serum-starved bovine fibroblasts which show a global reduction of H3K9me2 and H3K9me3 levels in quiescence [10]. Another histone modification, H4K20me3, is increased human fibroblasts during quiescence induced by in-contact inhibition [11]. Thus, chromatin structure changes and histone modifications are altered in mammalian G_0_ cells.

Our laboratory is particularly interested in chromatin and gene expression changes in quiescent cells. We and others have used genetic approaches in fission yeast cells to define factors required for survival in quiescence induced by nitrogen starvation. PAF1C is a conserved protein complex in eukaryotes with well-established mechanistic functions in the elongation of transcription and RNA processing [12]. Earlier we demonstrated the role of PAF1C in regulating H3K9 methylation levels in fission yeast [13]. Our genetic approach revealed that the PAF1C complex is important for maintaining viability during quiescence in fission yeast [14,15]. Fission yeast cells carrying a gene deletion for the gene encoding the PAF1C subunit LEO1 show a marked reduction of viability after 2–3 weeks in quiescence whereas wild-type control cells can survive for at least 4–5 weeks. In wild-type fission yeast cells H3K9 methylation levels i.e., H3K9me2 and H3K9me3 are reduced in quiescence [14]. In contrast, the *ΔLEO1* mutant cells show a reduced turnover of histone H3 in chromatin and increased H3K9me2 and H3K9me3 levels during quiescence compared to the wild type. The consequence of this histone modification change is a failure to properly regulate the expression of genes needed for survival in quiescence.

Here, we addressed the function of LEO1 in human fibroblasts subjected to quiescence and G_0_ arrest by serum deprivation. We show that LEO1 is required for efficient quiescence entry in human cells. Furthermore, using spike-in controlled RNA-seq and ChIP-seq experiments we show that LEO1 has an important role in regulation of gene expression and keeping H3K9me2 levels low in quiescent cells.

## 2. Materials and Methods

### 2.1. Cell Culture

hTERT-immortalized fibroblasts, BJ-5ta, were obtained from the American Type Culture Collection (ATCC; www.atcc.org). Cells were cultured in RPMI medium 1640 (Thermo Scientific, Stockholm, Sweden). The RPMI was supplemented with 10% FBS (Thermo Scientific, Stockholm, Sweden) and 1% penicillin/streptomycin (10,000 U/mL) (Thermo Scientific, Stockholm, Sweden). Cells were routinely passaged when the confluency reached 0.7–1 × 10^6^ cells/mL. Quiescent cells were obtained in cultures in RPMI medium 1640 supplemented with 0.1% FBS after ten days of incubation.

### 2.2. Cell Growth and Viability Assays

The cell growth assay was performed using the Cell proliferation Kit (product number 114650070001, Roche Solna, Sweden) according to the manufacturer’s instructions. Cells were incubated with the yellow tetrazolium salt (MTT) for 4 h. After the incubation period the salt crystals were solubilized by adding a solubilization buffer and the cells were incubated overnight at +37 °C, 5 to 6.5% CO_2_. The solubilized formazan product was spectrophotometrically quantified in quadruplicate samples using an ELISA reader at 570 nm.

### 2.3. FACS Analysis

Cultured cells (0.7–1 × 10^6^ cells/mL) were washed and resuspended in a prewarmed medium to reach 1 × 10^6^ cells/mL. Cells were stained with Hoechst dye using a final concentration of 2.5 μg/mL for proliferating cells and 1.5 μg/mL for quiescent cells. Cells were incubated with the dye for 30 min. at 37 °C for non-quiescence cells and 40 min at 37 °C for quiescent cells at the time points 24 h, 3 days, and 6 days, and for 30 min at 9 days. After incubation, cells were stained with Pyronin Y at a final concentration of 1.5 μg/mL, mixed, and incubated for 45 min at 37 °C. Then the cells were chilled on ice and protected from light. Before running the samples with a flow cytometer, cells were washed once with cold PBS containing 3% FCS, resuspended in cold PBS, and kept at 4 °C. The Cytoflex machine was used to analyze the cells. Based on their reduced RNA and DNA contents, G_0_ arrested cells were identified as populations with lower Hoechst and Pyronin Y signals.

### 2.4. Knockout of the LEO1 Gene

We used BJ-5ta cells to knock out the *LEO1* gene with CRISPR methodology. Two CRISPR plasmids from the CRISPR Nuclease Vector Kit (GeneArt^®^, Thermo Scientific, Stockholm, Sweden) were used to target the exons 1 and 2 of the *LEO1* gene were constructed. The following guide RNA’s were used: LEO1-gRNA-T1-fwd_TTTACGCTCAGCTTCGCTGTGTTTT; LEO1-gRNA-T1-rev_ACAGCGAAGCTGAGCGTAAACGGTG; LEO1-gRNA-T2-fwd_GACGAAGGTCATAGATCGGAGTTTT; LEO1-gRNA-T2-rev_TCCGATCTATGACCTTCGTCCGGTG. 

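LEO1 (ENSG00000166477) lies on the minus strand of chromosome 15 of GRCh38 from 51938025 to 51971806, a span of 33782 bases in the GENCODE annotation. Its longest annotated transcript has 12 exons with 2193 bases in all. Exon 1 runs from 51971688 to 51971806 (119 bases) and exon 2 from 51965749 to 51966504 (756 bases). The guide TTTACGCTCAGCTTCGCTGT matches exon 1 antisense to the gene, from 51971689 to 51971708, and is followed there by the PAM CGG. The guide GACGAAGGTCATAGATCGGA matches exon 2 in the sense orientation, from 51966192 to 51966211, and is followed by TGG. Cleavage 3 bases from each PAM gives an interval of 5511 bases between the cleavage sites, from 51966195 to 51971705. This interval holds 18 bases of exon 1 and 310 bases of exon 2, or 328 exon bases in all. The other 10 exons of the transcript lie outside it.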

A mixture of the two plasmids (2.5 μg each) was electroporated in BJ-5ta cells using the NEON system (Thermo Fisher, Stockholm, Sweden). 24–48 h later, the cells were sorted by FACS for fluorescence signals coming from the plasmids. The cells were then subjected to single-cell cloning. The clones were tested by Western blot using the anti-LEO1 A300-175A antibody (BETHYL Laboratories, Montgomery, TX, USA) at 1/1000 dilution. The *ΔLEO1* clone (clone 13) was tested by PCR to confirm the loss of the DNA sequence between the exons 1 and 2 of the *LEO1* gene.

### 2.5. ChIP Sequencing

BJ-5ta fibroblasts were fixed in 1% paraformaldehyde for 8 min. Formaldehyde fixation was quenched by adding glycine (final concentration, 0.125 M) and ChIP was performed using the iDeal ChIP-seq kit (Diagenode, Liege, Belgium) according to the manufacturer’s instructions. Chromatin extracts from one million cells were sonicated to yield 100 to 500 bp fragments using a Bioruptor Pico sonication device (Diagenode, Liege, Belgium) set on high power for one round of 10 cycles with 30 s on and 30 s off at 4 °C. Fragmentation was verified after library preparation with agarose gel electrophoresis using an Agilent Tapestation 2200 machine and analysis software version 4.1.1 (Agilent, Sundbyberg, Sweden) to carry out a high sensitivity D1000 analysis (Supplementary Figure S3). Spike-in Chromatin (Active Motif, Waterloo, Belgium), was added in an amount of 10ng to each sample. ChIP-seq was performed using 1 μg of H3K9me2 antibody (ab1220, Abcam, Cambridge, UK) and 1 μg of spike-in antibody (anti-H2Av, Active Motif) per ChIP. After reverse cross-linking overnight at 65 °C, DNA was extracted using the Qiagen MinElute PCR purification kit in 15 μL of elution buffer. Libraries were prepared for sequencing using the NEBNext^®^ ChIP-Seq Library Prep Reagent Set for Illumina^®^ and sequenced on a HiSeq 2500 System (Illumina, San Diego, CA, USA).

### 2.6. RNA Sequencing

Total RNA was subjected to quality control with Agilent Tapestation according to the manufacturer’s instructions. ERCC RNA Spike-in Mix 1:1000 dilution was used for each sample. To construct libraries suitable for Illumina sequencing, the Illumina stranded mRNA prep ligation sample preparation protocol was used with a starting concentration between 25–1000 ng total RNA. The protocol includes mRNA isolation, cDNA synthesis, ligation of adapters, and amplification of indexed libraries. The yield and quality of the amplified libraries were analyzed using Qubit by Thermo Fisher and quality was checked by using Agilent Tapestation. The indexed cDNA libraries were normalized and combined, and the pools were sequenced on the Illumina Nextseq 2000 P2 100 cycle sequencing run, generating 58 bases paired-end reads with dual index 10 + 10 base pairs. Base-calling and demultiplexing were performed using CASAVA software version 1.8.2 with default settings generating Fastq files for further downstream mapping and analysis.

### 2.7. Bioinformatics and Statistical Analysis

Raw sequencing data from Nextseq 2000 (Bcl files) were converted and demultiplexed to fastq files using the bcl2fastq v2.20.0.422 program. The STAR 2.7.9a program [16] was used to index the reference genome and the ERCC spike-in sequences, and then the resulting fastq files were aligned. The mapped reads were then counted in annotated exons using featureCounts v1.5.1 [17]. The genome fasta file and annotations were obtained from the ensemble. The count table from ‘featureCounts’ was imported into the R/Bioconductor program and differential gene expression analysis was performed using the EdgeR package [18]. The resulting gene lists of differentially expressed genes after ERCC normalization are shown in the Supplementary Data. The linear model’s pipeline of EdgeR was used. For the gene expression analysis, genes that had >1 count per million in 3 or more samples were used and normalized based only on the ERCC spike-in counts using the TMM normalization. For the ChIP-seq we used the csaw R package to count the ChIP signals genome-wide and then we normalized to Spike-in Chromatin controls.

## 3. Results

### 3.1. Knock out of the LEO1 Gene 

We used CRISPR/Cas9 methodology to knock out the first two exons of *LEO1* gene in human Bj-5ta fibroblasts (See Materials Methods). We then verified LEO1 protein expression in the knock-out cell lines by Western blotting (Figure 1). It was clear that LEO1 protein expression was undetectable in clone 13 so we used this *ΔLEO1* clone for all the subsequent analysis (Figure 1).

Next, we performed a tetrazolium dye (MTT) assay for the metabolic activity of *ΔLEO1* cells (clone 13) and wild-type control cells (Supplementary Figure S2A). Cells were incubated with MTT, and *ΔLEO1* cells reduced this dye at levels of 65% rate compared to wild type in 10% serum, and at 30% compared to wild type in 0.1% serum. These differences were highly significant (2-sided *t*-test *p* < 0.002; n = 4) suggesting that the metabolic activity of *ΔLEO1* cells is somehow inhibited compared to wild type, especially in conditions of serum deprivation.

### 3.2. A Phenotype for ΔLEO1 Cells in Quiescence

Next, we examined the cellular phenotype of *ΔLEO1* and wild-type cells in more detail by FACS analysis. We used a double gating strategy to measure the DNA content with Hoechst staining and the RNA content with Pyronin Y labeling. Quiescent cells were recognized by their reduced RNA content and a 1C DNA content indicative of G_0_ arrest. Both the *ΔLEO1* and wild-type cells were arrested in G_0_ after 9 days of incubation in growth media with 0.1% serum (Figure 2A).

By quantifying the number of G_0_ cells over time it was obvious that the *ΔLEO1* cells showed a slower entry into quiescence compared to wild-type cells (Figure 2B). Interestingly, *ΔLEO1* cells in G_0_ also showed a different morphology compared to the wild type. The wild-type cells became uniformly elongated after 10 days in low serum, whereas the *ΔLEO1* cells were still irregular in shape (Figure 3). To quantify this phenotypic change we measured the cell length in a time course experiment upon a shift from 10% to 0.1% serum and found a significant difference at all time points (ANOVA *p*-value < 2.4 × 10^−4^). The average length of *ΔLEO1* cells did not exceed 151 μm whereas wt cells reached an average length of 283 μm (Supplementary Figure S2C). These observations indicated that *ΔLEO1* cells experienced some time delay in quiescence entry and displayed an aberrant phenotype when they eventually arrested in G_0_.

### 3.3. Changes in Gene Expression

Wild-type cells entering quiescence have a strongly reduced RNA content. Therefore, we used synthetic External RNA Controls Consortium (ERCC) spike-in controls in our RNA-sequencing experiments to allow for measurements of global changes in gene expression. 

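BJ-5ta is a line of human fibroblasts immortalized with telomerase. Poly(A) RNA was sequenced from wild-type cells and from the ΔLEO1 clone, in each case in 10% serum and after 10 days in 0.1% serum. The 4 groups had 3 libraries each, and the 12 libraries carry running numbers from 1 to 12. All ΔLEO1 libraries came from a single clone, so the spread between them does not cover differences between clones. Neither the labels nor the paper state whether the 3 libraries of a group are separate cultures. The ERCC transcripts are synthetic RNAs that were added to each RNA sample. The authors aligned the reads with STAR to the Ensembl genome and the ERCC sequences together, and counted them in annotated exons with featureCounts. They deposited these counts per gene and per ERCC transcript without normalization. The paper gives a range for the total RNA that entered a library, and no value per library. Between 26240632 and 45315560 counts per library fell on genes. Their median was 39180667 in wild-type cells in 10% serum, 33491360 in wild-type cells in 0.1% serum, 44426051 in ΔLEO1 cells in 10% serum and 34782312 in ΔLEO1 cells in 0.1% serum. The ERCC counts ranged from 244023 to 1090393 per library, which is 0.625% to 3.24% of all counts. The widest 95% Wilson interval of this share in a library spanned 0.0120 percentage points. These intervals cover counting error only, since no molecular identifiers are described.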

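Each gene's count was divided by the library's effective ERCC library size, which is the ERCC total times a TMM factor computed on the ERCC transcripts (0.978 to 1.02). Values scaled in this way are given as CPM of that size and are called ERCC-scaled counts. Of 60671 genes in the table, 32285 had at least 1 count. The filter that the paper states, more than 1 CPM in 3 or more libraries, kept 13236 when applied to CPM of the gene counts. Of 1999 entries read from the paper's list of genes higher in ΔLEO1 cells, 1560 were among them. The paper thus tested genes that are not tested here. All 12 libraries were fitted together with edgeR's negative binomial model, and the groups were compared with its two-sided likelihood ratio test at a Benjamini-Hochberg adjusted p under 0.05. The quasi-likelihood test on the same counts, which allows for uncertainty in the spread, was run beside it. Replicates differed by more than the sampling noise. In each group the pair of libraries with the lowest running numbers had a chi-square per gene between 3.04 and 12.1. The pairs with the highest-numbered library had 66.2 to 144. The labels do not say whether the closer libraries are independent cultures, so n = 3 may overstate the number of independent samples.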

We employed a statistical cut-off to define significantly downregulated and upregulated genes in quiescent cells compared to proliferating cells. This analysis revealed that as many as 5350 genes were downregulated and only 162 genes were upregulated in quiescent wild-type cells.

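In wild-type cells, 4776 of the 13236 tested genes (36.1%) were lower in 0.1% than in 10% serum and 125 were higher, so that 97.4% of the called genes were lower. The quasi-likelihood test called 3578 lower and 110 higher. The median log2 fold change over all tested genes was −0.97, and 95.0% of the genes had a negative value. In 7225 genes the ERCC-scaled counts of the groups did not overlap, where chance gives 10% of the genes on average for 3 libraries against 3. All genes of a library share its ERCC scale and can separate together, so this comparison is not a test. The number of lower genes moved most when the 2 lowest-numbered libraries of each group were summed as 1 library, an alternative chosen after seeing the data, to 548. The number of higher genes moved most with DESeq2's size factors on the genes, to 2139 (with 2171 lower). Scaling on the genes with TMM gave 2197 lower and 2117 higher. This scaling sets the median change near 0, so it measures changes relative to the other genes. The rule for named genes required a call, a symbol, a mean of at least 10 CPM in a group and no overlap between groups. The largest decreases by this rule were in DIO2, CXCL8 and IL6. ERCC-scaled counts of DIO2 (ENSG00000211448, chromosome 14 from 80197527 to 80387757) were 10861 ± 1529 (SD, n = 3) in 10% serum and 139 ± 70.3 (SD, n = 3) in 0.1% serum, a log2 fold change of −6.30 (SE 0.46, adjusted p = 1.89e-24). For CXCL8 (ENSG00000169429, chromosome 4 from 73740506 to 73743716) the log2 fold change was −6.00 (adjusted p = 3.94e-21), and it ranged from −6.62 to −2.63 with each library left out in turn. Its SD in 10% serum (9129 around a mean of 5837 ERCC-scaled counts) exceeded the mean. For IL6 (ENSG00000136244, chromosome 7 from 22725884 to 22732002) it was −5.74 (adjusted p = 3.08e-18), with a range from −6.47 to −2.76. For CXCL8 and IL6, DESeq2's Wald test with ERCC size factors left no adjusted p that can be told from a missing value. It therefore speaks neither for nor against their decrease.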

Next, we compared lists of genes in the previously defined quiescence program [5] with our lists of upregulated and downregulated genes in 0.1% serum. This comparison identified only two commonly upregulated quiescence genes (Figure 4A).

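CPE (ENSG00000109472) lies on chromosome 4 from 165361194 to 165498320. In wild-type cells its ERCC-scaled counts were 277 ± 71.4 (SD, n = 3) in 10% serum and 1623 ± 471 (SD, n = 3) in 0.1% serum, a log2 fold change of 2.55 (SE 0.50, adjusted p = 4.85e-05). With each library left out in turn it stayed between 2.29 and 2.70. In ΔLEO1 cells CPE had 0 to 2 counts per library in 10% serum and 4 to 10 in 0.1% serum. Its ERCC-scaled counts overlapped between the sera (adjusted p = 0.0847). They were at least 1.18-fold higher in 0.1% serum when 3 counts are set in each library in 10% serum. Under TMM scaling on the genes CPE was called higher on these few counts (log2 fold change 2.90, adjusted p = 2.87e-04). Between ΔLEO1 and wild-type cells in 0.1% serum the log2 fold change was −7.26 (adjusted p = 1.34e-23). The difference between the serum responses of the 2 genotypes was −0.81 (interaction term, SE 1.13, adjusted p = 1.00), and −1.43 to 0.32 with each library left out. It rests on 0 to 2 counts per library in ΔLEO1 cells in 10% serum, so it cannot show whether the responses differ. CPE lies in a stretch of chromosome 4 from 138164097 to 189963204 in which the median gene was lower in ΔLEO1 than in wild-type cells (−0.40 log2 relative to all genes).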

CPE encodes carboxypeptidase E implicated in cell communication, signal transduction, and regulation of transcription. SERPINF1 encodes the serine proteinase inhibitor pigment epithelium-derived factor. 

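SERPINF1 (ENSG00000132386) lies on chromosome 17 from 1761959 to 1777574. Its ERCC-scaled counts in wild-type cells rose from 1985 ± 804 (SD, n = 3) in 10% serum to 11345 ± 4838 (SD, n = 3) in 0.1% serum (log2 fold change 2.52, SE 0.45, adjusted p = 7.77e-06). The range over the fits that each left out 1 library was 2.13 to 2.76. In ΔLEO1 cells it rose from 362 ± 147 to 3083 ± 734 (SD, n = 3 each), a log2 fold change of 3.10 (adjusted p = 6.90e-08). The interaction of genotype and serum was 0.58 (adjusted p = 1.00). ΔLEO1 cells had less SERPINF1 RNA than wild-type cells, by a log2 fold change of −1.88 in 0.1% serum (adjusted p = 0.00139) and −2.46 in 10% serum (adjusted p = 1.20e-05).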

The comparison of downregulated genes revealed a significant fraction of 19 genes in common for the different experiments (Figure 4B; hypergeometric distribution *p*-value = 0.00208). 

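All 19 genes were lower in wild-type cells in 0.1% serum. Their log2 fold changes ran from −2.31 (PLCB4) to −1.18 (CKS2) with a median of −1.66, and each of the 19 fell below the median gene. Each one passed the test over all genes, with a largest adjusted p of 0.0398, and also with the adjustment over the 19 alone. The list comes from calls on these same data, so neither count measures its stability. The quasi-likelihood test called 18, without CKS2 (adjusted p = 0.0556). Under TMM scaling on the genes all 19 were still lower, with a median of −0.54, and 5 were called. In the 12 fits that each left out 1 library, the adjusted p stayed under 0.05 for PLCB4, CDC20 and TK1. With the 2 lowest-numbered libraries of each group summed as 1 library, an alternative chosen after seeing the data, 1 of the 19 was called. In ΔLEO1 cells 18 of the 19 were called lower, and MRPL23 had a log2 fold change of −0.93 (adjusted p = 0.0978), or 0.15 under TMM scaling. Between ΔLEO1 and wild-type cells in 0.1% serum all 19 had positive values from 0.41 to 1.80 with a median of 0.64, where the median of all genes was 0.27. Under TMM scaling TYMS changed by −0.0046 there and the other 18 had positive values. On the ERCC scale only PLCB4 passed the threshold there (1.80, adjusted p = 0.00334). With each library left out in turn PLCB4 ran from 0.78 to 2.18, and its largest adjusted p was 0.272. Under TMM scaling 6 of the 19 passed there (DBI, NAPG, PLCB4, S100A4, UBE2S and USP14). Of the 58-base stretches of UBE2S 14.7% also occur in transcripts of other annotated genes, as do 3.98% of those of CENPA and 3.77% of those of RCC1.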

Regarding the downregulated genes GGH and USP14 are involved in amino acid metabolism and protein catabolism. CCNB1, CDC20, CDKN3, and CKS2 are cell cycle genes. 

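CCNB1 (ENSG00000134057, chromosome 5 from 69167010 to 69178245) had ERCC-scaled counts of 3818 ± 2464 (SD, n = 3) in wild-type cells in 10% serum and 1132 ± 175 (SD, n = 3) in 0.1% serum. Its log2 fold change was −1.75 (SE 0.46, adjusted p = 0.00258), with a range of −2.21 to −1.41 over the fits without 1 library. CDC20 (ENSG00000117399, chromosome 1 from 43358955 to 43363203) had a log2 fold change of −2.08 (SE 0.46, adjusted p = 2.87e-04). Of its 58-base stretches, 5.66% also occur in a transcript of another annotated gene. CDKN3 (ENSG00000100526, chromosome 14 from 54396849 to 54420218) changed by −1.72 (SE 0.47, adjusted p = 0.00467). CKS2 (ENSG00000123975, chromosome 9 from 89311198 to 89316703) changed by −1.18 (SE 0.47), and its CPM of the gene counts were 16.8 ± 6.54 in 10% serum and 16.8 ± 4.00 in 0.1% serum (SD, n = 3 each). For all 4 genes the ERCC-scaled counts of the 2 serum levels overlapped, and TMM scaling on the genes left them lower but past the threshold in none.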

CKS2 is the Cdc28 kinase regulatory subunit required for the G2/M transition. The UBE2S gene encodes a ubiquitin-conjugating enzyme essential for anaphase-promoting complex (APC) activity. CENPA is a centromere protein required for chromosome segregation. 

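LMNB1 (ENSG00000113368, chromosome 5 from 126776623 to 126837020) had 3928 ± 2583 ERCC-scaled counts (SD, n = 3) in wild-type cells in 10% serum and 1225 ± 178 (SD, n = 3) in 0.1% serum. The log2 fold change was −1.68 (SE 0.46, adjusted p = 0.00394). It stayed between −2.14 and −1.30 when libraries were left out in turn, and the largest adjusted p was then 0.0817. Relative to the other genes, under TMM scaling, the log2 fold change was −0.55 (adjusted p = 0.230). The change in ΔLEO1 cells was −1.79 (adjusted p = 0.00272) and the interaction was −0.11 (adjusted p = 1.00).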

LMNB1 encodes lamin B1 and is involved in chromosome organization in the nucleus. 

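TK1 (ENSG00000167900, chromosome 17 from 78174075 to 78187233) fell in wild-type cells from 5084 ± 3029 ERCC-scaled counts in 10% serum to 1150.4 ± 427 in 0.1% serum (SD, n = 3 each). The log2 fold change was −2.14 (SE 0.45, adjusted p = 1.66e-04; −2.57 to −1.83 without 1 library). TYMS (ENSG00000176890, chromosome 18 from 657604 to 673578) fell from 5583 ± 3678 to 1592 ± 414 ERCC-scaled counts (SD, n = 3 each), a log2 fold change of −1.81 (SE 0.45, adjusted p = 0.00171). Genes on the opposite strand, ENOSF1 and TYMSOS, overlap TYMS, and the strand setting of the authors' counting is not given. Neither gene passed the threshold under TMM scaling (−0.94 for TK1, −0.61 for TYMS).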

TK1 (Thymidine kinase 1) and TYMS (Thymidylate synthetase) are required for nucleic acid metabolism and DNA replication in the S phase. RCC1. (Regulation of Chromosome Condensation protein 1) is involved in the G1/S transition. S100A4 is the gene for a calcium-binding protein. STMN1 and PLCB4 encode stathmin1 and phospholipase C, beta 4 respectively, both are implicated in cell communication. NAPG encodes the NSF Attachment Protein Gamma. MRPL23 is a mitochondrial ribosomal protein and DBI is a Diazepam binding inhibitor. Finally, FOXM1 is the gene for the Forkhead box M1 transcription factor protein. Thus, genes involved in cell cycle, cell division, DNA replication, metabolic functions, and some aspects of chromosome organization were found to be repressed in quiescence induced by three different stimuli after 4 days and in our experiment with serum starvation for 10 days.

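FOXM1 (ENSG00000111206, chromosome 12 from 2857681 to 2877155) had 5464 ± 3642 ERCC-scaled counts in wild-type cells in 10% serum and 1839 ± 265 in 0.1% serum (SD, n = 3 each), and the 2 groups overlapped. The log2 fold change was −1.57 (SE 0.45, adjusted p = 0.00670). DESeq2's Wald test with ERCC size factors gave −1.60 with an adjusted p of 0.0546. TMM scaling on the genes gave −0.40 (adjusted p = 0.460). The change in ΔLEO1 cells was −1.39 (adjusted p = 0.0161). ITFG2 overlaps FOXM1 on the opposite strand.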

To further examine the functions of genes affected by 10 days of serum deprivation in our experiment we performed a gene ontology (GO) analysis. This corroborated that the downregulated genes were involved in the cell division cycle, for example, 22 genes were required for mitotic spindle organization (1.15E^−03^) and 13 genes were involved in the initiation of DNA replication (*p* = 4.04E^−03^) (Figure 6A; Supplementary Table S1).

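The GO analysis names no members of its terms in the text, so 35 spindle genes (among them KIF11, AURKA, BUB1 and PLK1) and 25 genes of replication initiation (among them CDC6, CDT1, ORC1 and the MCM genes) were listed by hand. In wild-type cells all 34 tested spindle genes were called lower in 0.1% serum, 2.77 times the share among all tested genes (one-sided Fisher's exact test, adjusted p = 2.64e-14 over 64 tests). Of the 25 replication genes 22 were called lower, 2.44 times that share (adjusted p = 1.05e-06). With TMM scaling on the genes, 5 spindle genes (0.886 times the share, adjusted p = 1) and 8 replication genes (1.93 times, adjusted p = 0.279) were called lower, while 34 and 22 kept negative values. A score per library was also computed, as the mean over the members of the log2 value relative to the median of all tested genes. Between 0.1% and 10% serum the spindle score changed by −0.53 and the replication score by −0.48. Two-sided exact permutation tests gave p = 0.4 each, where 3 libraries against 3 allow no p under 0.1. In the lowest-numbered libraries the spindle score was 0.58 and 0.63 in 10% serum and −0.72 and −0.84 in 0.1% serum. In the highest-numbered libraries it was −1.10 and 0.07, and the replication score was −0.67 and −0.12. These highest-numbered libraries went the other way and made the groups overlap. In ΔLEO1 cells 33 spindle genes and 21 replication genes were called lower, and the scores changed by −0.61 and −0.43 (exact p = 0.2 each). With TMM scaling on the genes, 4 spindle genes (0.911 times the share) and 4 replication genes (1.24 times) were called lower in ΔLEO1 cells. Without centring on the median gene the spindle score in wild-type cells changed by −1.48.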

Several other biological processes were revealed by the GO analysis. The most enriched GO term for downregulated genes was double-stranded DNA repair via break-induced replication (fold enrichment 3.92; *p* = 2.52E^−03^).

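Among the 125 genes called higher in wild-type cells in 0.1% serum, the largest changes by the rule for named genes were in TENM4, COL14A1 and IL17RD. TENM4 (ENSG00000149256, chromosome 11 from 78652831 to 79440948) had 0 to 3 counts per library in 10% serum and 173 to 562 in 0.1% serum, where its ERCC-scaled counts were at least 76.6-fold higher (adjusted p = 7.56e-18). COL14A1 (ENSG00000187955, chromosome 8 from 120059780 to 120372036) rose from 58.1 ± 32.1 to 3319 ± 1099 ERCC-scaled counts (SD, n = 3 each), a log2 fold change of 5.87 (SE 0.49, adjusted p = 3.94e-21). In ΔLEO1 cells its log2 fold change was −0.79, and the interaction of genotype and serum was −6.65 (adjusted p = 1.94e-16). IL17RD (ENSG00000144730, chromosome 3 from 57089982 to 57170306) changed by 5.45 (SE 0.58, adjusted p = 9.90e-15).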

Regarding the set of 162 upregulated genes there were many strongly enriched GO terms related to cell differentiation and cell signaling (See Figure 6B; Supplementary Table S2). For example, we found that two upregulated genes were involved in oligodendrocyte differentiation (fold enrichment 48.33; *p* = 1.27E^−03^) and three genes in regulating angiogenesis (fold enrichment 22.89; *p* = 4.40E^−04^). 

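Members of the ERK and Wnt pathways were listed by hand, 43 and 51 genes, of which 36 and 30 were tested. In wild-type cells in 0.1% serum 4 ERK genes were called higher (FGF10, KSR1, PDGFD and SPRY1) and 14 were called lower. The share of ERK genes called higher was 11.8 times that among all tested genes (one-sided Fisher's exact test, adjusted p = 0.00188). Of the Wnt genes 4 were called higher (APCDD1, FRZB, RSPO3 and WNT11), 14.1 times the share of all genes (adjusted p = 0.00110), and 7 were called lower. These 8 genes are named after their values were seen. Under TMM scaling on the genes 10 ERK and 8 Wnt genes were called higher, 1.74 and 1.67 times the share of all genes (adjusted p = 0.298 and 0.447). Relative to the median gene, the score of the Wnt list rose by 0.65 (exact permutation test, two-sided p = 0.1, the smallest possible). On the ERCC scale without that centring it changed by −0.30, with 24 of 30 members negative. The score of the ERK list rose by 0.38 (exact p = 0.2). It changed by −0.58 without centring and by −0.034 as a median over the members.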

Regarding cell signaling five upregulated genes were involved in ERK1/ERK2 signaling cascade (fold enrichment 14.80; *p* = 3.39E^−05^), seven upregulated genes were implicated in the canonical Wnt (Wingless and Int-1) signaling pathway (fold enrichment 9.67; *p* = 1.21E^−05^) and eight upregulated genes were implicated in cell surface signaling pathways (fold enrichment 8.79; *p* = 5.55E^−06^). Several other GO terms related to cell differentiation, signaling, and organismal development were also significant. Hence, our spike-in approach extends the catalog of cellular processes being affected by serum starvation.

### 3.4. Changes in Gene Expression in ΔLEO1 Cells

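LEO1 messenger RNA was present at 26.8 ± 5.63 CPM of the gene counts (SD, n = 3) in wild-type cells in 0.1% serum and at 1.16 ± 0.437 (SD, n = 3) in ΔLEO1 cells. The log2 fold change on the ERCC scale was −4.32 (SE 0.50, adjusted p = 1.43e-12), between −5.07 and −3.98 with each library left out in turn. In 10% serum LEO1 had 23.5 ± 0.306 CPM in wild-type cells and 1.13 ± 0.30 in ΔLEO1 cells (SD, n = 3 each), a log2 fold change of −4.02 (adjusted p = 2.16e-11). TMOD3 overlaps LEO1 on the opposite strand. The genes of the other PAF1C subunits, PAF1, CTR9, CDC73, RTF1 and SKIC8, had log2 fold changes of 0.14 to 0.53 in 0.1% serum and 0.45 to 0.94 in 10% serum, and none was called at either serum level. The largest of these was in CTR9 (ENSG00000198730) in 10% serum (adjusted p = 0.251). Under TMM scaling on the genes CTR9 changed by 0.59 (adjusted p = 7.53e-08) and SKIC8 by 0.29 (adjusted p = 0.0266) in 10% serum, and CTR9 by 0.26 (adjusted p = 0.0332) in 0.1% serum, where PAF1 (−0.14) and RTF1 (−0.028) had negative values.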

Next, we compared the number of upregulated and downregulated genes between quiescent wild type and *ΔLEO1* cells using a statistical cut-off calculated from the triplicate spike-in normalized samples (Figure 5A). 

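Within ΔLEO1 cells 6253 genes (47.2% of those tested) were lower in 0.1% than in 10% serum and 129 were higher. The median log2 fold change was −1.05. The quasi-likelihood test called 4820 lower and 105 higher, and TMM scaling on the genes gave 1710 lower and 2190 higher. The counts varied with the libraries, from 641 to 11651 lower and from 68 to 139 higher over the fits without 1 library. The largest decreases by the rule for named genes were in 3 genes of the pregnancy-specific glycoprotein cluster on chromosome 19. PSG1 (ENSG00000231924) changed by −6.06 (SE 0.48, adjusted p = 6.18e-21), PSG6 (ENSG00000170848) by −5.55 and PSG2 (ENSG00000242221) by −5.47. Between 13.2% and 18.6% of their 58-base stretches occur in transcripts of other genes. The largest increases by that rule were in PMEPA1 (ENSG00000124225, 4.68, adjusted p = 2.37e-13), ANGPTL4 (ENSG00000167772, 4.14) and EGR2 (ENSG00000122877, 4.06). Between ΔLEO1 and wild-type cells, both in 0.1% serum, 475 genes were lower and 509 higher.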

In *ΔLEO1* cells 626 genes were significantly downregulated and 800 genes were upregulated in 0.1% serum compared to 10% serum (Figure 5B). 

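The genes called in wild-type and in ΔLEO1 cells between 0.1% and 10% serum overlapped. They shared 3747 lower genes, which is 78.5% of the 4776 in wild-type cells (2256 by chance), and 61 higher genes (1.22 by chance). Across the tested genes the log2 fold changes of the 2 genotypes correlated with Pearson's r = 0.72 and Spearman's rho = 0.67, where genes are not independent replicates. The lists of Figure 5B's legend, which compares ΔLEO1 with wild-type cells in 0.1% serum, were set against the wild-type serum lists as well. They shared 111 lower genes (171 by chance) and 8 higher genes (4.81 by chance). Of the genes lower in wild-type cells in 0.1% serum 289 were higher in ΔLEO1 cells (184 by chance), and of those higher in wild-type cells 61 were lower in ΔLEO1 cells (4.49 by chance). Under TMM scaling on the genes these last counts were 733 and 720. The wild-type serum lists and the genotype lists both use the wild-type libraries in 0.1% serum, with opposite sign. This could raise overlaps in opposite directions and lower those in the same direction. The chance counts assume independent lists, so they cannot show whether these overlaps differ from those of unrelated responses. The serum response itself differed between the genotypes in 29 genes by the interaction term on the ERCC scale. Under TMM scaling on the genes 135 genes with a negative and 405 with a positive term were called, so this number depends on the scaling.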

Compared to wild-type cells the overlap was small indicating a large number of misregulated genes in *ΔLEO1* cells.

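A list of 34 genes of calcium entry and release into the cytosol (among them ITPR2, ORAI1, STIM1 and TRPC4) was compiled by hand, and 26 of them were tested. In ΔLEO1 cells 15 of the 26 were called lower in 0.1% than in 10% serum and 0 higher. This share was 1.22 times that among all tested genes (one-sided Fisher's exact test, p = 0.192, adjusted p = 0.511). Under TMM scaling on the genes 5 were called lower and 5 higher. Relative to the median gene the score of the list changed by −0.018 (two-sided exact permutation test, p = 0.6), and without ΔLEO1 replicate 10 it changed by 0.010. Restricted to members with a mean of at least 10 CPM, it changed by −0.28.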

Regarding the most highly enriched GO terms for the 626 downregulated genes in *ΔLEO1* in 0.1% serum compared to 10% serum we noticed the processes neuron death (4 genes; fold enrichment 10.13; *p* = 1.22E^−03^) transition metal ion transport (8 genes; fold enrichment 6.20; *p* = 1.21E^−05^) and calcium ion transmembrane transport into the cytosol (6 genes; fold enrichment 6.00; *p* = 8.54E^−04^) and angiogenesis (8 genes; fold enrichment 5.96; *p* = 1.25E^−04^) (Figure 6C, Supplementary Table S3). Several other processes all shown in Figure 6C were also significant; notably, eight of the downregulated genes were involved in cell migration (*p* = 2.77E^−04^) and 27 genes were implicated in enzyme-linked receptor protein signaling (*p* = 1.31E^−07^).

Regarding the 800 upregulated genes in *ΔLEO1* cells in 0.1% serum compared to 10% serum the most enriched GO terms were sterol biosynthetic process (4 genes; fold enrichment 11.50; *p* = 8.29E^−04^), positive regulation of cell motility (8 genes; fold enrichment 4.82; *p* = 4.62E^−04^), and positive regulation of cell migration (7 genes; fold enrichment 4.51; *p* = 1.48E^−03^) (Figure 6D; Supplementary Table S4). 

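The hand-compiled list of 22 sterol biosynthesis genes was tested in full. In ΔLEO1 cells 18 of the 22 were called lower in 0.1% than in 10% serum and 0 higher. With TMM scaling on the genes 2 were called lower and 0 higher. Relative to the median gene the score of the list changed by −0.20 (two-sided exact permutation test, p = 0.2). Between ΔLEO1 and wild-type cells in 0.1% serum 9 of the 22 were called higher and 0 lower. The share was 10.6 times that among all tested genes (one-sided Fisher's exact test, adjusted p = 5.82e-07). Under TMM scaling on the genes 20 were called higher and 1 lower. The score was 1.13 higher in ΔLEO1 cells (exact p = 0.1, the smallest possible), with 21 of 22 members higher under both scalings. In 10% serum 13 of the 22 were called higher in ΔLEO1 cells, and the score differed by 1.14.

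**Figure D1:**
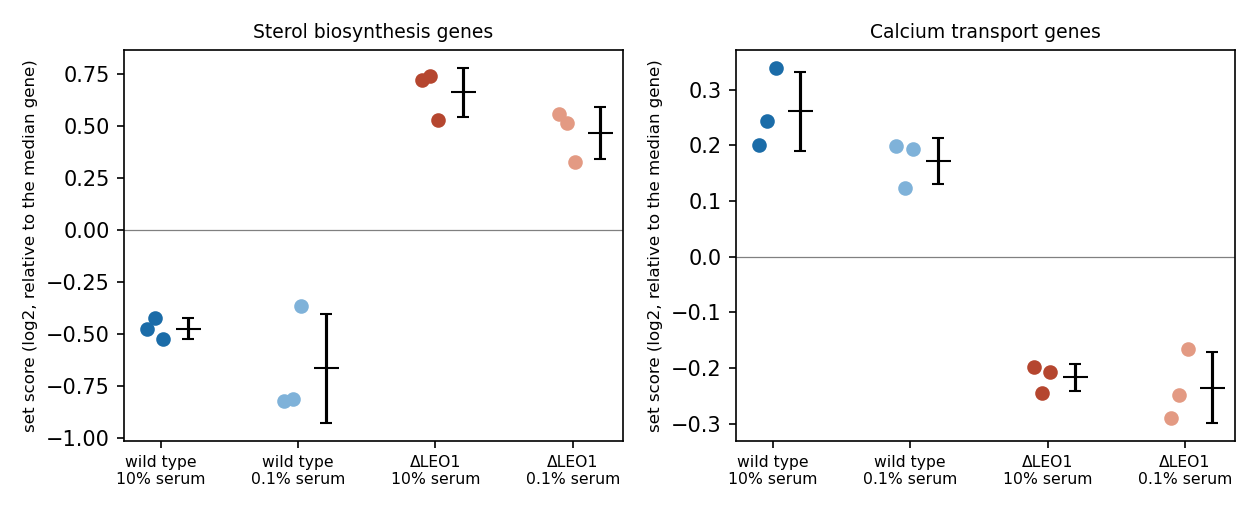
Score of the sterol biosynthesis list (left) and of the calcium list (right) in each library, in log2 relative to the median of all tested genes, for the 4 groups. Points are libraries and bars are the mean and SD of 3 libraries. The sterol scores of all ΔLEO1 libraries lie above those of all wild-type libraries.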

We also noticed several other enriched GO terms related to cell morphogenesis, differentiation, signaling, and cell proliferation. Thus, a significant number of genes involved in these processes were clearly mis-regulated in *ΔLEO1* cells.

### 3.5. Epigenome Changes in ΔLEO1 Cells

Next, we investigated histone modification changes by ChIP-seq i.e., methylation of histone H3 at lysine 9 (H3K9me2). It was clear that H3K9me2 is affected by *ΔLEO1,* especially in conditions of low serum where 9324 genomic regions had H3K9me2 levels significantly increased and 40 reduced as compared to WT (Figure 7). To test if there was any relationship between gene expression changes in the *ΔLEO1* mutant we compared gene expression fold changes in TSS regions with reduced, unchanged, or increased H3K9me2 by box-plot analysis (Figure 8). This analysis revealed that gene expression was upregulated in the relatively small number of TSS regions with reduced H3K9me2 levels in the *ΔLEO1* mutant. In contrast, the 38,942 TSS regions with significantly increased H3K9me2 levels in *ΔLEO1* showed a slightly lower median value for gene expression.

## 4. Discussion

### 4.1. A Role for LEO1 in Quiescent Fibroblasts

Here we investigate the function of the *LEO1* gene encoding a PAF1C subunit in quiescent human fibroblasts. The study was initiated based on our previous work on the *LEO1* gene in fission yeast cells, which is implicated in survival during quiescence, regulation of chromatin modification, and gene expression. Our initial experiments revealed a phenotype for *ΔLEO1* cells showing a delay in quiescence entry compared to wild type and different cell morphology in low serum conditions. These physical changes in the cell structure may be associated with the delay in cell cycle exit into G_0_ [1]. Thus, we expected to see aberrant gene expression and chromatin modification patterns *ΔLEO1* cells that could be causative for the observed cellular phenotype.

### 4.2. Gene Expression Changes in Quiescent Wild Type and ΔLEO1 Cells

A pioneering genome-wide study used microarrays to identify genes regulated by serum deprivation of human fibroblasts in culture [4]. Subsequent microarray studies identified genes in the ‘quiescence program’ of fibroblasts using three independent signals that induce quiescence [5]. Here we used an RNA-sequencing approach with RNA spike-in controls to identify additional genes that respond to serum deprivation in human fibroblasts. Our approach also allowed us to reveal as many as 5350 downregulated genes in wild-type cells after 10 days in low serum. 19 of these genes were previously described as genes downregulated by multiple signals after 4 days [5]. The LMNB1 gene encoding Lamin B1 was in this group suggesting that the nuclear organization is changed in quiescent cells by altering chromosome contacts with the nuclear lamina. Changes in Lamin A/C localization have been observed in quiescent myoblasts [19]. It remains to be tested what the functional consequences are of Lamin B1 reorganization in quiescent cells. The GO analysis showed that several genes involved in processes coupled to cell division were downregulated in our experiment. This included four cell cycle genes (CCNB1, CDC20, CDKN3, and CKS2) previously shown to be repressed in quiescent fibroblasts [5]. Our analysis also identified 162 upregulated genes in low serum. These genes were enriched for several GO terms notably the processes of ERK1/ERK2 and Wnt signaling. Interestingly, Wnt signaling is known to enforce the quiescence of hematopoietic and neural stem cells [7,8].

Regarding gene expression in *ΔLEO1* cells, we found that many genes were misregulated in low serum compared to wild type (Figure 5B). 

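Of the 13236 genes tested, 984 differed between ΔLEO1 and wild-type cells in 0.1% serum, where the median log2 fold change of all genes was 0.27. The quasi-likelihood test called 452 lower and 462 higher. Scaling on the genes with TMM moved the number of lower genes most, to 2333 (with 2033 higher), and DESeq2's size factors on the genes moved the number of higher genes most, to 2067 (with 2299 lower). The largest decreases by the rule for named genes were in MSR1, NDNF and CSMD1. MSR1 (ENSG00000038945, chromosome 8 from 16107878 to 16567490) had 3317 ± 562 ERCC-scaled counts in wild-type and 6.85 ± 2.02 in ΔLEO1 cells (SD, n = 3 each), a log2 fold change of −8.86 (SE 0.60, adjusted p = 1.52e-34). NDNF (ENSG00000173376, chromosome 4 from 121035613 to 121073021) changed by −8.39 (adjusted p = 6.32e-26). CSMD1 (ENSG00000183117, chromosome 8 from 2935353 to 4994972) had 1 to 3 counts per library in ΔLEO1 cells and was at least 158-fold lower on the ERCC scale. The largest increases by that rule were in LINC00355, PCDH9 and TNFSF18. LINC00355 (ENSG00000227674, chromosome 13 from 63851197 to 64076044) had 0 counts in all wild-type libraries and was at least 137-fold higher in ΔLEO1 cells on that scale. PCDH9 (ENSG00000184226, chromosome 13 from 66302834 to 67230445) was at least 129.6-fold higher. TNFSF18 (ENSG00000120337, chromosome 1 from 173039960 to 173050963) changed by 7.66 (SE 0.45, adjusted p = 8.61e-34). In 1253 genes the groups did not overlap, where 10% of the genes are expected by chance on average. Because the ERCC scale is shared by all genes of a library, that share cannot be used as a test. Of the 984 genes, 966 (98.2%) changed in the same direction in 10% serum.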

Among the downregulated genes in *ΔLEO1* cells in 0.1% serum, several GO terms including ‘Calcium ion transport into cytosol’ were significant. The upregulated genes in *ΔLEO1* cells in 0.1% serum represented several GO terms related to cell morphology changes and cell migration. Although the exact mechanisms need to be elucidated, these misregulated genes likely contribute to the observed aberrant cellular phenotype of quiescent *ΔLEO1* cells. LEO1 could either directly affect gene expression via its interaction with RNA polymerase II or indirectly by affecting histone modification as was demonstrated in fission yeast [14]. The changes in gene expression and H3K9 methylation in *LEO1* cells could thus be two different aspects of PAF1C function.

### 4.3. Histone Modification Change of H3K9me2—Possible Mechanism

Both in bovine fibroblasts and fission yeast H3K9me2 and H3K9me3 levels are reduced during quiescence [10,14]. In these G_0_ arrested cells, there is no DNA replication occurring which is normally linked to histone turnover and synthesis of new histones during the S phase (reviewed in [20]). Therefore, the predominant way of turning over histones in G_0_ is probably transcription by RNA pol II which is linked to PAF1C activity. The PAF1 complex in budding yeast was recently shown to be structurally linked to a nucleosome disassembly step during transcription elongation [21]. In this process, nucleosome octamers are partially disassembled into smaller hexameric structures via interactions with PAF1C. The LEO1 subunit has a key position to interact with the nucleosome and facilitate histone exchange during this process. Our finding in fission yeast of a reduced turnover of histone H3 in the *ΔLEO1* mutant is consistent with this notion. Paf1C is a functionally and structurally conserved complex [12] Therefore we speculate that an akin mechanism also occurs in human G_0_ cells in which PAF1C reduces H3K9me2 levels by stimulating the turnover of histone H3.

### 4.4. A Conserved Role of LEO1 in Quiescent Eukaryotes?

We have found a role for LEO1 in the regulation of gene expression and suppression of H3K9 methylation during quiescence both in fission yeast and human cells. However, the phenotype of *LEO1* gene deleted cells is different between the two species. In human fibroblasts, LEO1 is required for efficient entry into quiescence, whereas in fission yeast LEO1 is dispensable for entry into quiescence but required for long-term survival in quiescence. This could be explained by different target genes being affected by *ΔLEO1* in the two cases. In fission yeast *LEO1* deletion causes failure to induce genes encoding membrane transporters in quiescence leading to a reduced uptake of nutrients. 

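The calcium list was also compared in wild-type cells, where 11 of its 26 tested genes were called lower in 0.1% than in 10% serum and 1, CACNA1G, was called higher. Its score relative to the median gene changed by −0.089 in wild-type cells (two-sided exact permutation test, p = 0.1). It was 0.172 ± 0.0416 in wild-type and −0.235 ± 0.0632 in ΔLEO1 cells in 0.1% serum (SD, n = 3 each), a difference of −0.41 (exact p = 0.1). Of the 26 members 13 had negative log2 fold changes, called or not, in ΔLEO1 against wild-type cells in 0.1% serum on the ERCC scale and 18 under TMM scaling on the genes. The difference was −0.48 in 10% serum (exact p = 0.1). Taken as a median over the members the difference in 0.1% serum was −0.25. Whether the serum response of this list differed between the genotypes was not tested.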

Human *ΔLEO1* cells fail to induce genes involved in Calcium ion transport and cell migration in low serum conditions. This could contribute to the observed abnormal cell shape and a delay in entry into G_0_.

### 4.5. Implications

Our results may be relevant to how stem cells and cancer cells enter and exit quiescence. The results also identify LEO1 as a putative drug target. It has been shown that high cellular LEO1 levels are correlated to impaired survival of lung cancer [22]. Hence, targeting LEO1 may be a new option for cancer therapy.

## 5. Conclusions

Our RNA-sequencing methodology allowed us to conclude that gene expression is generally reduced in serum-deprived quiescent human fibroblasts. 

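The total of gene counts per effective ERCC count gives one value per library, free of the choice of genes. On the log2 scale it was 6.60 ± 0.44 (SD, n = 3) in wild-type cells in 10% serum and 5.56 ± 0.35 (SD, n = 3) in 0.1% serum. The difference was −1.04, a ratio of 0.485, and the groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Leaving out a library moved it most, to between −1.29 and −0.85. In ΔLEO1 cells the values were 6.96 ± 0.30 in 10% serum and 5.71 ± 0.80 in 0.1% serum (SD, n = 3 each), a difference of −1.25 (exact p = 0.1). Between the genotypes the ratio differed by 0.15 in 0.1% serum (exact p = 0.9) and by 0.36 in 10% serum (exact p = 0.4). As the median over the tested genes the wild-type difference was −0.97. The RNA input of each library is not given, so these values cannot separate a general decrease of RNA from more ERCC added per RNA. From its RNA sequencing with ERCC controls, the paper concludes that gene expression is generally reduced in serum-deprived quiescent fibroblasts.

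**Figure D2:**
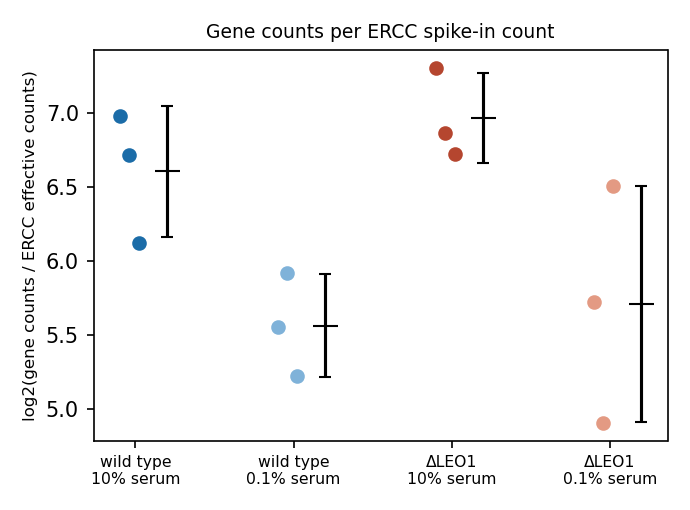
Total gene counts per effective ERCC count in each library (log2) for wild-type and ΔLEO1 cells in 10% and 0.1% serum. Points are libraries and bars are the mean and SD of 3 libraries. The ΔLEO1 libraries in 0.1% serum run from 4.90 to 6.50.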

Cells harboring a gene knockout for the PAF1C subunit LEO1 are viable and show a phenotype with slow entry into quiescence. LEO1 is important for proper regulation of gene expression and histone H3K9 methylation in quiescence. Thus, LEO1 is implicated in the regulation of gene expression and epigenome changes during quiescence both in fission yeast and human cells.

## Figures and Tables

**Figure 1:**
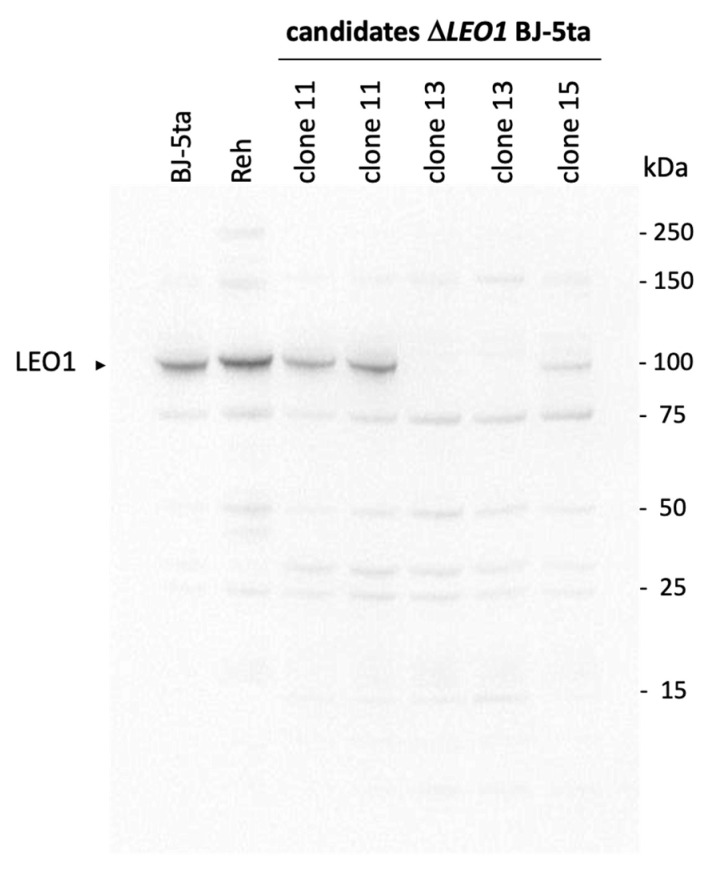
Confirmation of CRISPR-Cas9-mediated LEO1 knockout. The LEO1 knockout cell line was generated by CRISPR-Cas9 in Bj-5ta fibroblasts and confirmed by immunoblotting. Three candidates were chosen to validate the knockout and clone 13 was selected for further experiments in this study. The Reh cell line was included as a positive control since it overexpresses LEO1. Original western blot can be found in Figure S1.

**Figure 2:**
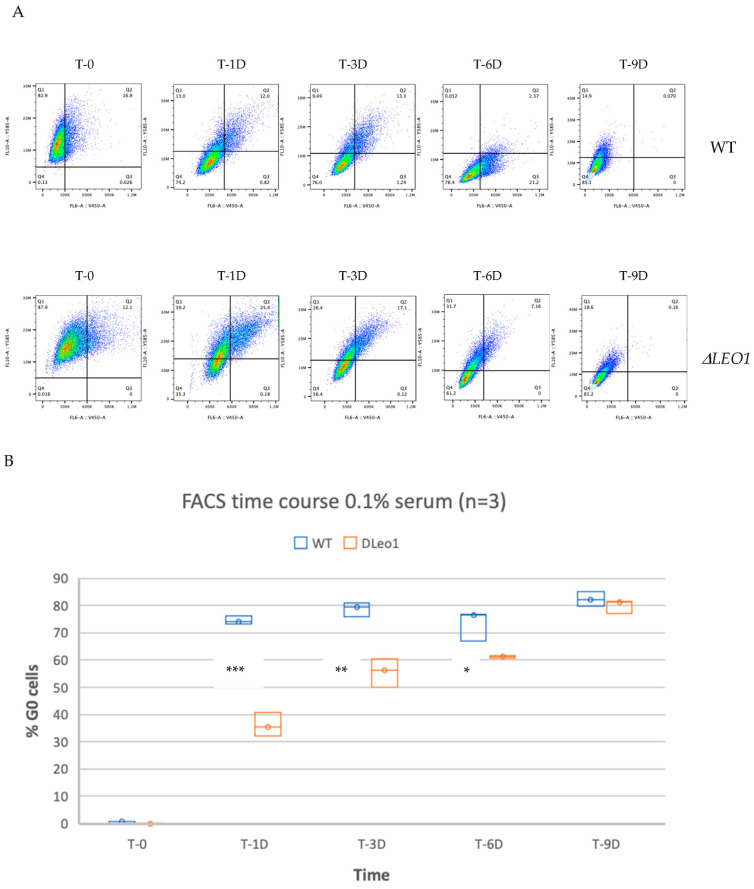
Slow entry of *ΔLEO1* cells in quiescence. Cells were stained with Hoechst to detect DNA and Pyronin Y to detect RNA. (**A**) FACS analysis of wild type (top panel) and *ΔLEO1* cells (bottom panel). The RNA content is shown on the Y-axis and the DNA content is shown on the X-axis. The G_0_ arrested cells are scored in the Q4 region of the diagram. (**B**) Quantitation of quiescent (G_0_ arrested) cells from the FACS time course experiment represented as a box plot. In each box, the median value is indicated by the horizontal black line inside the box. The top and the bottom of the box are the 75 and 25 percentiles respectively. Significant changes are indicated by * (two-sided *t*-test; *p* < 0.02) ** (2-sided *t*-test; *p* < 0.01) and *** (two-sided *t*-test; *p* < 0.001).

**Figure 3:**
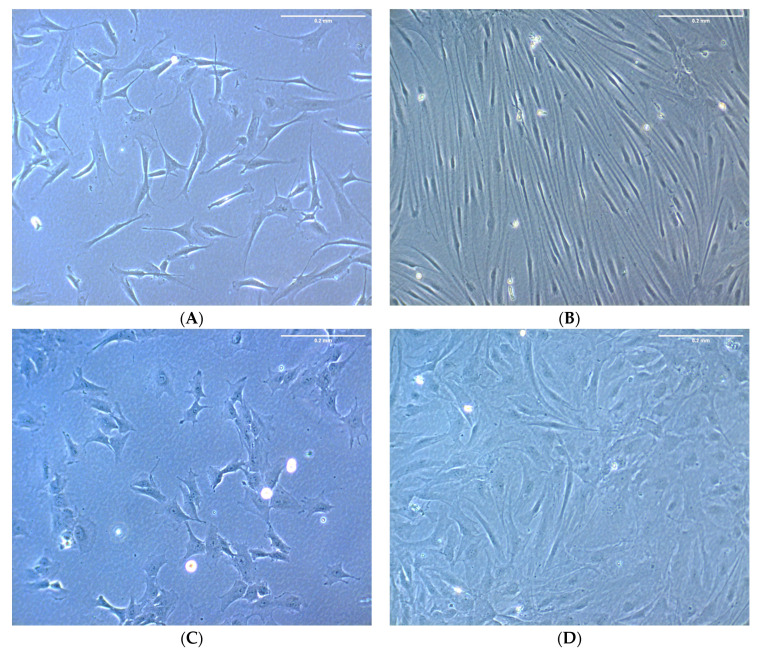
Bj-5ta wild type and *ΔLEO1* morphology were examined under a light-inverted microscope. (**A**,**C**) Cell morphology was observed after culturing Bj-5ta wild type (**A**) and *ΔLEO1* (**C**) in a medium with 10% serum (before shift to 0.1% serum). (**B**,**D**) Cell morphology was observed after incubating Bj-5ta wild type (**B**) and *ΔLEO1* (**D**) in a medium with 0.1% serum ten days after the shift. Size bar = 0.2 mm.

**Figure 4:**
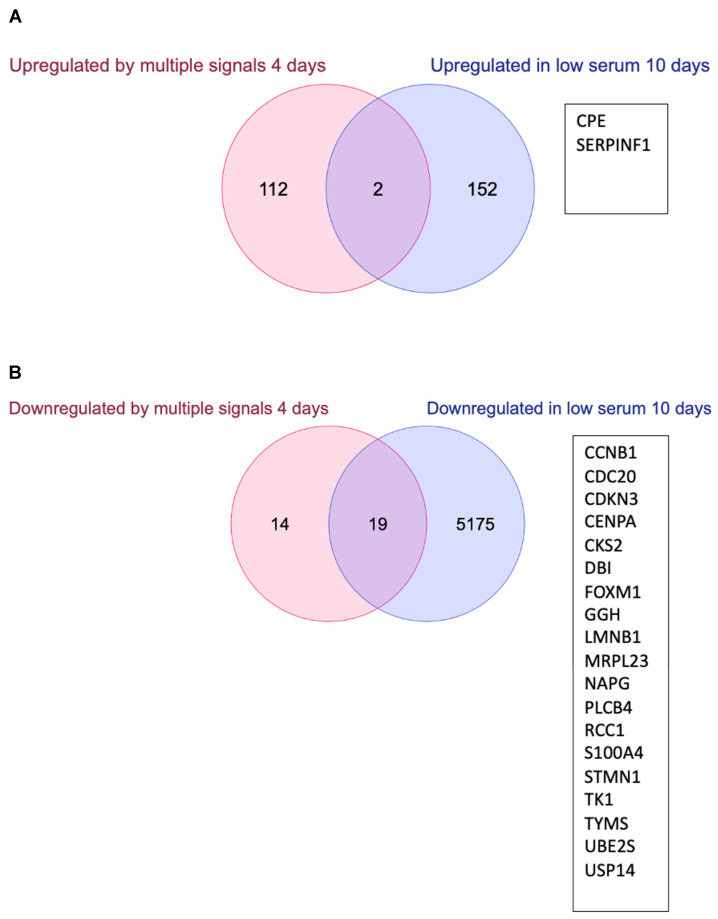
Gene expression changes in serum-starved cells (wt cells grown in 0.1% serum for 10 days compared to wt cells grown in 10% serum) and comparison to quiescence genes regulated by multiple signals after 4 days. Venn diagrams comparing previously defined genes upregulated (**A**) and downregulated (**B**) in quiescence induced by multiple signals after 4 days and low serum conditions after 10 days identified by this study. Gene names for genes in the intersections are shown.

**Figure 5:**
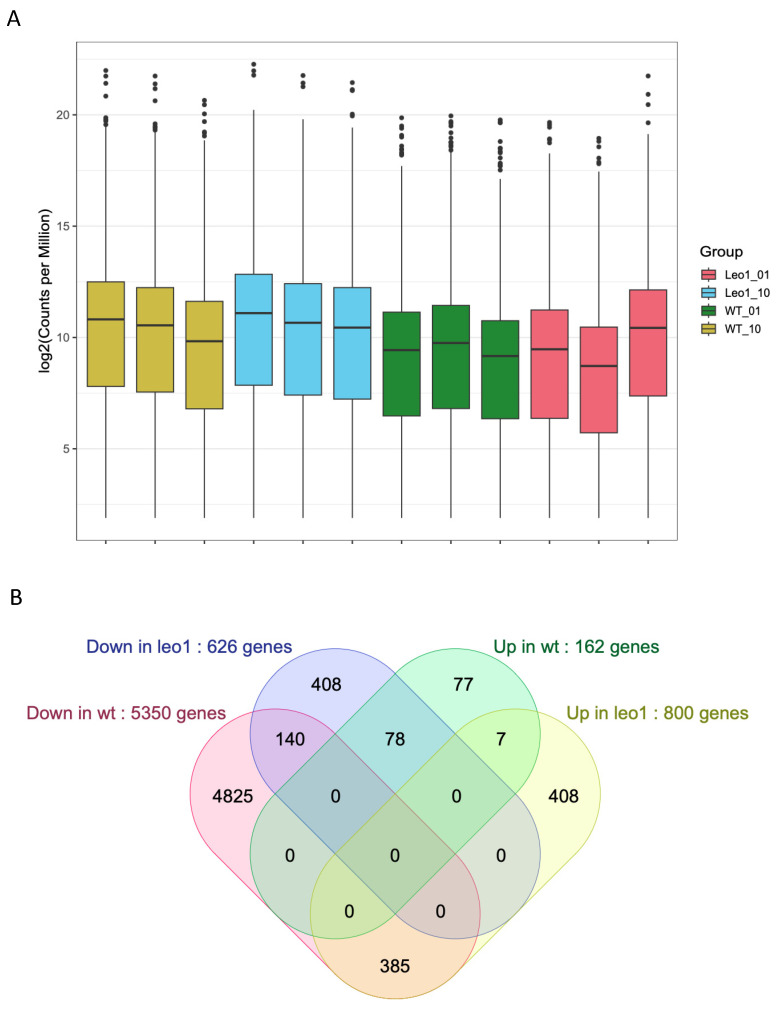
(**A**) ERCC spike-in normalized RNA-seq. The box plots show triplicate RNA-seq samples as log2 values of numbers of normalized sequence reads (*Y*-axis) in wild-type cells and in *ΔLEO1* cells cultivated in 10% or 0.1% serum as indicated (Leo1_01; Leo1_10; WT_01; WT_10). In each box, the median value is indicated by the horizontal black line inside the box. The top and the bottom of the box are the 75 and 25 percentiles respectively. The vertical line outside each box indicates the variation of the data and the dots are the outliers. (**B**) Venn diagrams comparing the list of downregulated (Down) and upregulated (Up) genes in wt (0.1% serum) compared to wt (10% serum) and in *ΔLEO1* cells grown in 0.1% serum compared to wt (0.1% serum).

**Figure 6:**
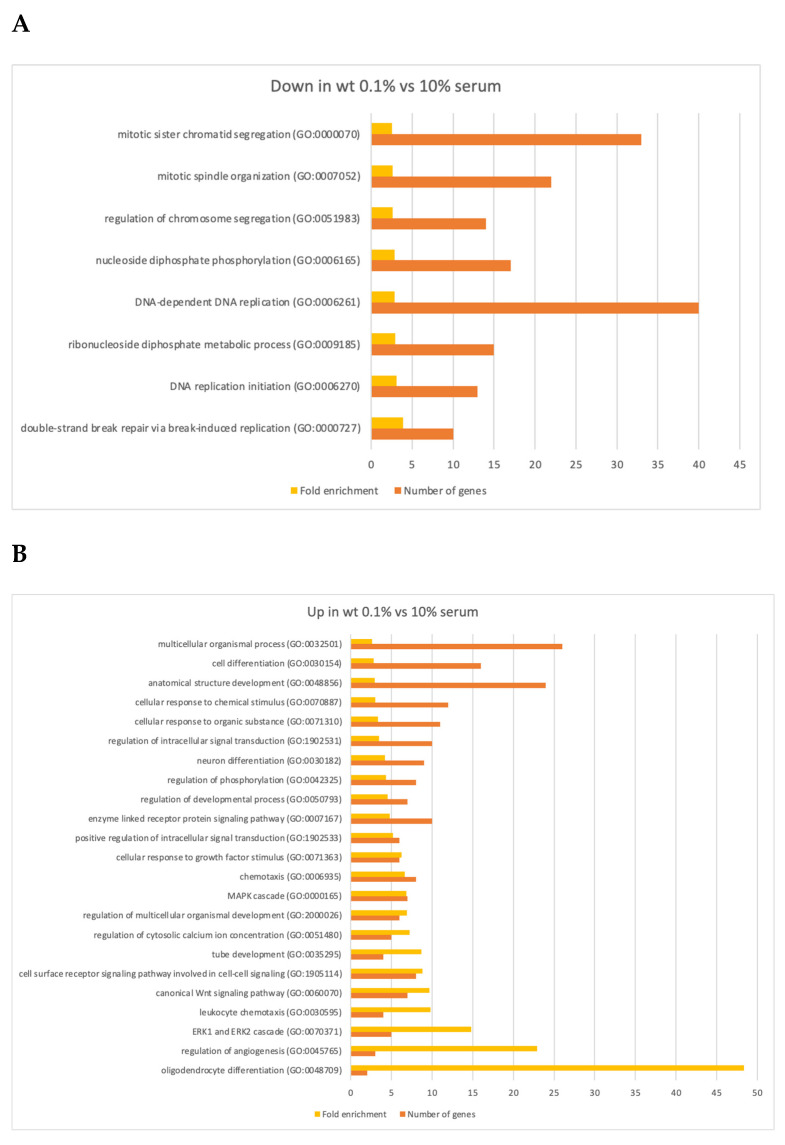

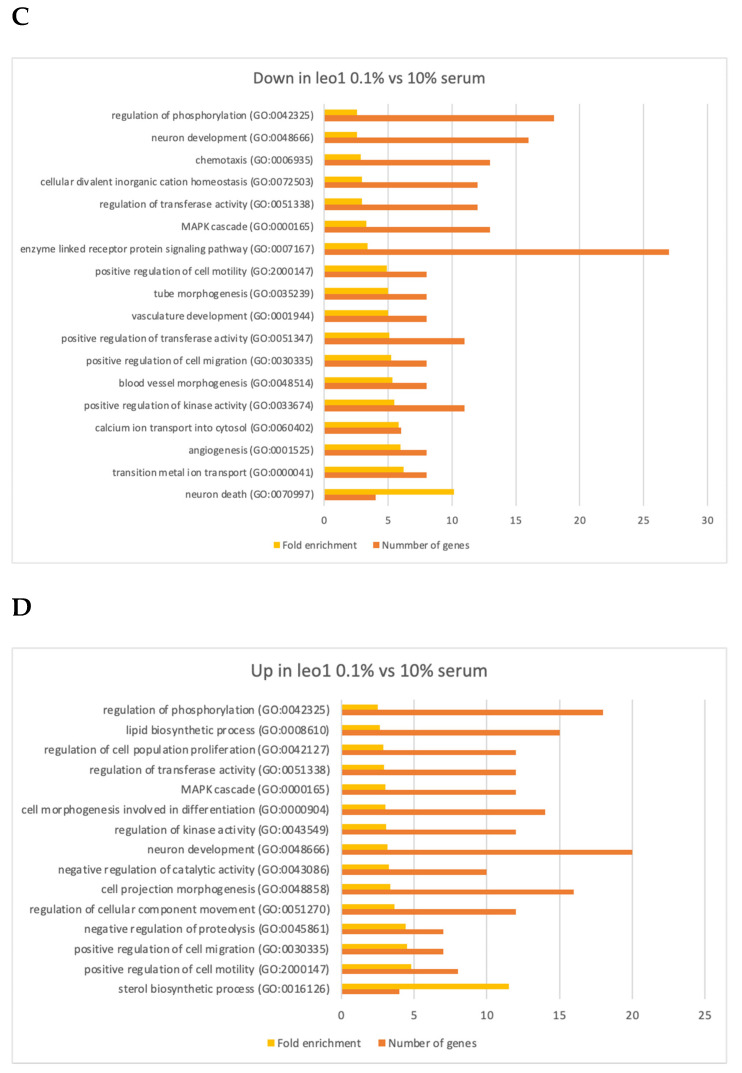
Summarized results from gene ontology analysis (PANTHER GO-Slim) of affected biological processes in RNA-seq experiment with wild-type cells and in *ΔLEO1* cells cultivated in 10% or 0.1% serum. (**A**) Significant GO terms for 5350 genes downregulated in wt (0.1% serum) vs. wt (10% serum). (**B**) Significant GO terms for 162 genes upregulated in wt (0.1% serum) vs. wt (10% serum). (**C**) Significant GO terms for 626 genes downregulated in *ΔLEO1* (0.1% serum) vs. *ΔLEO1* (10% serum). (**D**) Significant GO terms for 800 genes upregulated in *ΔLEO1* (0.1% serum) vs. *ΔLEO1* (10% serum). (**A**–**D**) Redundant GO terms have been omitted. Minimum fold enrichment = 2.5. The complete GO analysis results are shown in Supplementary Data.

**Figure 7:**
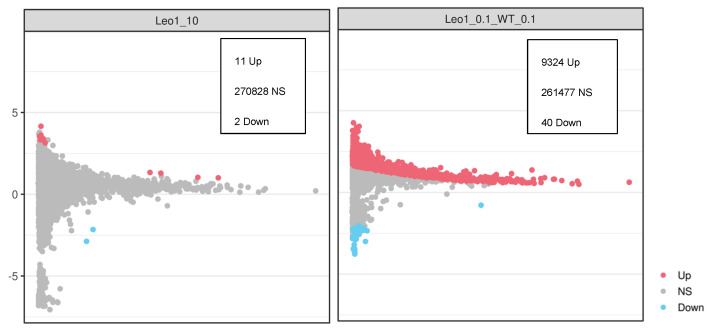
Chip-seq analysis of H3K9me2 levels in proliferating and quiescent cells. Moving average plots showing the significant changes of H3K9me2 detected in different comparisons. A 200 bp sliding window was used to count the number of reads every 50 bp across the whole genome. Merging windows that are overlapping to a single region. The numbers indicate regions found significant after multiple hypothesis testing (FDR). Regions were judged as significant if the adjusted *p*-value was under 0.05. The number of regions with increased levels (Up) nonsignificant (NS) or reduced levels (Down) are indicated. The data was normalized using the *Drosophila* spike-in procedure. The log fold change is shown on the *Y* axis and the log CPM is shown on the *X*-axis. (**left**) Leo1_10 indicates *ΔLEO1* cells compared to WT cells both grown in 10% serum; (**right**) Leo1_0.1_WT_0.1 indicates *ΔLEO1* cells compared to WT cells both in 0.1% serum.

**Figure 8:**
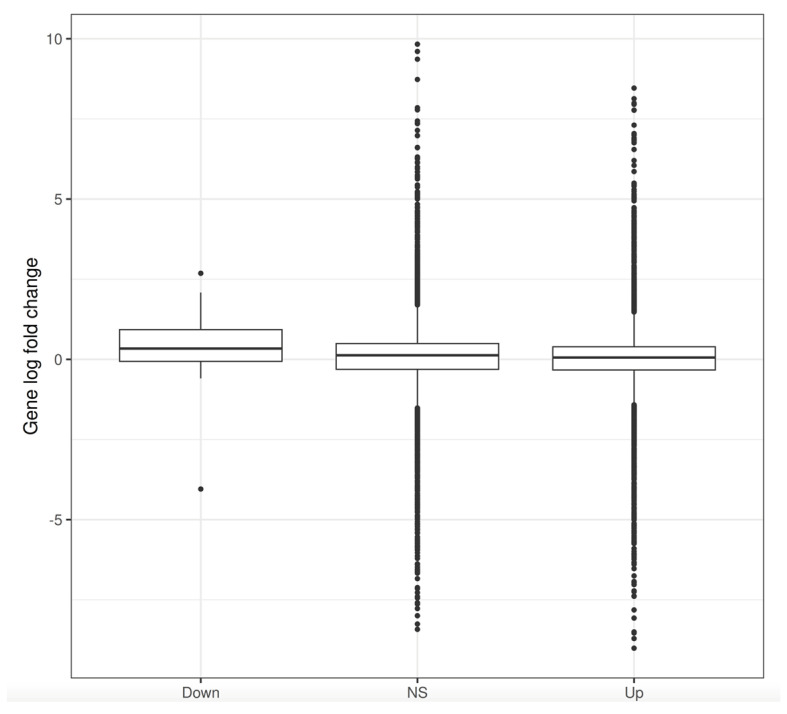
Box-plot comparisons of gene expression levels regions with significant H3K9me2 changes in *ΔLEO1* vs. WT. Gene expression changes in *ΔLEO1* vs. WT both grown in 0.1% serum, are shown on the *Y*-axis (Log fold change). H3K9me2 ChIP-seq reads were counted at all annotated TSS regions in a +/- 1 kb window. Regions were judged as significant if the adjusted *p*-value was under 0.05. The data was normalized using the *Drosophila* spike-in procedure. *X*-axis: 133 TSS regions had reduced levels (Down; *p* < 0.05), 198,626 regions were nonsignificant (NS) and 38,942 had increased levels (Up; *p* < 0.05).

## Data Availability

The LEO1 knockout cell line can be requested by writing to KE. The RNA-seq and ChIP-seq data have been submitted to the NCBI Gene Expression Omnibus (GEO) under the accession number GSE247832.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom13111662/s1, Figure S1: Original Western blot with loading control; Figure S2: (A) MTT assay with four replicates (B) FACS analysis in triplicates (C) Cell morphology change statistics; Figure S3: ChIP-seq library controls; Supplementary Tables S1–S4: Complete gene ontology analysis; Supplementary Table S5: RNA-seq gene lists ERCC normalized.

## Abbreviations

LEO1	Left open reading frame 1
*ΔLEO1*	gene deletion of LEO1
WT	wild type
PAF1C	RNA polymerase II associated factor 1 complex
HES1	Hairy and Enhancer of Split-1
CRISPR	Clustered regularly interspaced short palindromic repeats
H3K9	histone H3 lysine 9
BJ-5ta	hTERT-immortalized fibroblasts cell line
FBS	fetal bovine serum
ChIP	Chromatin immunoprecipitation
FACS	Fluorescence-activated cell sorting
ERCC	External RNA Controls Consortium
MTT	(3-(4,5-dimethylthiazol-2-yl)-2,5 diphenyl tetrazolium bromide)
ERK1/ERK2	Extracellular signal-regulated kinase 1/2
Wnt	Wingless and Int-1
TSS	Transcription start site

# Supplementary material for: LEO1 Is Required for Efficient Entry into Quiescence, Control of H3K9 Methylation and Gene Expression in Human Fibroblasts
**Source:** Biomolecules. 2023 Nov 17;13(11):1662. doi: 10.3390/biom13111662
**Supplement:** Supplementary file 1

A)

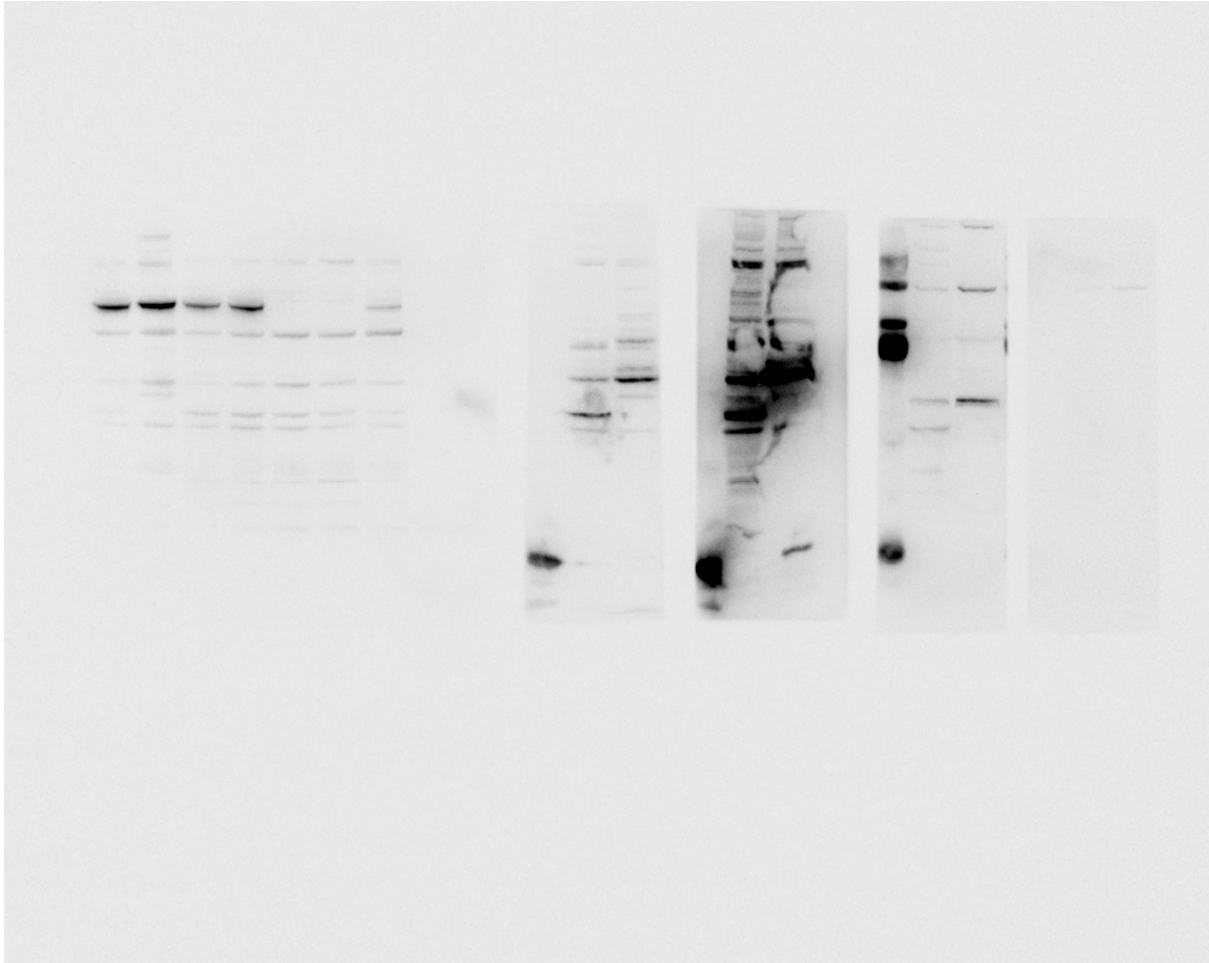

B)

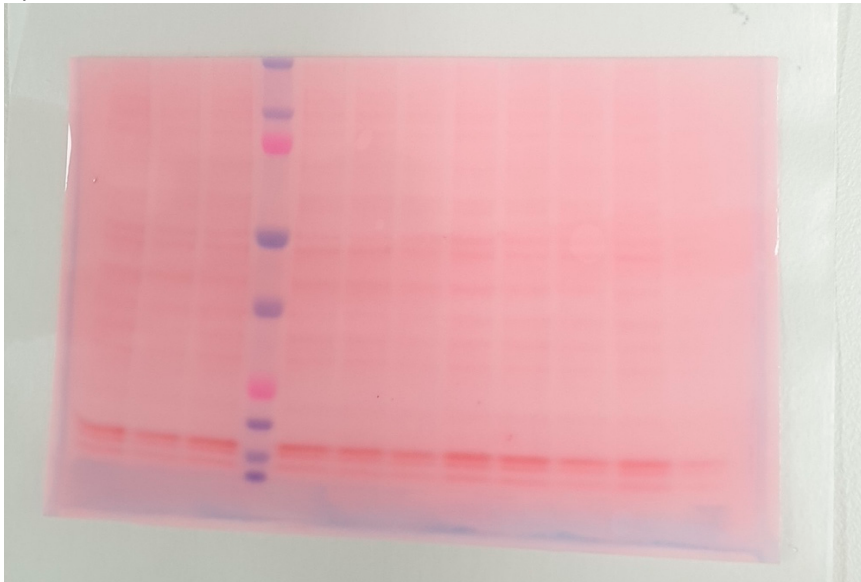

Legend: (A) The original uncropped image of Western blot in Figure 1 (left side; 7 lanes). The BJ-5ta CRISPR-Cas9 knockout clones were tested by Western blot using the anti-LEO1 A300-175A antibody (BETHYL company) at 1/1000 dilution. (B) The picture shows RED Ponceau stain of gel before cutting of gel (cut next to size marker right side; 7 lanes) and transfer for Western blot.

# Supplementary material for: LEO1 Is Required for Efficient Entry into Quiescence, Control of H3K9 Methylation and Gene Expression in Human Fibroblasts
**Source:** Biomolecules. 2023 Nov 17;13(11):1662. doi: 10.3390/biom13111662

## A) MTT assay with four replicates

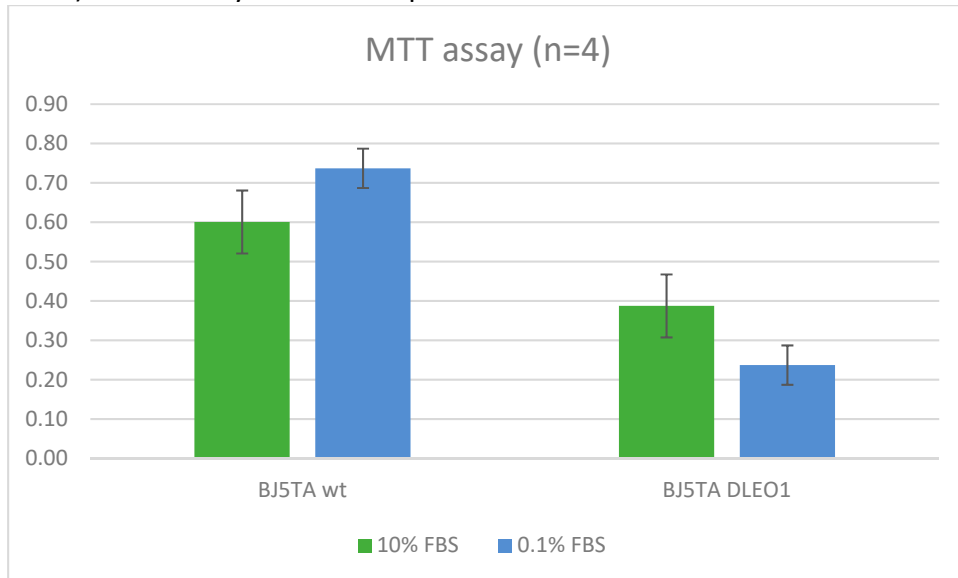

## B) FACS analysis in triplicates

T-0

WT

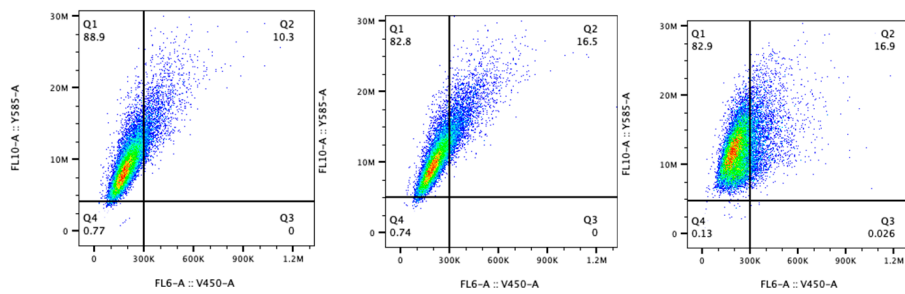

T-0

Leo1

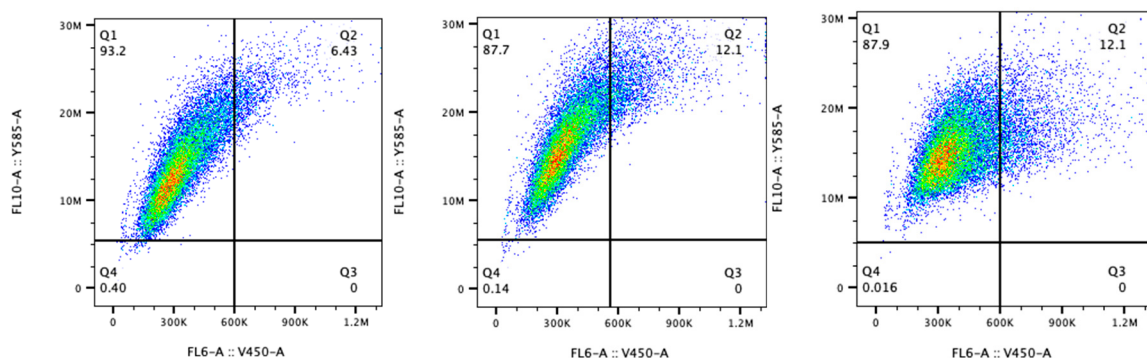

T-1D  
WT

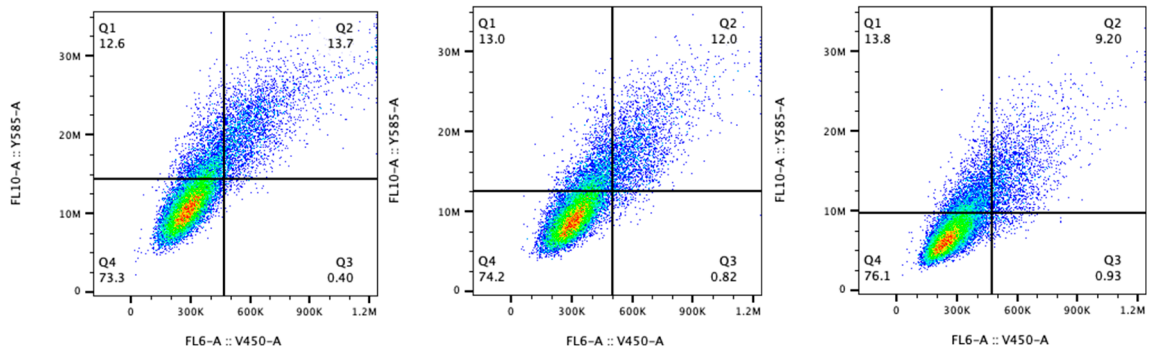

T1-D  
Leo1

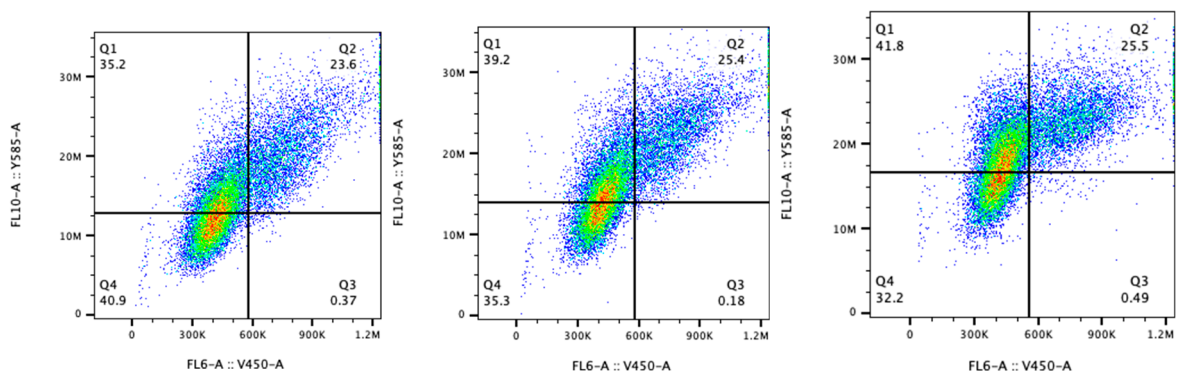

T-3D  
WT

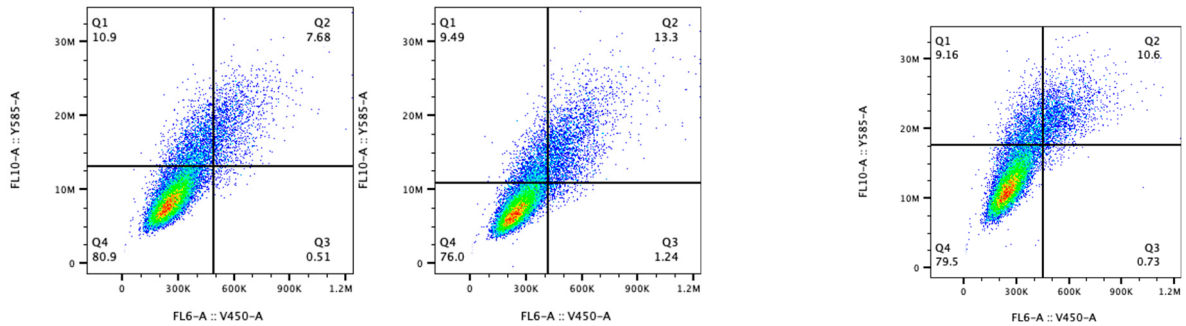

T3-D  
Leo1

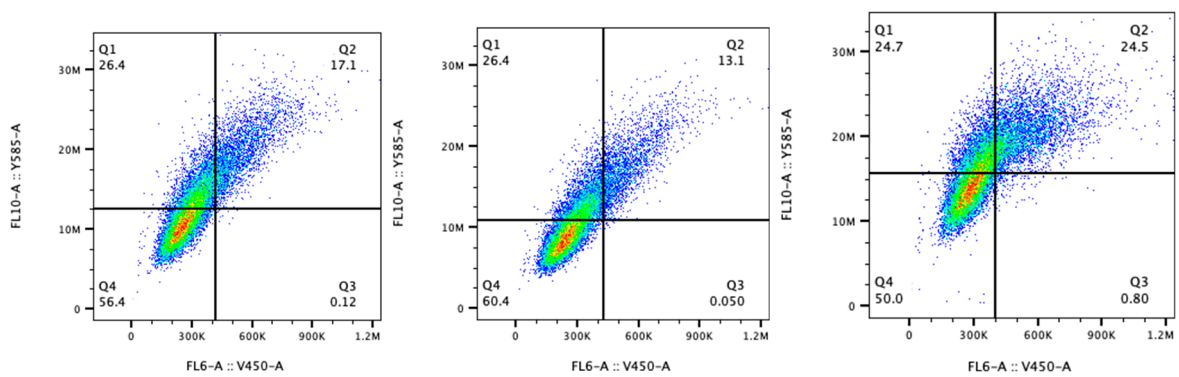

T-6D

WT

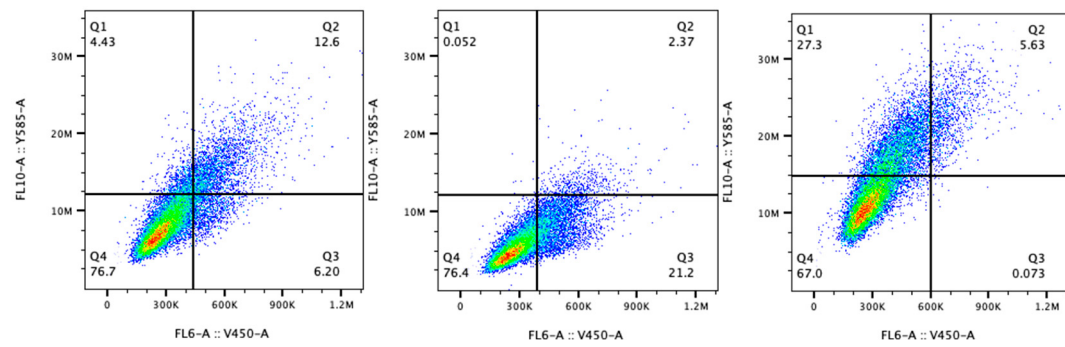

T6-D Leo1

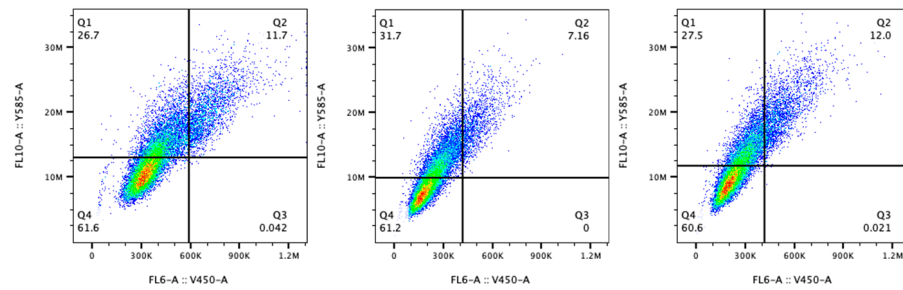

T-9D

WT

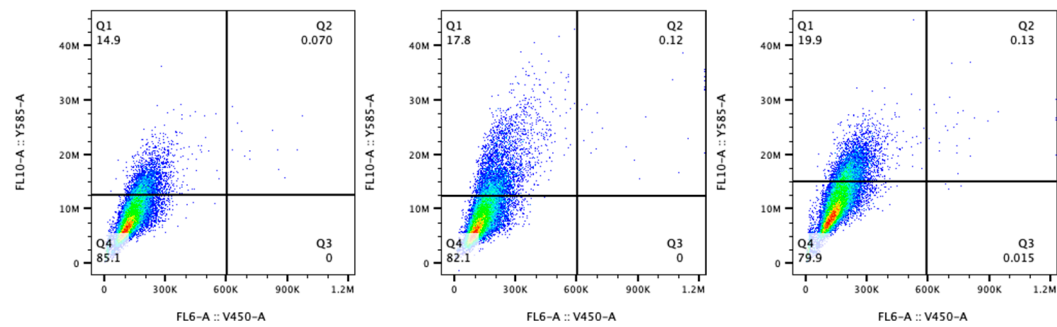

T9-D Leo1

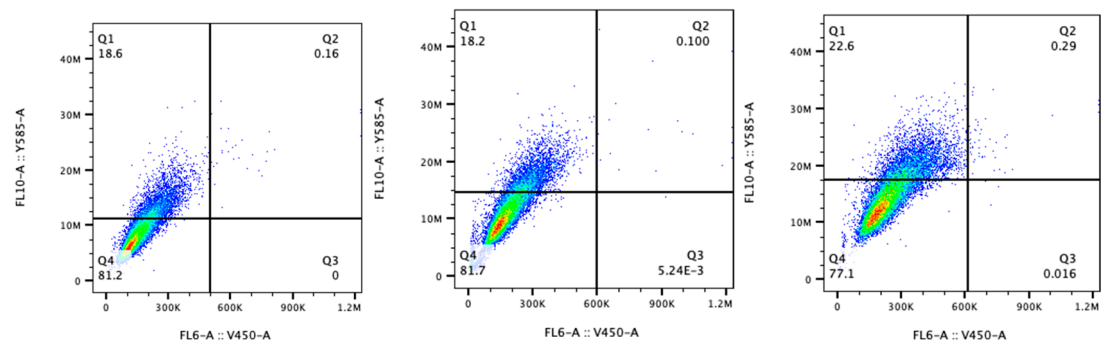

### C) Cell morphology change statistics

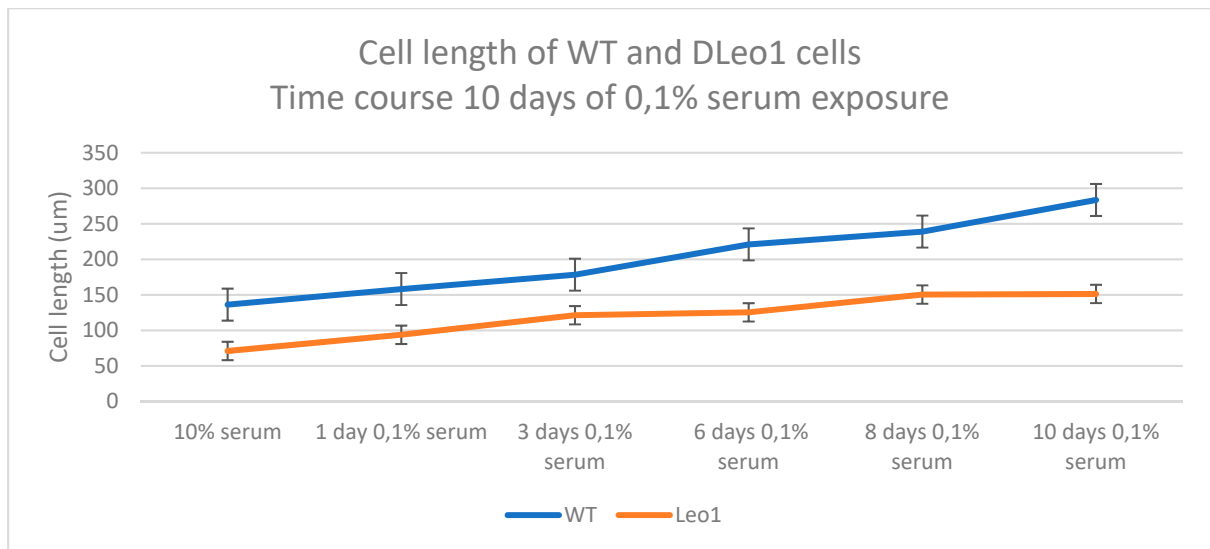

**Supplement:** Supplementary file 1

# Supplementary material for: LEO1 Is Required for Efficient Entry into Quiescence, Control of H3K9 Methylation and Gene Expression in Human Fibroblasts
**Source:** Biomolecules. 2023 Nov 17;13(11):1662. doi: 10.3390/biom13111662
**Supplement:** Supplementary file 1

Filename: BEA20P105\_LC library QC 2020-08-17-01.HSD1000

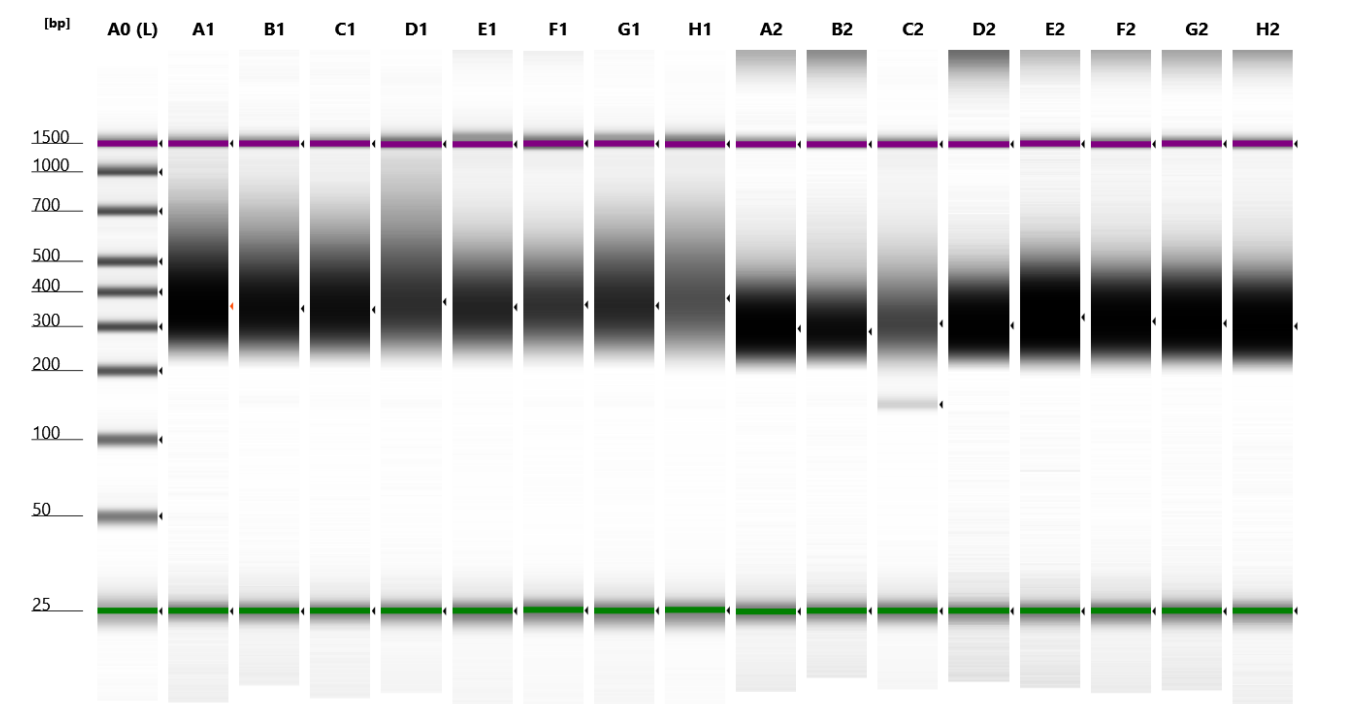

Default image (Contrast 100%)

Sample Info

| Well | Conc. [pg/ul] | Sample Description                  | Alert | Observations |
|------|---------------|-------------------------------------|-------|--------------|
| A0   | 2350          | Electronic Ladder                   |       | Ladder       |
| A1   | 5120          | BEA20P105_LC1_H3K9Me2               |       |              |
| B1   | 4090          | BEA20P105_LC2_H3K9Me2               |       |              |
| C1   | 4320          | BEA20P105_LC3_H3K9Me2               |       |              |
| D1   | 2340          | BEA20P105_LC4_H3K9Me2               |       |              |
| E1   | 2470          | BEA20P105_LC5_H3K9Me2               |       |              |
| F1   | 1870          | BEA20P105_LC6_H3K9Me2               |       |              |
| G1   | 2810          | BEA20P105_LC7_H3K9Me2               |       |              |
| H1   | 1120          | BEA20P105_LC8_H3K9Me2               |       |              |
| A2   | 4890          | BEA20P105_LC9_Input1                |       |              |
| B2   | 3720          | BEA20P105_LC10_Input2               |       |              |
| C2   | 2160          | BEA20P105_LC11_Input3 (non-diluted) |       |              |
| D2   | 5560          | BEA20P105_LC12_Input4               |       |              |
| E2   | 6850          | BEA20P105_LC13_Input5               |       |              |
| F2   | 4770          | BEA20P105_LC14_Input6               |       |              |
| G2   | 5610          | BEA20P105_LC15_Input7               |       |              |
| H2   | 4980          | BEA20P105_LC16_Input8               |       |              |

**A0: Electronic Ladder**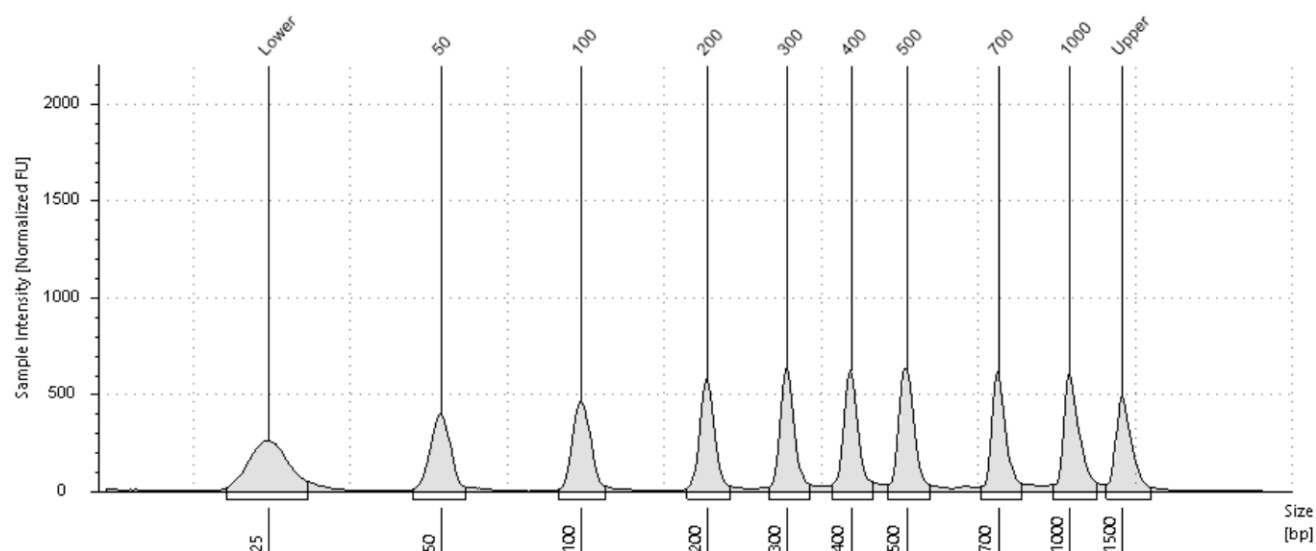**Sample Table**

| Well | Conc. [pg/ul] | Sample Description | Alert | Observations |
|------|---------------|--------------------|-------|--------------|
| A0   | 2350          | Electronic Ladder  |       | Ladder       |

**Peak Table**

| Size [bp] | Calibrated Conc. [pg/ul] | Assigned Conc. [pg/ul] | Peak Molarity [pmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 340                      | -                      | 20900                  | -                 |              | Lower Marker |
| 50        | 265                      | -                      | 8160                   | 11.28             |              |              |
| 100       | 278                      | -                      | 4270                   | 11.82             |              |              |
| 200       | 290                      | -                      | 2230                   | 12.32             |              |              |
| 300       | 304                      | -                      | 1560                   | 12.95             |              |              |
| 400       | 306                      | -                      | 1180                   | 13.00             |              |              |
| 500       | 312                      | -                      | 961                    | 13.29             |              |              |
| 700       | 286                      | -                      | 629                    | 12.19             |              |              |
| 1000      | 309                      | -                      | 476                    | 13.15             |              |              |
| 1500      | 250                      | 250                    | 256                    | -                 |              | Upper Marker |

## A1: BEA20P105\_LC1\_H3K9Me2

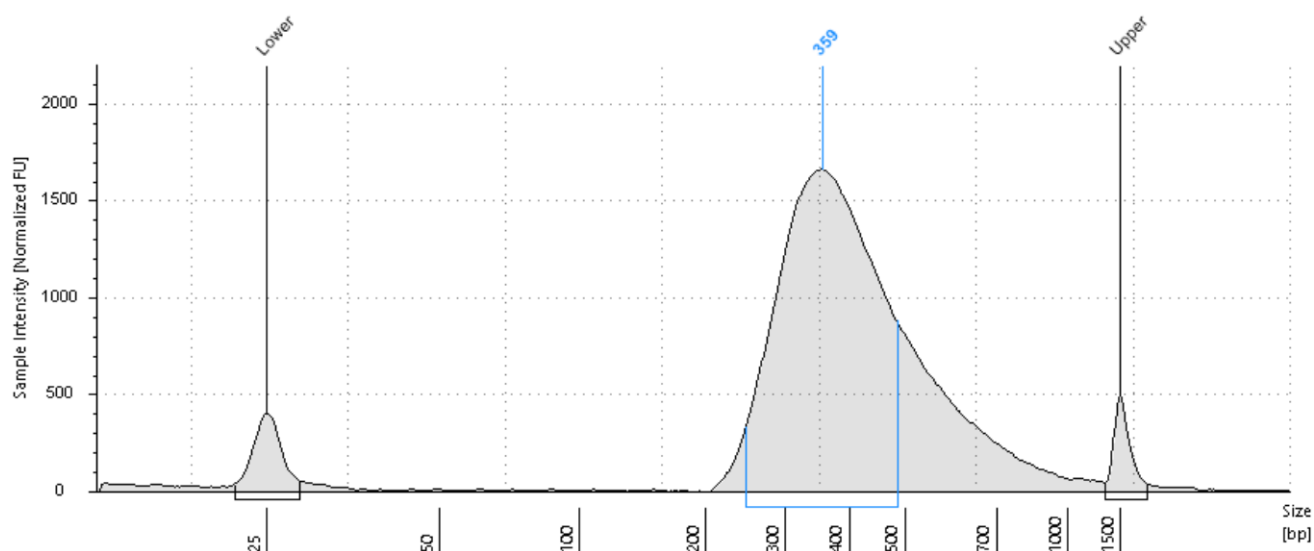

Sample Table

| Well | Conc. [pg/ul] | Sample Description    | Alert | Observations |
|------|---------------|-----------------------|-------|--------------|
| A1   | 5120          | BEA20P105_LC1_H3K9Me2 |       |              |

Peak Table

| Size [bp] | Calibrated Conc. [pg/ul] | Assigned Conc. [pg/ul] | Peak Molarity [pmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 367                      | -                      | 22600                  | -                 |              | Lower Marker |
| 359       | 5120                     | -                      | 21900                  | 100.00            |              |              |
| 1500      | 250                      | 250                    | 256                    | -                 |              | Upper Marker |

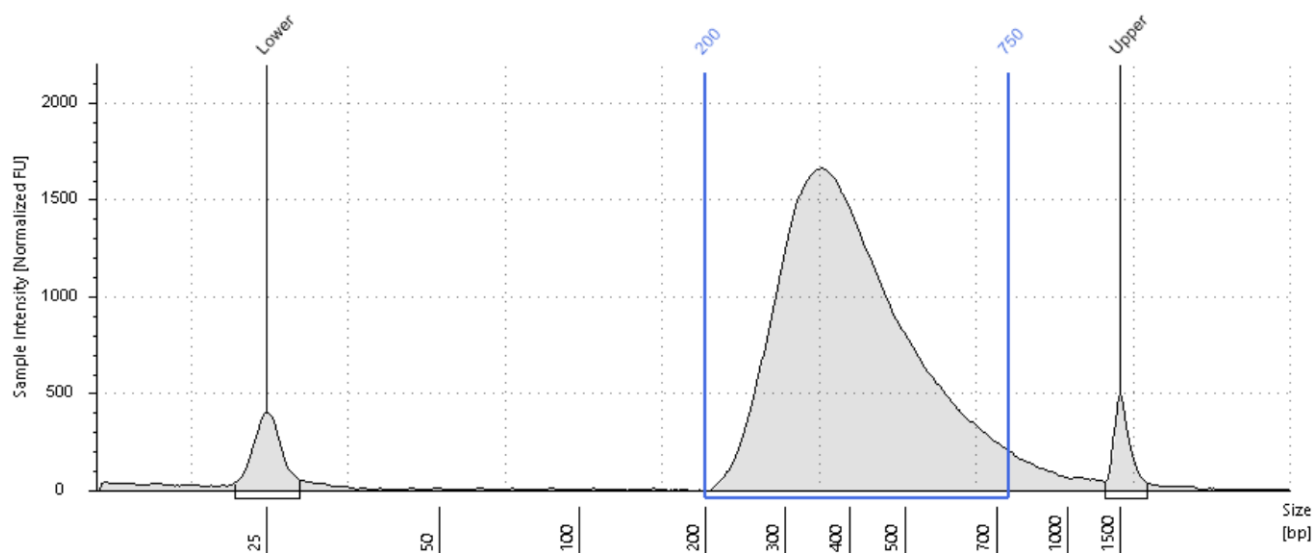

Region Table

| From [bp] | To [bp] | Average Size [bp] | Conc. [pg/ul] | Region Molarity [pmol/l] | % of Total | Region Comment | Color |
|-----------|---------|-------------------|---------------|--------------------------|------------|----------------|-------|
| 200       | 750     | 412               | 6710          | 26900                    | 94.14      |                |       |

**B1: BEA20P105\_LC2\_H3K9Me2**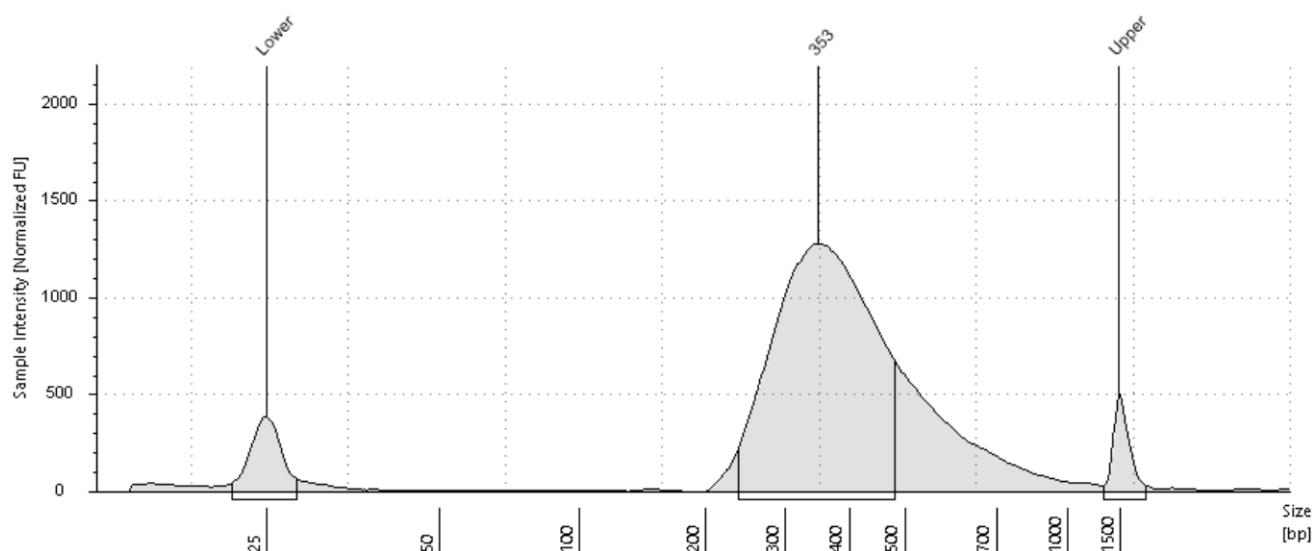**Sample Table**

| Well | Conc. [pg/ul] | Sample Description    | Alert | Observations |
|------|---------------|-----------------------|-------|--------------|
| B1   | 4090          | BEA20P105_LC2_H3K9Me2 |       |              |

**Peak Table**

| Size [bp] | Calibrated Conc. [pg/ul] | Assigned Conc. [pg/ul] | Peak Molarity [pmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 381                      | -                      | 23500                  | -                 |              | Lower Marker |
| 353       | 4090                     | -                      | 17800                  | 100.00            |              |              |
| 1500      | 250                      | 250                    | 256                    | -                 |              | Upper Marker |

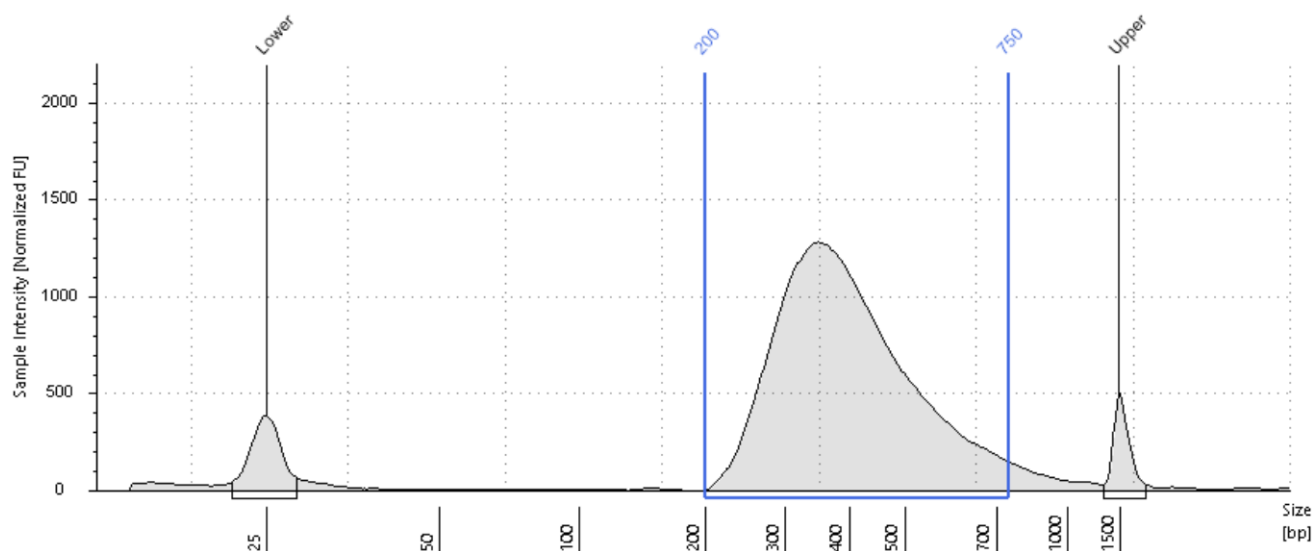**Region Table**

| From [bp] | To [bp] | Average Size [bp] | Conc. [pg/ul] | Region Molarity [pmol/l] | % of Total | Region Comment | Color |
|-----------|---------|-------------------|---------------|--------------------------|------------|----------------|-------|
| 200       | 750     | 406               | 5280          | 21400                    | 93.67      |                |       |

## C1: BEA20P105\_LC3\_H3K9Me2

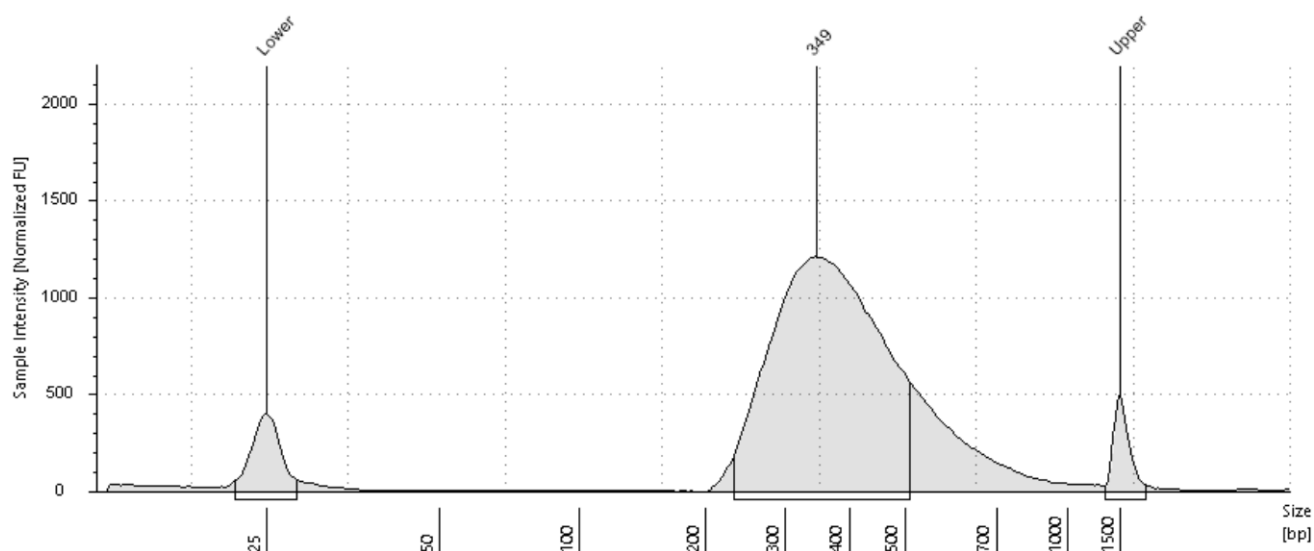

Sample Table

| Well | Conc. [pg/ul] | Sample Description    | Alert | Observations |
|------|---------------|-----------------------|-------|--------------|
| C1   | 4320          | BEA20P105_LC3_H3K9Me2 |       |              |

Peak Table

| Size [bp] | Calibrated Conc. [pg/ul] | Assigned Conc. [pg/ul] | Peak Molarity [pmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 379                      | -                      | 23400                  | -                 |              | Lower Marker |
| 349       | 4320                     | -                      | 19000                  | 100.00            |              |              |
| 1500      | 250                      | 250                    | 256                    | -                 |              | Upper Marker |

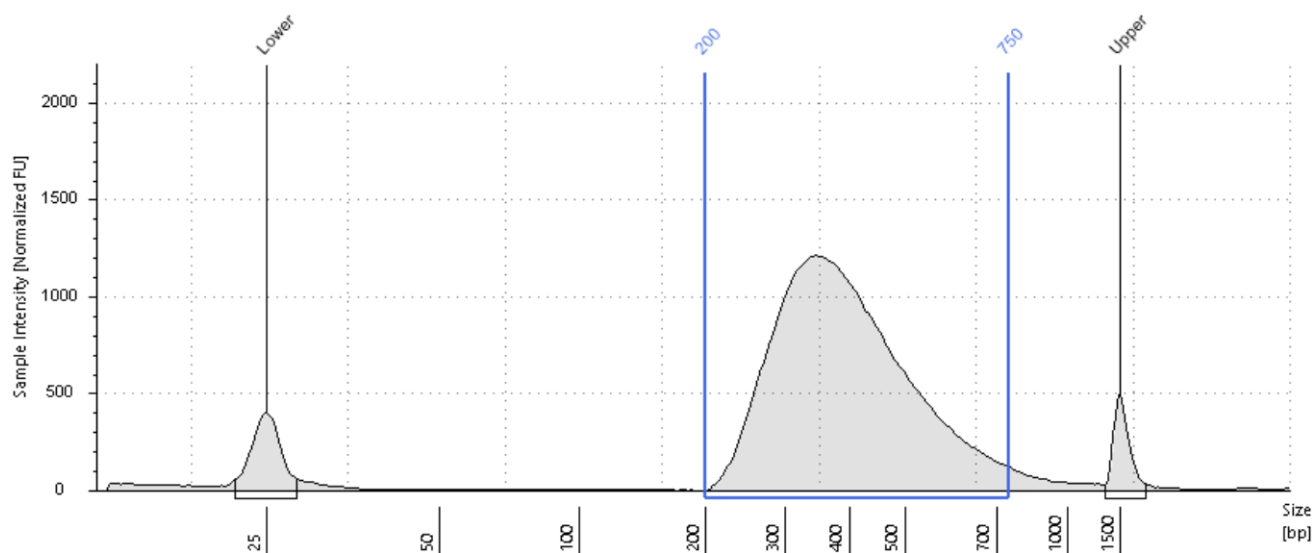

Region Table

| From [bp] | To [bp] | Average Size [bp] | Conc. [pg/ul] | Region Molarity [pmol/l] | % of Total | Region Comment | Color |
|-----------|---------|-------------------|---------------|--------------------------|------------|----------------|-------|
| 200       | 750     | 403               | 5200          | 21300                    | 94.64      |                |       |

**D1: BEA20P105\_LC4\_H3K9Me2**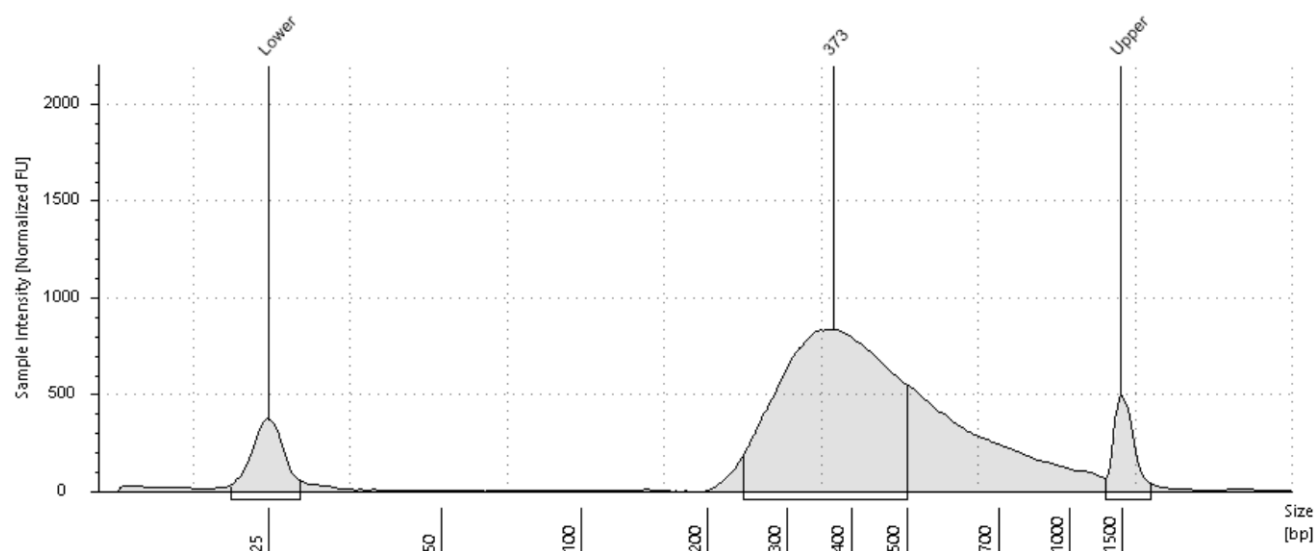**Sample Table**

| Well | Conc. [pg/ul] | Sample Description    | Alert | Observations |
|------|---------------|-----------------------|-------|--------------|
| D1   | 2340          | BEA20P105_LC4_H3K9Me2 |       |              |

**Peak Table**

| Size [bp] | Calibrated Conc. [pg/ul] | Assigned Conc. [pg/ul] | Peak Molarity [pmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 305                      | -                      | 18800                  | -                 |              | Lower Marker |
| 373       | 2340                     | -                      | 9650                   | 100.00            |              |              |
| 1500      | 250                      | 250                    | 256                    | -                 |              | Upper Marker |

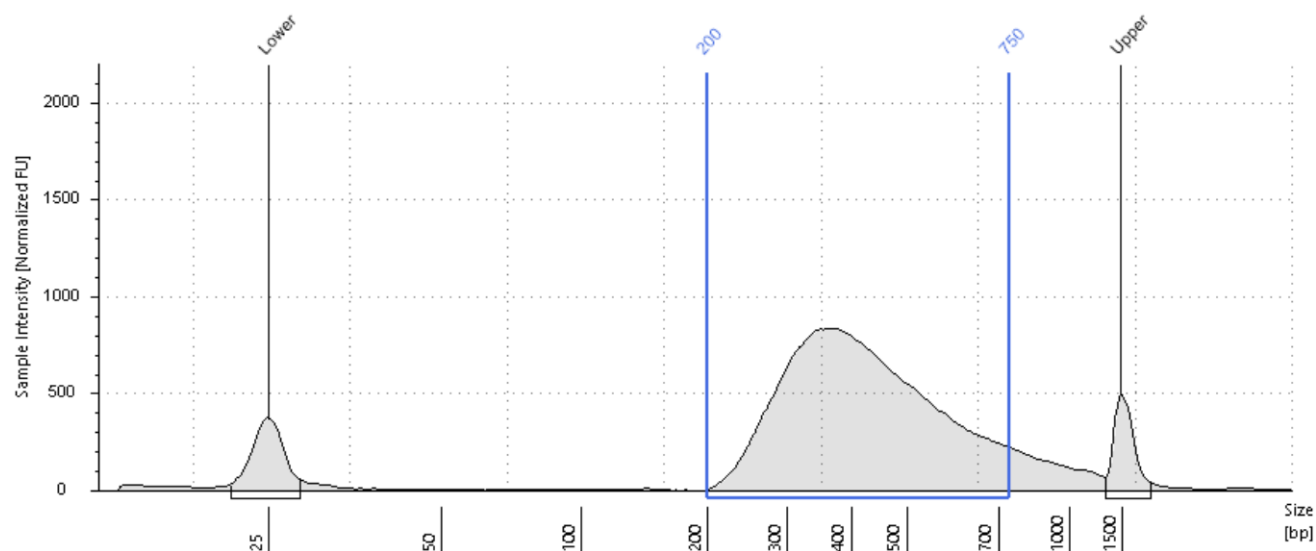**Region Table**

| From [bp] | To [bp] | Average Size [bp] | Conc. [pg/ul] | Region Molarity [pmol/l] | % of Total | Region Comment | Color |
|-----------|---------|-------------------|---------------|--------------------------|------------|----------------|-------|
| 200       | 750     | 429               | 3210          | 12500                    | 89.26      |                |       |

## E1: BEA20P105\_LC5\_H3K9Me2

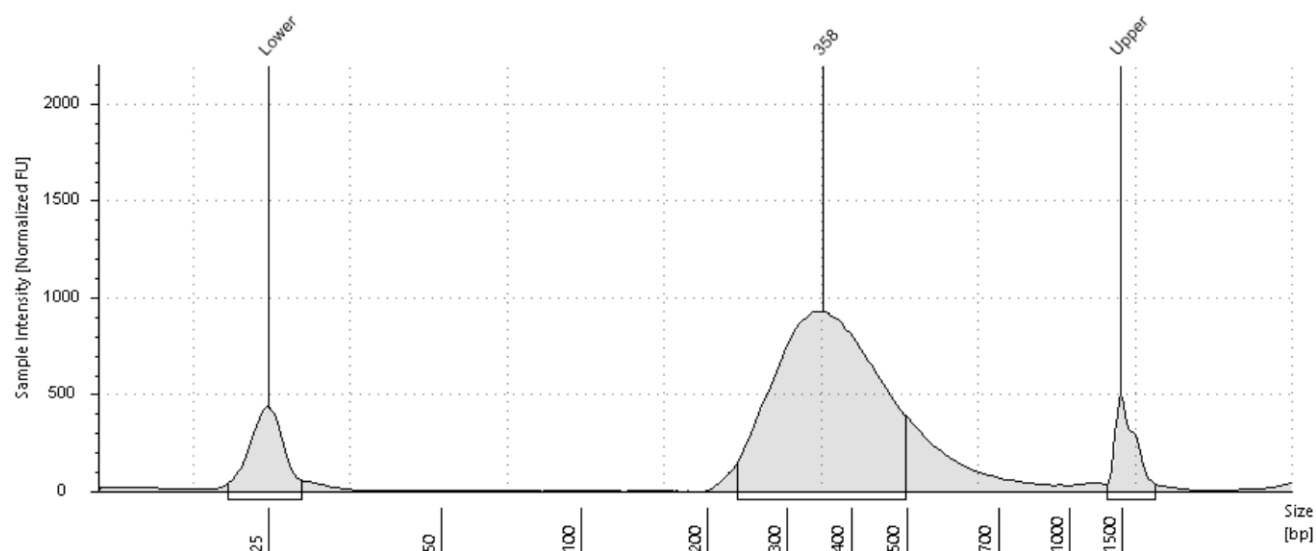

Sample Table

| Well | Conc. [pg/ul] | Sample Description    | Alert | Observations |
|------|---------------|-----------------------|-------|--------------|
| E1   | 2470          | BEA20P105_LC5_H3K9Me2 |       |              |

Peak Table

| Size [bp] | Calibrated Conc. [pg/ul] | Assigned Conc. [pg/ul] | Peak Molarity [pmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 375                      | -                      | 23100                  | -                 |              | Lower Marker |
| 358       | 2470                     | -                      | 10600                  | 100.00            |              |              |
| 1500      | 250                      | 250                    | 256                    | -                 |              | Upper Marker |

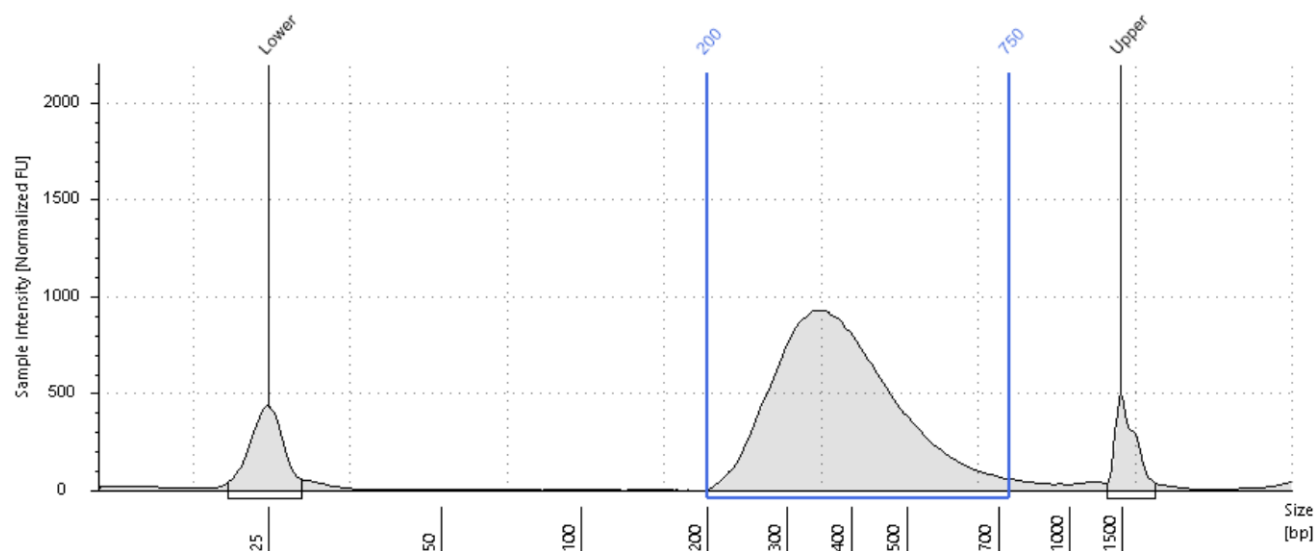

Region Table

| From [bp] | To [bp] | Average Size [bp] | Conc. [pg/ul] | Region Molarity [pmol/l] | % of Total | Region Comment | Color |
|-----------|---------|-------------------|---------------|--------------------------|------------|----------------|-------|
| 200       | 750     | 393               | 2900          | 12100                    | 93.56      |                |       |

## F1: BEA20P105\_LC6\_H3K9Me2

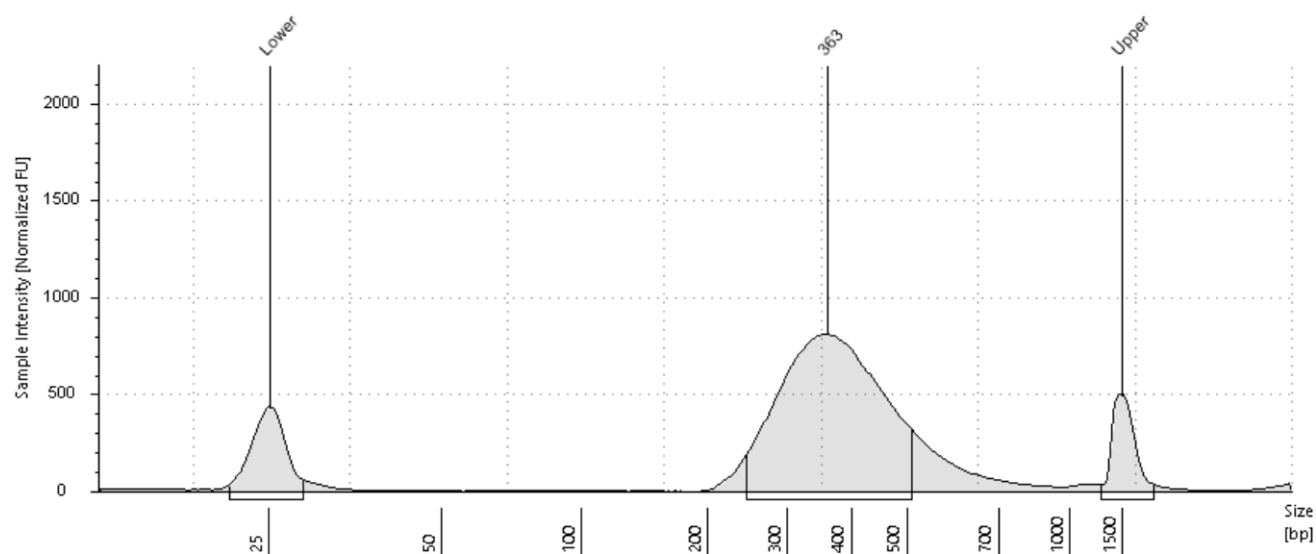

Sample Table

| Well | Conc. [pg/ul] | Sample Description    | Alert | Observations |
|------|---------------|-----------------------|-------|--------------|
| F1   | 1870          | BEA20P105_LC6_H3K9Me2 |       |              |

Peak Table

| Size [bp] | Calibrated Conc. [pg/ul] | Assigned Conc. [pg/ul] | Peak Molarity [pmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 334                      | -                      | 20600                  | -                 |              | Lower Marker |
| 363       | 1870                     | -                      | 7920                   | 100.00            |              |              |
| 1500      | 250                      | 250                    | 256                    | -                 |              | Upper Marker |

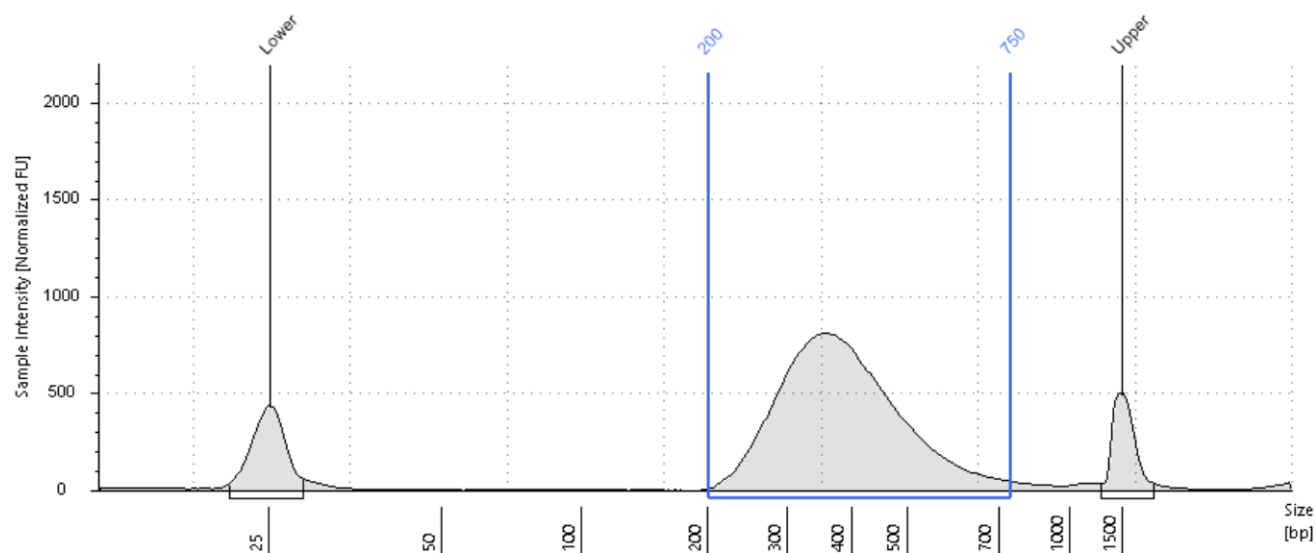

Region Table

| From [bp] | To [bp] | Average Size [bp] | Conc. [pg/ul] | Region Molarity [pmol/l] | % of Total | Region Comment | Color |
|-----------|---------|-------------------|---------------|--------------------------|------------|----------------|-------|
| 200       | 750     | 394               | 2180          | 9070                     | 94.37      |                |       |

## G1: BEA20P105\_LC7\_H3K9Me2

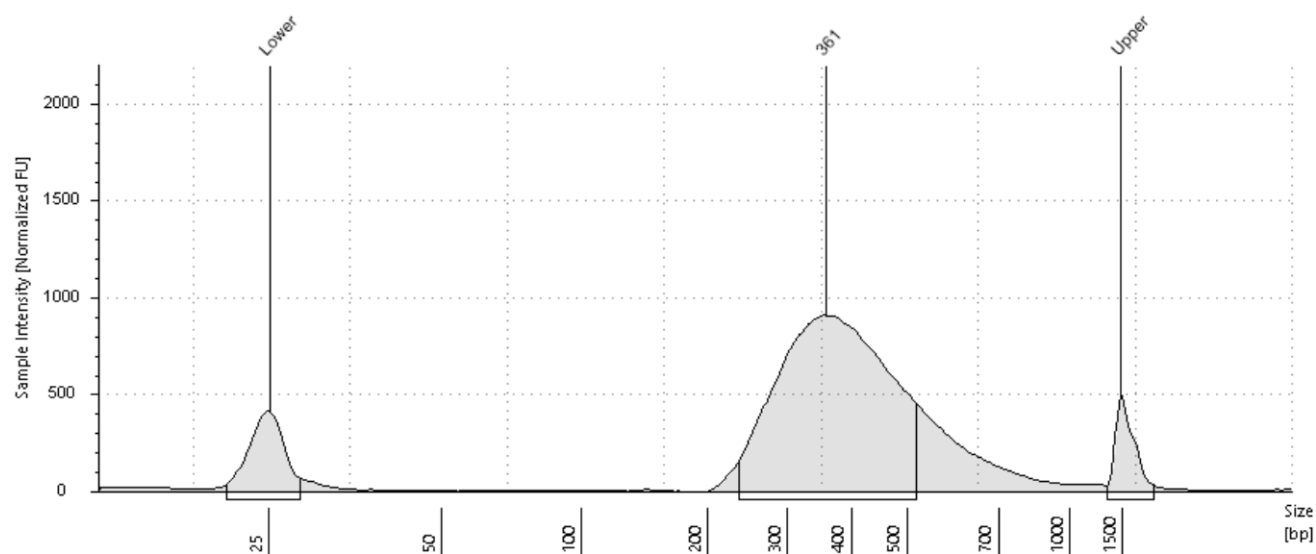

Sample Table

| Well | Conc. [pg/ul] | Sample Description    | Alert | Observations |
|------|---------------|-----------------------|-------|--------------|
| G1   | 2810          | BEA20P105_LC7_H3K9Me2 |       |              |

Peak Table

| Size [bp] | Calibrated Conc. [pg/ul] | Assigned Conc. [pg/ul] | Peak Molarity [pmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 399                      | -                      | 24600                  | -                 |              | Lower Marker |
| 361       | 2810                     | -                      | 12000                  | 100.00            |              |              |
| 1500      | 250                      | 250                    | 256                    | -                 |              | Upper Marker |

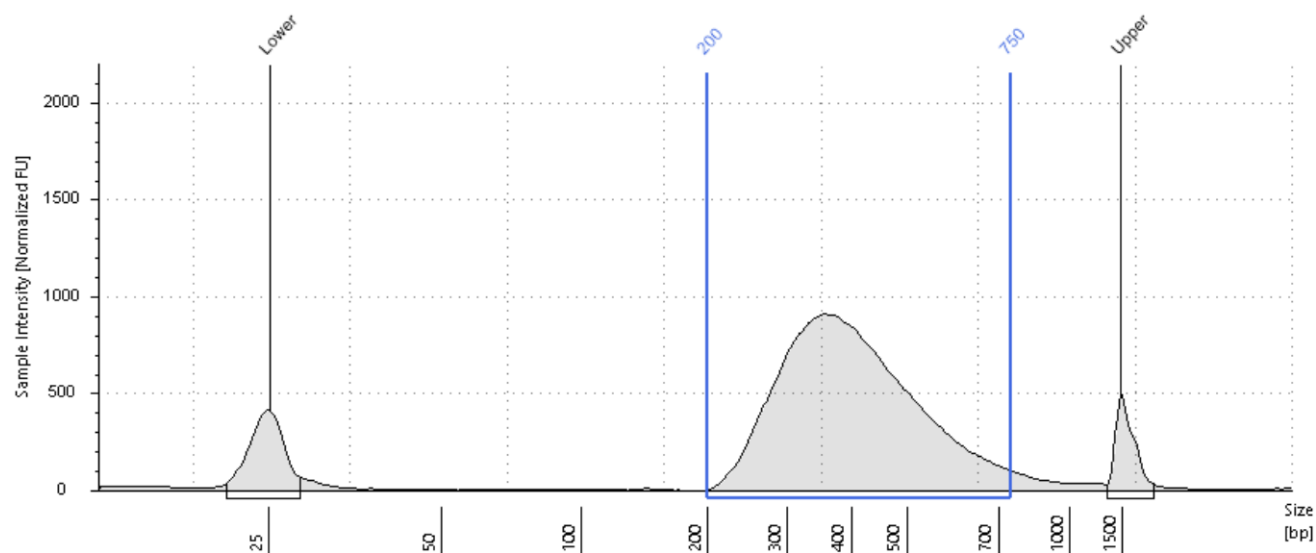

Region Table

| From [bp] | To [bp] | Average Size [bp] | Conc. [pg/ul] | Region Molarity [pmol/l] | % of Total | Region Comment | Color |
|-----------|---------|-------------------|---------------|--------------------------|------------|----------------|-------|
| 200       | 750     | 410               | 3410          | 13700                    | 93.83      |                |       |

## H1: BEA20P105\_LC8\_H3K9Me2

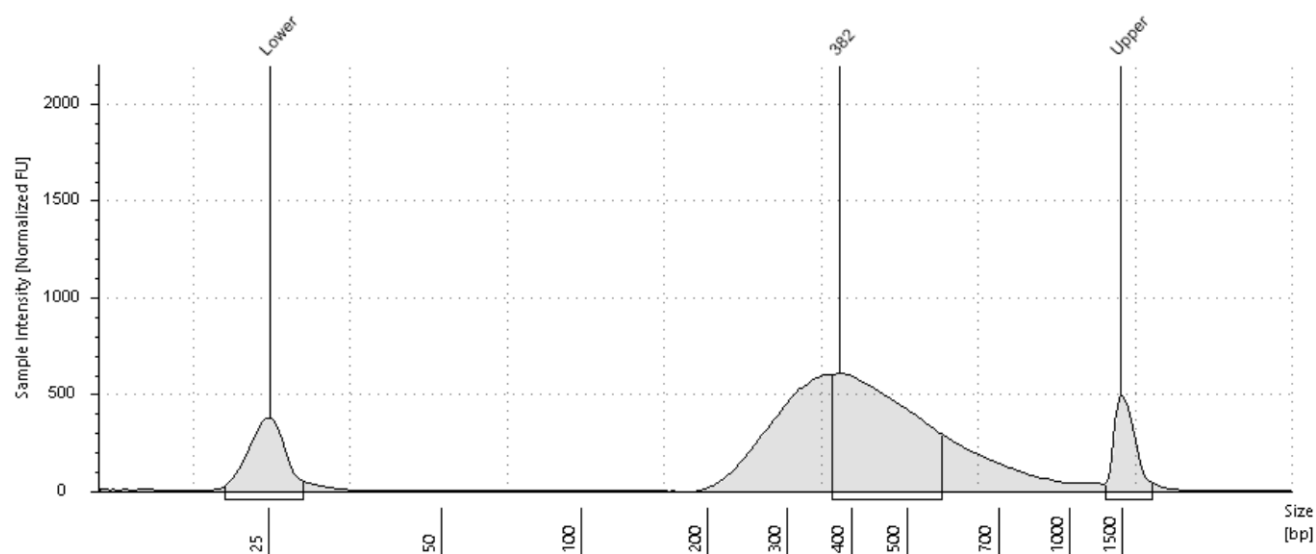

Sample Table

| Well | Conc. [pg/ul] | Sample Description    | Alert | Observations |
|------|---------------|-----------------------|-------|--------------|
| H1   | 1120          | BEA20P105_LC8_H3K9Me2 |       |              |

Peak Table

| Size [bp] | Calibrated Conc. [pg/ul] | Assigned Conc. [pg/ul] | Peak Molarity [pmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 338                      | -                      | 20800                  | -                 |              | Lower Marker |
| 382       | 1120                     | -                      | 4510                   | 100.00            |              |              |
| 1500      | 250                      | 250                    | 256                    | -                 |              | Upper Marker |

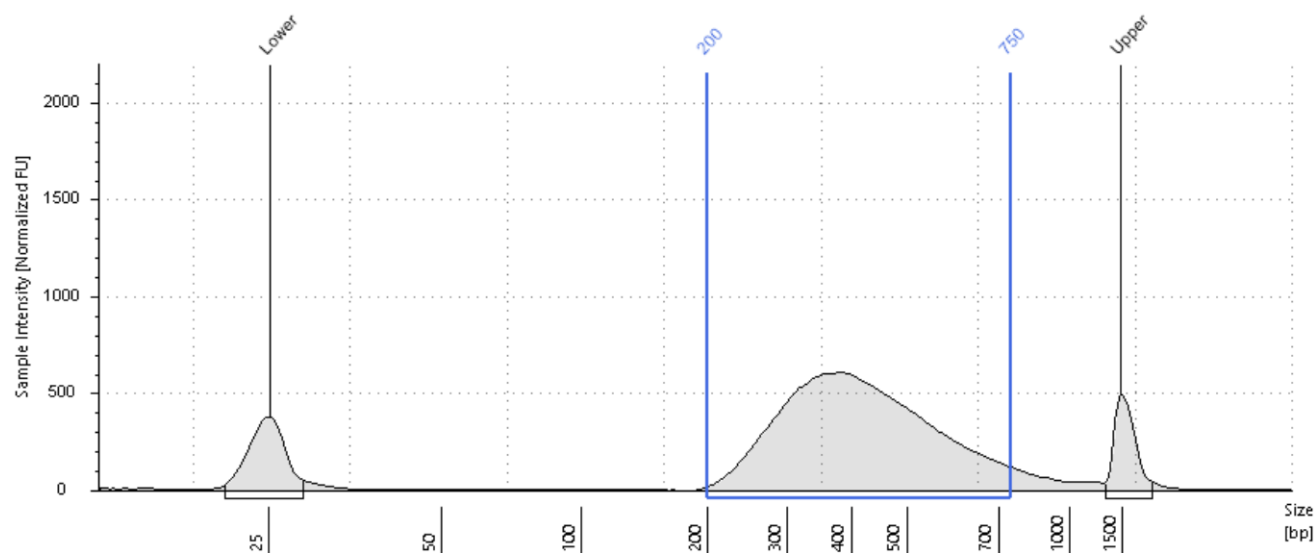

Region Table

| From [bp] | To [bp] | Average Size [bp] | Conc. [pg/ul] | Region Molarity [pmol/l] | % of Total | Region Comment | Color |
|-----------|---------|-------------------|---------------|--------------------------|------------|----------------|-------|
| 200       | 750     | 424               | 2250          | 8860                     | 92.36      |                |       |

## A2: BEA20P105\_LC9\_Input1

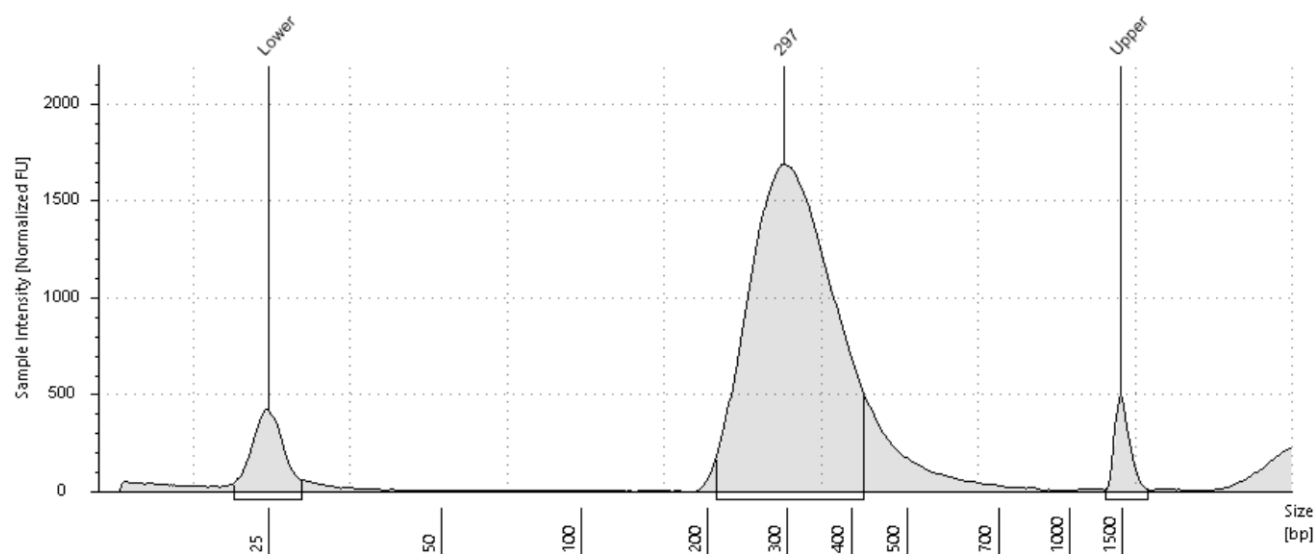

Sample Table

| Well | Conc. [pg/ul] | Sample Description   | Alert | Observations |
|------|---------------|----------------------|-------|--------------|
| A2   | 4890          | BEA20P105_LC9_Input1 |       |              |

Peak Table

| Size [bp] | Calibrated Conc. [pg/ul] | Assigned Conc. [pg/ul] | Peak Molarity [pmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 456                      | -                      | 28100                  | -                 |              | Lower Marker |
| 297       | 4890                     | -                      | 25300                  | 100.00            |              |              |
| 1500      | 250                      | 250                    | 256                    | -                 |              | Upper Marker |

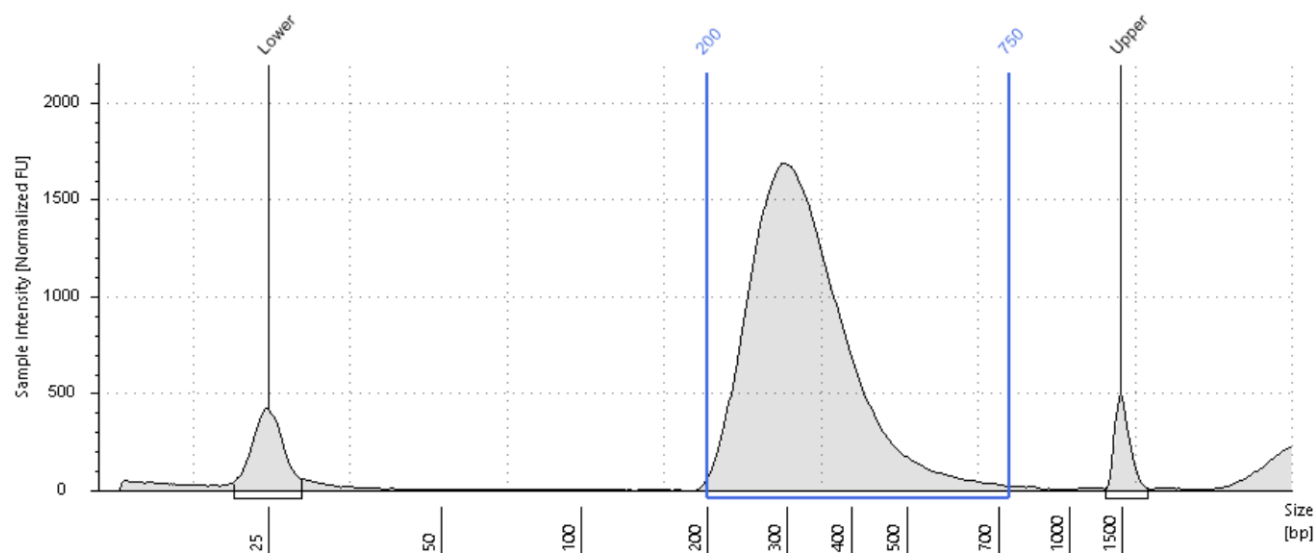

Region Table

| From [bp] | To [bp] | Average Size [bp] | Conc. [pg/ul] | Region Molarity [pmol/l] | % of Total | Region Comment | Color |
|-----------|---------|-------------------|---------------|--------------------------|------------|----------------|-------|
| 200       | 750     | 334               | 5520          | 26800                    | 91.63      |                |       |

**B2: BEA20P105\_LC10\_Input2**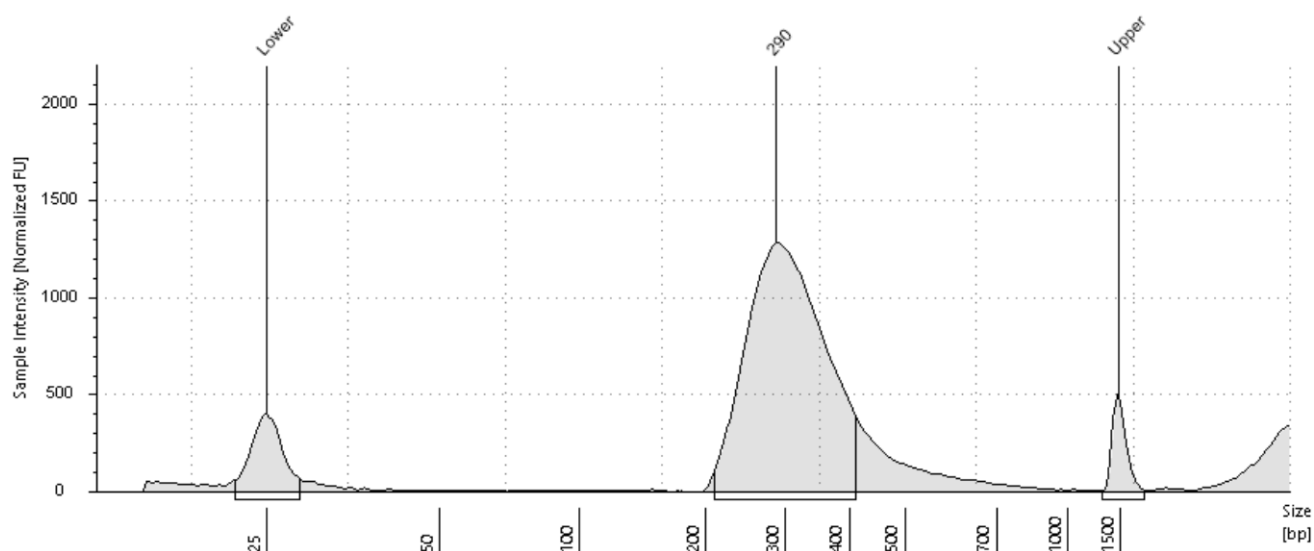**Sample Table**

| Well | Conc. [pg/ul] | Sample Description    | Alert | Observations |
|------|---------------|-----------------------|-------|--------------|
| B2   | 3720          | BEA20P105_LC10_Input2 |       |              |

**Peak Table**

| Size [bp] | Calibrated Conc. [pg/ul] | Assigned Conc. [pg/ul] | Peak Molarity [pmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 460                      | -                      | 28300                  | -                 |              | Lower Marker |
| 290       | 3720                     | -                      | 19800                  | 100.00            |              |              |
| 1500      | 250                      | 250                    | 256                    | -                 |              | Upper Marker |

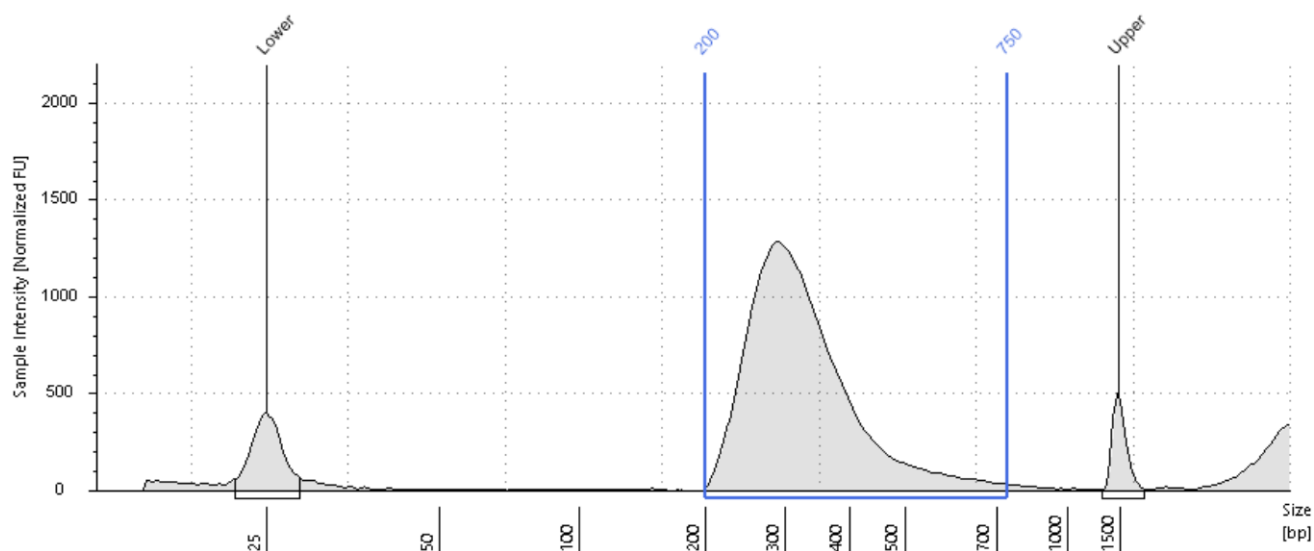**Region Table**

| From [bp] | To [bp] | Average Size [bp] | Conc. [pg/ul] | Region Molarity [pmol/l] | % of Total | Region Comment | Color |
|-----------|---------|-------------------|---------------|--------------------------|------------|----------------|-------|
| 200       | 750     | 336               | 4320          | 21000                    | 85.59      |                |       |

**C2: BEA20P105\_LC11\_Input3 (non-diluted)**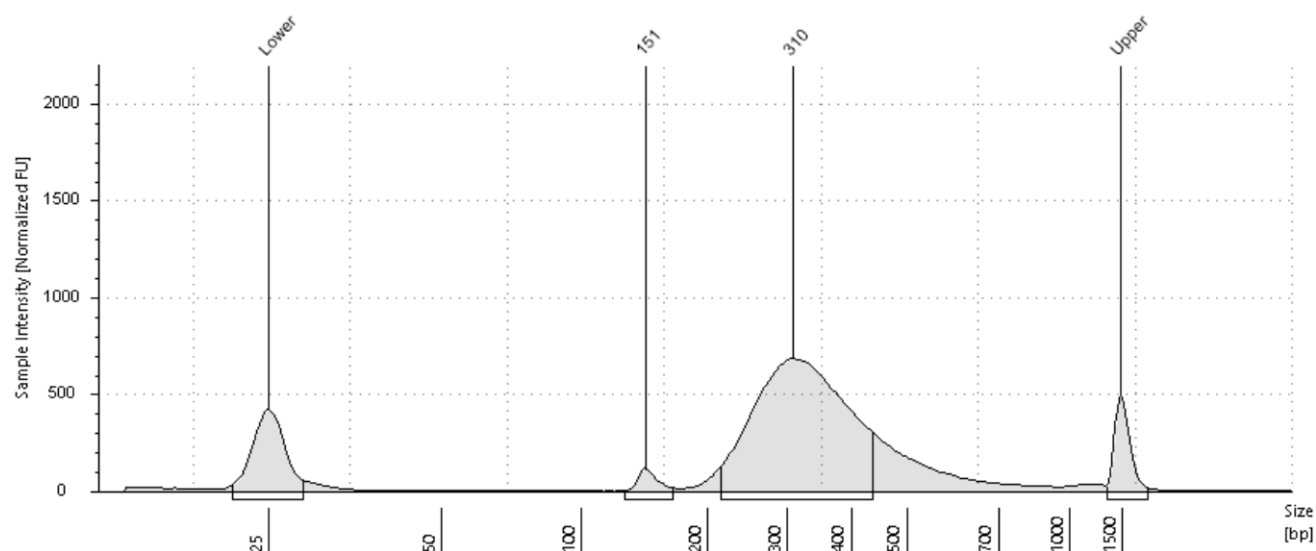**Sample Table**

| Well | Conc. [pg/ul] | Sample Description                  | Alert | Observations |
|------|---------------|-------------------------------------|-------|--------------|
| C2   | 2160          | BEA20P105_LC11_Input3 (non-diluted) |       |              |

**Peak Table**

| Size [bp] | Calibrated Conc. [pg/ul] | Assigned Conc. [pg/ul] | Peak Molarity [pmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 447                      | -                      | 27500                  | -                 |              | Lower Marker |
| 151       | 75.0                     | -                      | 762                    | 3.47              |              |              |
| 310       | 2090                     | -                      | 10400                  | 96.53             |              |              |
| 1500      | 250                      | 250                    | 256                    | -                 |              | Upper Marker |

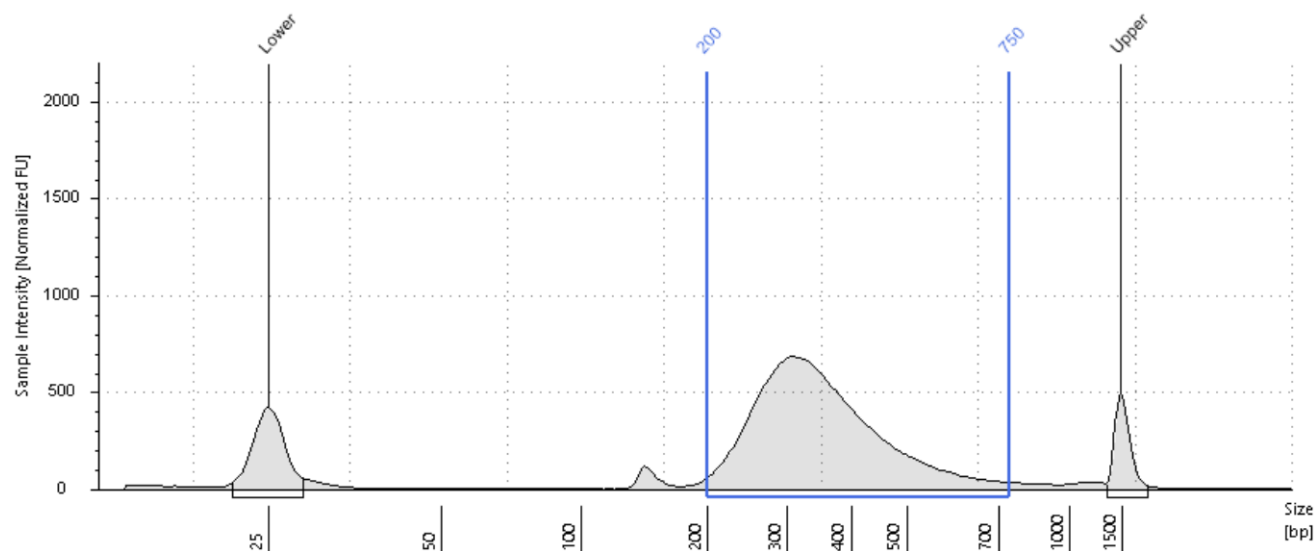**Region Table**

| From [bp] | To [bp] | Average Size [bp] | Conc. [pg/ul] | Region Molarity [pmol/l] | % of Total | Region Comment | Color |
|-----------|---------|-------------------|---------------|--------------------------|------------|----------------|-------|
| 200       | 750     | 361               | 2590          | 11900                    | 90.77      |                |       |

**D2: BEA20P105\_LC12\_Input4**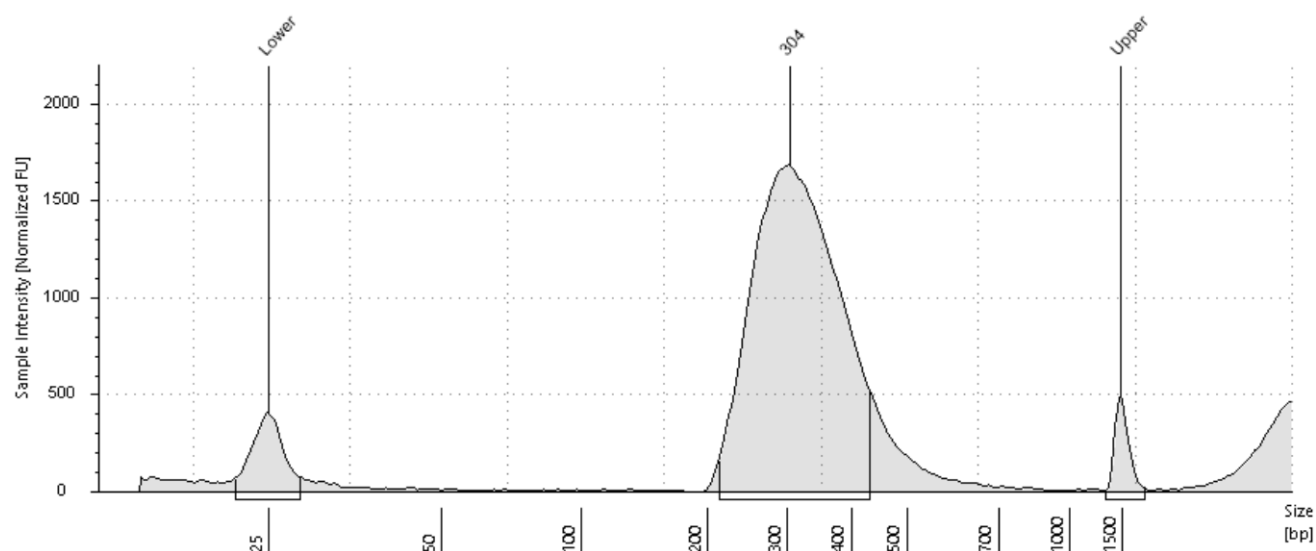**Sample Table**

| Well | Conc. [pg/ul] | Sample Description    | Alert | Observations |
|------|---------------|-----------------------|-------|--------------|
| D2   | 5560          | BEA20P105_LC12_Input4 |       |              |

**Peak Table**

| Size [bp] | Calibrated Conc. [pg/ul] | Assigned Conc. [pg/ul] | Peak Molarity [pmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 476                      | -                      | 29300                  | -                 |              | Lower Marker |
| 304       | 5560                     | -                      | 28100                  | 100.00            |              |              |
| 1500      | 250                      | 250                    | 256                    | -                 |              | Upper Marker |

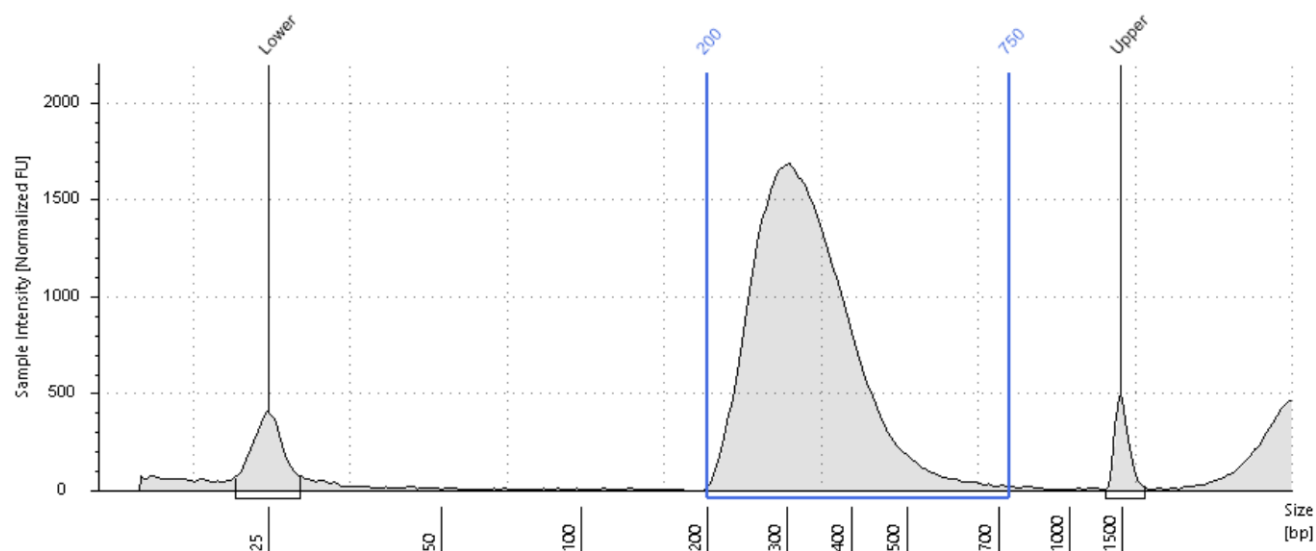**Region Table**

| From [bp] | To [bp] | Average Size [bp] | Conc. [pg/ul] | Region Molarity [pmol/l] | % of Total | Region Comment | Color |
|-----------|---------|-------------------|---------------|--------------------------|------------|----------------|-------|
| 200       | 750     | 337               | 6180          | 29700                    | 85.22      |                |       |

## E2: BEA20P105\_LC13\_Input5

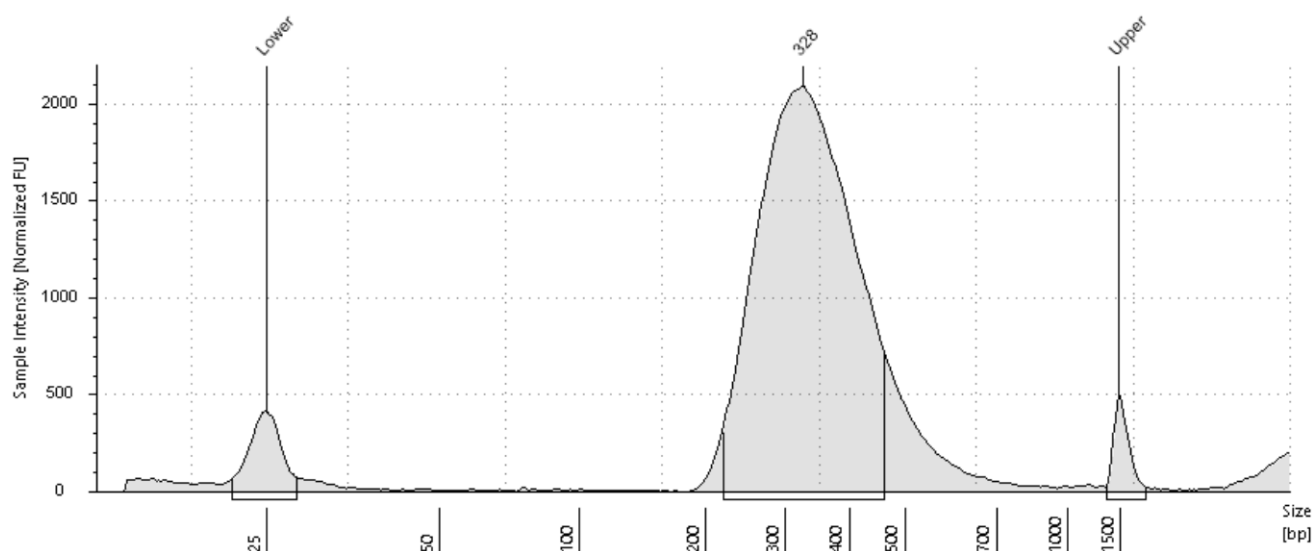

Sample Table

| Well | Conc. [pg/ul] | Sample Description    | Alert | Observations |
|------|---------------|-----------------------|-------|--------------|
| E2   | 6850          | BEA20P105_LC13_Input5 |       |              |

Peak Table

| Size [bp] | Calibrated Conc. [pg/ul] | Assigned Conc. [pg/ul] | Peak Molarity [pmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 446                      | -                      | 27500                  | -                 |              | Lower Marker |
| 328       | 6850                     | -                      | 32100                  | 100.00            |              |              |
| 1500      | 250                      | 250                    | 256                    | -                 |              | Upper Marker |

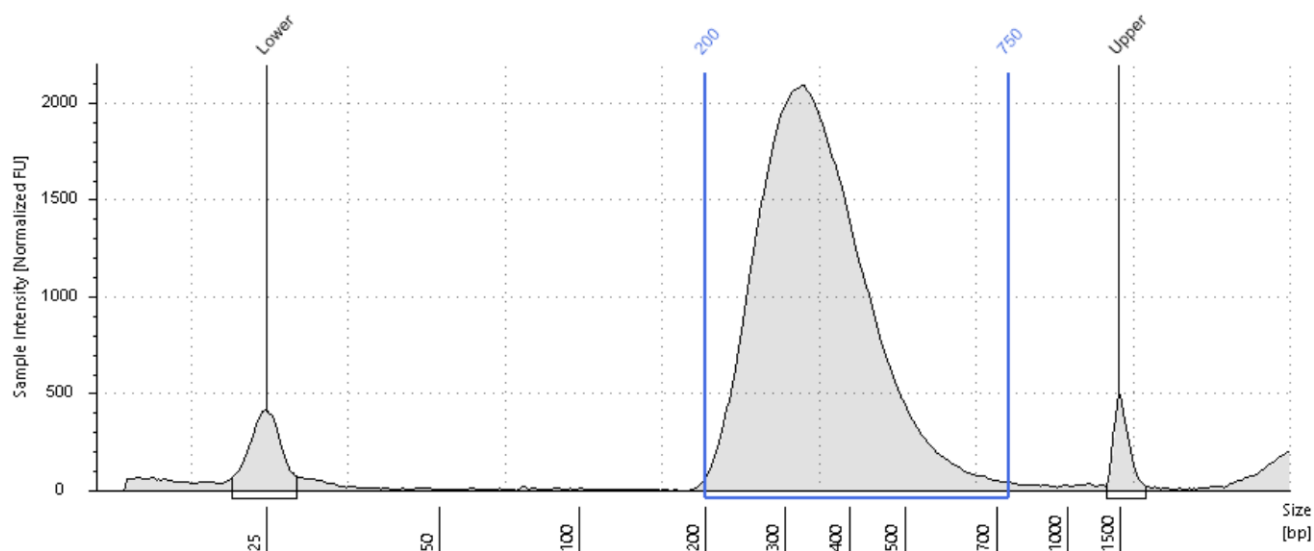

Region Table

| From [bp] | To [bp] | Average Size [bp] | Conc. [pg/ul] | Region Molarity [pmol/l] | % of Total | Region Comment | Color |
|-----------|---------|-------------------|---------------|--------------------------|------------|----------------|-------|
| 200       | 750     | 357               | 7750          | 35400                    | 93.50      |                |       |

## F2: BEA20P105\_LC14\_Input6

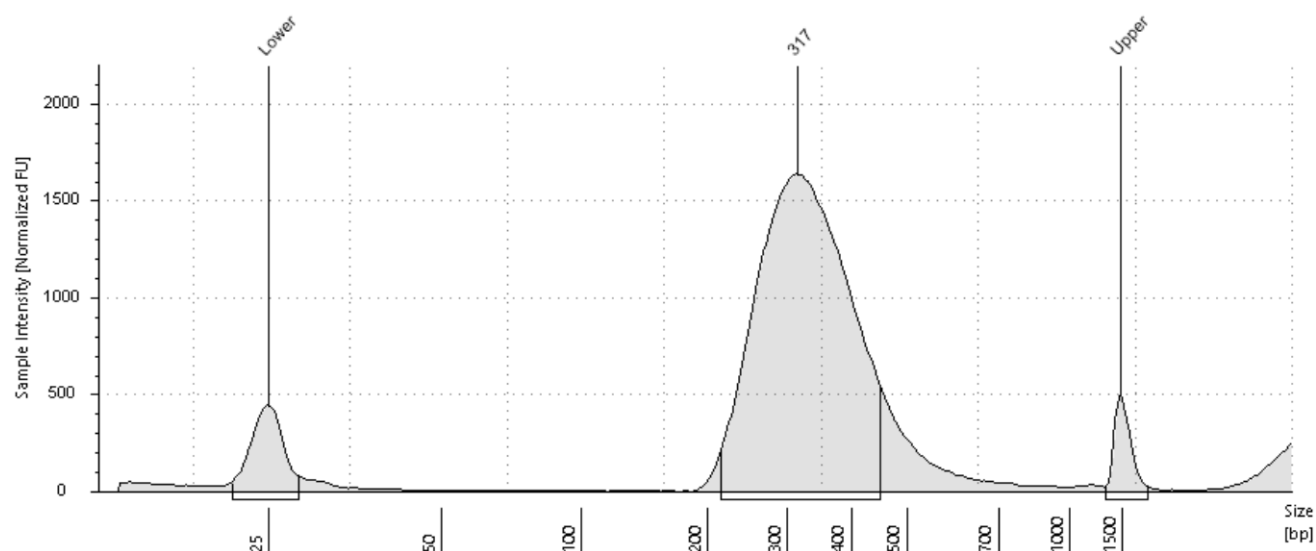

Sample Table

| Well | Conc. [pg/ul] | Sample Description    | Alert | Observations |
|------|---------------|-----------------------|-------|--------------|
| F2   | 4770          | BEA20P105_LC14_Input6 |       |              |

Peak Table

| Size [bp] | Calibrated Conc. [pg/ul] | Assigned Conc. [pg/ul] | Peak Molarity [pmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 445                      | -                      | 27400                  | -                 |              | Lower Marker |
| 317       | 4770                     | -                      | 23200                  | 100.00            |              |              |
| 1500      | 250                      | 250                    | 256                    | -                 |              | Upper Marker |

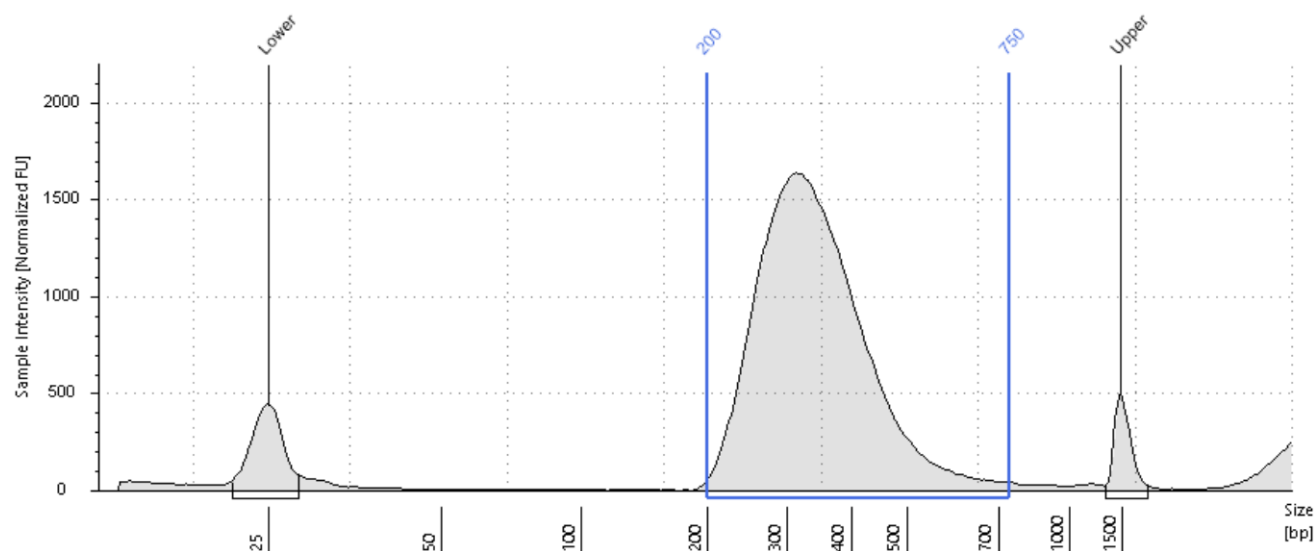

Region Table

| From [bp] | To [bp] | Average Size [bp] | Conc. [pg/ul] | Region Molarity [pmol/l] | % of Total | Region Comment | Color |
|-----------|---------|-------------------|---------------|--------------------------|------------|----------------|-------|
| 200       | 750     | 350               | 5360          | 24900                    | 91.68      |                |       |

## G2: BEA20P105\_LC15\_Input7

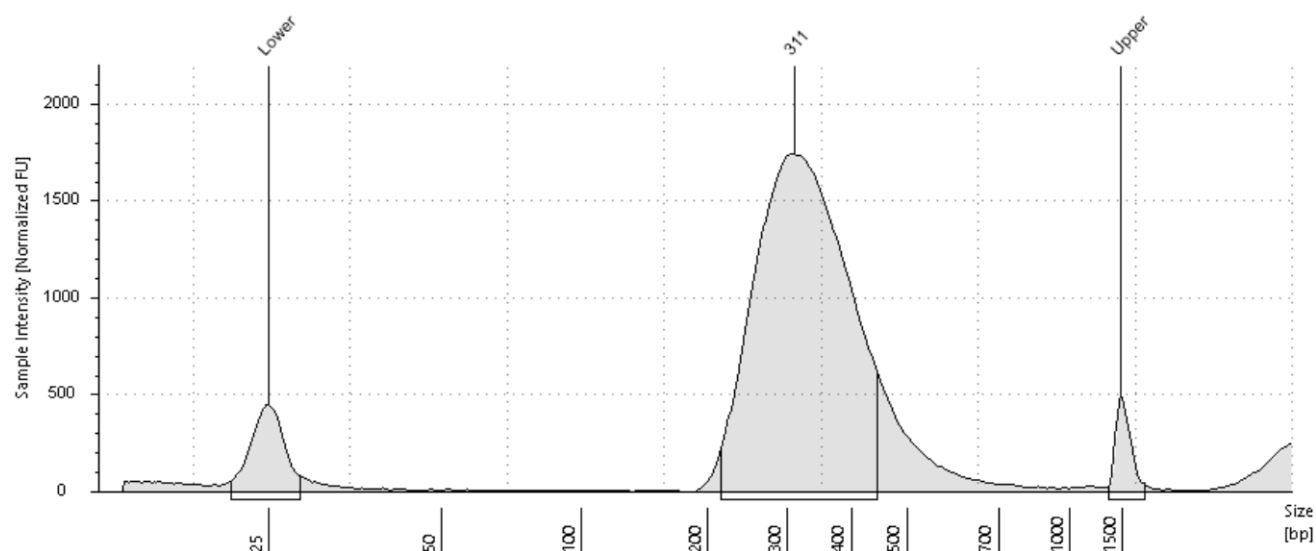

Sample Table

| Well | Conc. [pg/ul] | Sample Description    | Alert | Observations |
|------|---------------|-----------------------|-------|--------------|
| G2   | 5610          | BEA20P105_LC15_Input7 |       |              |

Peak Table

| Size [bp] | Calibrated Conc. [pg/ul] | Assigned Conc. [pg/ul] | Peak Molarity [pmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 509                      | -                      | 31300                  | -                 |              | Lower Marker |
| 311       | 5610                     | -                      | 27800                  | 100.00            |              |              |
| 1500      | 250                      | 250                    | 256                    | -                 |              | Upper Marker |

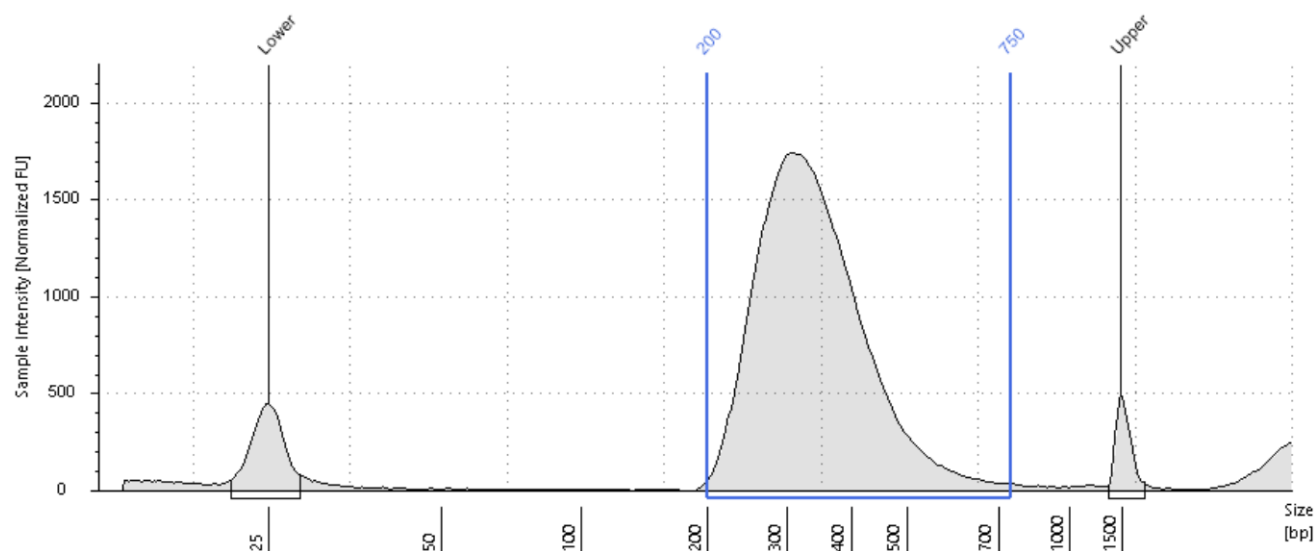

Region Table

| From [bp] | To [bp] | Average Size [bp] | Conc. [pg/ul] | Region Molarity [pmol/l] | % of Total | Region Comment | Color |
|-----------|---------|-------------------|---------------|--------------------------|------------|----------------|-------|
| 200       | 750     | 348               | 6360          | 29700                    | 91.77      |                |       |

## H2: BEA20P105\_LC16\_Input8

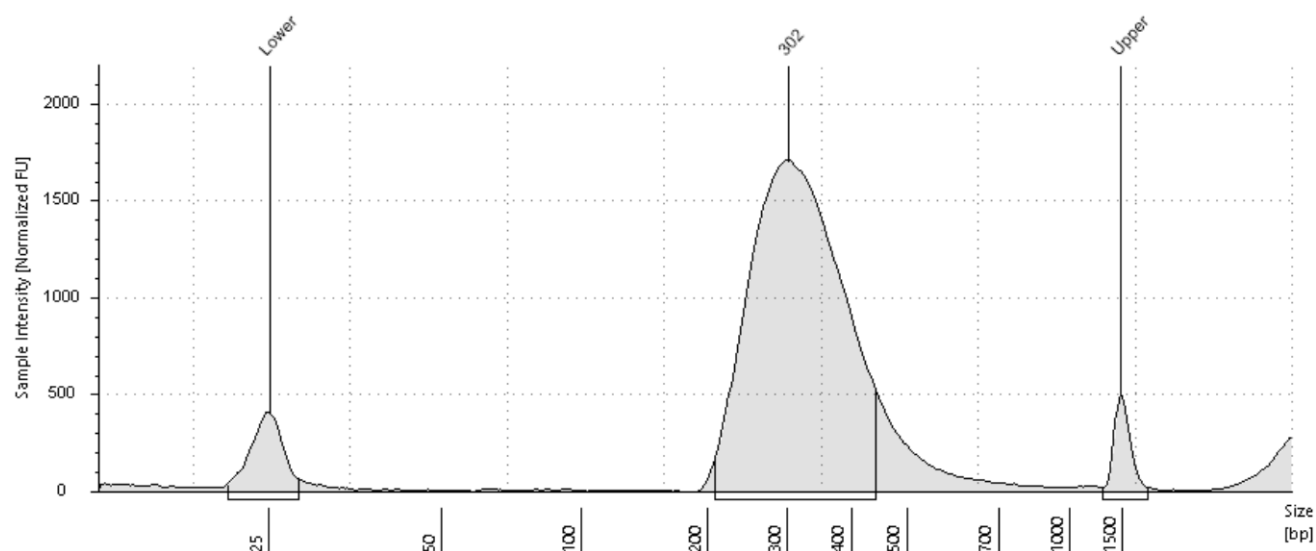

Sample Table

| Well | Conc. [pg/ul] | Sample Description    | Alert | Observations |
|------|---------------|-----------------------|-------|--------------|
| H2   | 4980          | BEA20P105_LC16_Input8 |       |              |

Peak Table

| Size [bp] | Calibrated Conc. [pg/ul] | Assigned Conc. [pg/ul] | Peak Molarity [pmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 411                      | -                      | 25300                  | -                 |              | Lower Marker |
| 302       | 4980                     | -                      | 25400                  | 100.00            |              |              |
| 1500      | 250                      | 250                    | 256                    | -                 |              | Upper Marker |

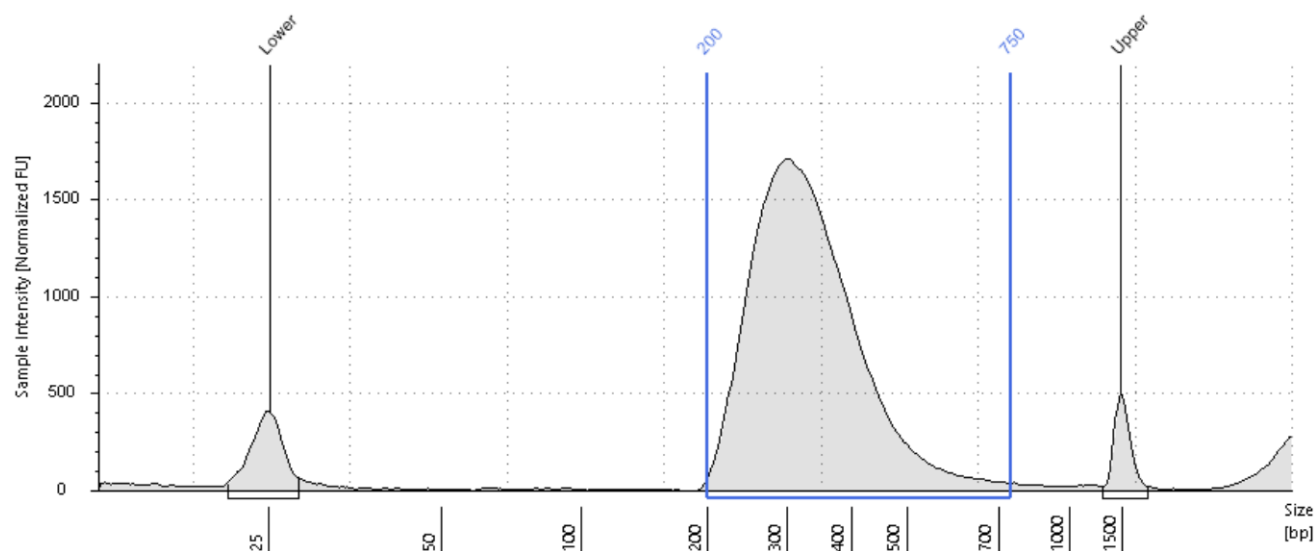

Region Table

| From [bp] | To [bp] | Average Size [bp] | Conc. [pg/ul] | Region Molarity [pmol/l] | % of Total | Region Comment | Color |
|-----------|---------|-------------------|---------------|--------------------------|------------|----------------|-------|
| 200       | 750     | 340               | 5560          | 26600                    | 92.48      |                |       |

How the deposited data were processed for this re-analysis (not part of the article)

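RNA was measured in wild-type BJ-5ta fibroblasts and in 1 ΔLEO1 clone, in 10% serum and after 10 days in 0.1% serum. Each of the 4 groups had 3 libraries of poly(A) RNA with ERCC transcripts added. The authors sequenced the libraries in paired-end mode, aligned the reads with STAR to the Ensembl genome together with the ERCC sequences, and counted reads in exons with featureCounts. The deposited files hold the raw count of each gene and of each ERCC transcript in each library. All values were whole numbers. The genome release, the annotation release and the strand setting of the counting are not given in the paper, nor is the RNA input of each library.

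The gene table held 60671 genes, of which 32285 had at least 1 count, and the ERCC table held 92 transcripts, of which 91 had counts and 49 had 10 or more in every library. Gene counts per library ran from 26240632 to 45315560. Mitochondrially encoded genes took 2.04% to 4.03% of them and the 10 most abundant genes 9.23% to 13.6%. ERCC counts made up 0.625% to 3.24% of the counts of a library, with 95% Wilson intervals no wider than 0.0120 percentage points. Gene symbols came from a table of gene names, which listed 60401 of the identifiers, 42020 of them with a symbol. Positions came from GENCODE on GRCh38, where 58453 of the identifiers were found.

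Differential expression was tested in R 4.3.3 with edgeR 4.0.16, which uses limma 3.58.1. Genes with more than 1 CPM in 3 or more libraries were kept, 13236 in all. The effective library size was the total of the ERCC counts times the TMM factor computed on the ERCC transcripts. All 12 libraries entered a single negative binomial fit with 4 groups, and 4 comparisons and the interaction of genotype and serum were tested with two-sided likelihood ratio tests. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The paper names edgeR and the spike-in normalization but not the test within edgeR. Values per library are ERCC-scaled counts, or CPM of the gene counts where stated, given as the mean and SD of 3 libraries. Scores of gene lists used log2 CPM with a prior count of 2, less the mean of the gene over the 12 libraries and the median of all tested genes in the library. They were compared with exact two-sided permutation tests, for which 0.1 is the smallest p with 3 libraries against 3. Overrepresentation of called genes in a list was tested with one-sided Fisher's exact tests, adjusted over 64 tests. The gene lists were written by hand from general knowledge before the counts were seen, since the paper's lists are not used here. Results for 1 of these lists, which entered the adjustment, are left out.

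The genes named in the text are LEO1 and the other PAF1C subunits, CPE, SERPINF1, the 19 genes of Figure 4B and, for each comparison, the 3 called genes with the largest positive and the 3 with the largest negative log2 fold change that had a symbol, a mean of at least 10 CPM in a group and no overlap between the groups. Members of the gene lists and genes of the interaction were named after their values were seen. Where all libraries of a group had 3 counts or fewer, the fold change is given as a lower bound on the ERCC scale, against 3 counts in each of them. Stretches of 58 bases shared with transcripts of other genes were counted for the named genes.

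Alternatives changed 1 choice at a time. They were the quasi-likelihood test, DESeq2 1.42.0 with ERCC size factors, edgeR with DESeq2's size factors on the genes, ERCC totals without a TMM factor, TMM on the genes, no filter, edgeR's filterByExpr, a fit to the 6 libraries compared, a threshold of 0.01, and each library left out in turn. For the gene lists they were scores without centring, medians over the members, and members with at least 10 CPM. These choices, the gene lists and the rule for named genes were set before the data were examined. Summing the 2 lowest-numbered libraries of each group as 1 library, filterByExpr for the overlaps of lists, and a fit with the highest-numbered library of each serum level as a covariate were added after the data were seen. Each group's comparison was repeated for all 10 splits of its 6 libraries, and the interaction for 100 assignments of the 12 libraries to the groups. Shifts of chromosomes used 400 relabellings of genotype within serum. The procedure was tested on simulated data, where 200 of 200 changed genes were recovered by each of the 3 tests. The likelihood ratio, quasi-likelihood and DESeq2 tests called 12, 11 and 31 of 13036 unchanged genes. The simulation gave all genes the same spread, made large changes only in genes above 10 CPM and had no error in the ERCC scaling beyond counting. It checks the code and does not give the error rates in these data. No paired test was run, since no library of one group shares a number with a library of another. The ChIP, Western blot, flow cytometry and viability data were not analysed here.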

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

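Of the tests in this part, only those of whether the genotype difference recurs in 10% serum and of copy number were chosen before the results were seen; all others were chosen only afterwards.

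The serum response differed between the genotypes, by the interaction term, in 29 genes (11 with a negative and 18 with a positive term). The quasi-likelihood test called 23. With TMM scaling on the genes 135 genes with a negative and 405 with a positive term were called. COL14A1 had the largest negative term (−6.65, adjusted p = 1.94e-16). It rose in wild-type cells (5.87) and not in ΔLEO1 cells (−0.79). CLSTN2 had a term of 5.56 (adjusted p = 1.30e-06), with −3.67 in wild-type and 1.89 in ΔLEO1 cells. These genes were picked after their values were seen. Of 100 assignments of the 12 libraries to the 4 groups, the real one included, 36 gave as many genes. Assignments that mix serum levels or genotypes carry those differences into the term, so this count does not isolate chance. It does not show that 29 genes are more than chance gives, and no biological difference in the number of responding genes follows from it.

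The paper gives no number of genes whose RNA differs between ΔLEO1 and wild-type cells in 10% serum. There 614 genes were lower and 556 higher (556 and 504 by the quasi-likelihood test), with a median log2 fold change of 0.35. Of the 10 splits of the 6 libraries, 1 gave as many genes, which is the real one, and the largest number in another split was 43. With 10 splits the share cannot fall under 0.1. Across genes the log2 fold changes in 10% and 0.1% serum correlated with r = 0.88. Of the 984 genes called in 0.1% serum, 966 changed in the same direction in 10% serum and 757 were also called there in that direction. As there is a single clone, loss of LEO1 and other properties of the clone cannot be told apart.

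A list of 40 interferon-induced genes scored higher in ΔLEO1 cells, by 0.99 in 0.1% serum and 1.32 in 10% serum (exact p = 0.1 each). Of the 37 tested genes 17 and 21 were called higher, and HERC5 was called lower in 0.1% serum, a gene named after its value was seen. Among 10000 random sets matched on expression, transcript length and GC content 0 had a mean as high (mean over both sera 1.14, highest random set 0.41). The scores of ΔLEO1 libraries in 10% serum had an SD of 0.76, and the difference ran from 0.99 to 1.74 without 1 library. Whether it comes from the loss of LEO1, from another property of the clone or from the conditions of culture was not tested.

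The genes of chromosome 4 were lower in ΔLEO1 than in wild-type cells by a median of −0.24 relative to all genes (470 genes, two-sided permutation p = 0.005, the smallest that 400 relabellings of genotype within serum give, adjusted p = 0.0144), in 6 of 6 ΔLEO1 libraries. In all, 14 of 23 chromosomes passed the threshold and 8 had this smallest p, so the test separates chromosomes with small shifts too. Among 10000 random sets matched on expression, transcript length and GC content 0 were as far from 0 (chromosome 4 −0.35 as a mean, lowest random set −0.21). In windows chosen after the shift was seen, it lay in the 3 windows from 83034447 to 189963204 (−0.34, −0.26 and −0.40), the last of which, from 138164097 to 189963204, holds CPE. The 4 windows from 425815 to 83012926 had values from −0.071 to 0.026. Of all chromosomes, the lowest window after −0.40 was −0.38 on chromosome 3 from 49724294 to 53192717. Loss of 1 of 2 copies in every cell would by itself shift genes by −1, and no window came near this. A loss in some of the cells was not tested. The shift of −0.24 is itself the pattern by which copy number was judged, so it cannot be told apart from regional regulation.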

How the results depend on the processing

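Of the alternatives in this part, the summing of 2 libraries, the covariate for the highest-numbered libraries and filterByExpr for the overlaps were chosen only after the results were seen. Over all group results and alternatives, 279 values stayed with the value first computed, 105 moved and 6 reversed. The cause was not tested. No paired analysis was possible because the libraries carry running numbers 1 to 12, which no 2 groups share. As the highest-numbered libraries of a serum level deviated together, a fit with a covariate for them, chosen after seeing the data, was run for the genotypes. It assumes a shared source that the labels do not give. It called 578 lower and 505 higher genes in ΔLEO1 cells in 0.1% serum, 702 and 811 in 10% serum, and 43 interaction genes.

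Scaling on the genes in place of the ERCC transcripts moves the median of all genes, which is −0.97 in wild-type and −1.05 in ΔLEO1 cells between the sera and 0.27 and 0.35 between the genotypes in 0.1% and 10% serum on the ERCC scale. With TMM on the genes the serum comparison gave 2197 lower and 2117 higher genes in wild-type cells (50.9% lower, against 4776 and 125 with 97.4% lower) and 1710 and 2190 in ΔLEO1 cells (43.8%, against 6253 and 129 with 98.0%). Between the genotypes it gave 2333 lower and 2033 higher in 0.1% serum (475 and 509 with the ERCC scale), 2880 and 2344 in 10% serum (614 and 556), and 540 interaction genes (29). DESeq2's size factors on the genes gave 2171 and 2139, 1704 and 2190, 2299 and 2067, 2814 and 2418, and 528, in the same order. Under TMM scaling the wild-type serum lists shared 1154 lower and 1236 higher genes with those of ΔLEO1 cells (3747 and 61 on the ERCC scale). Between the wild-type serum lists and the genotype lists, 733 lower genes were higher in ΔLEO1 cells (289), 720 higher genes were lower (61), 208 were lower on both (111) and 155 were higher on both (8).

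At a threshold of 0.01 the serum comparison called 1637 lower and 76 higher genes in wild-type cells, 1272 and 69 in ΔLEO1 cells, and 19 interaction genes, and the overlaps were 861, 34, 171, 39, 34 and 3. With only the 6 libraries compared, 8408 genes were lower in wild-type cells, 1651 lower and 58 higher in ΔLEO1 cells, and 303 and 959 higher in ΔLEO1 than in wild-type cells in 0.1% and 10% serum. Without a filter these last counts were 862 and 1115, and with filterByExpr 791 and 870. DESeq2 with ERCC size factors called 17 interaction genes. With the 2 lowest-numbered libraries summed, the counts were 548 lower and 41 higher in wild-type cells, 159 and 39 in ΔLEO1 cells, 196 and 296 between the genotypes in 0.1% serum, 315 and 238 in 10% serum, and 9 for the interaction.

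Across the 12 fits that each left out 1 library, lower genes ran from 1137 to 8598 and higher genes from 59 to 191 in wild-type cells, and from 641 to 11651 and 68 to 139 in ΔLEO1 cells. Between the genotypes they ran from 312 to 1037 and 314 to 1310 in 0.1% serum and from 405 to 820 and 333 to 1068 in 10% serum, and the interaction genes from 14 to 88. The counts of lower genes thus depend on single libraries, while lower genes outnumbered higher ones between the sera in each of these fits. The ratio of gene to ERCC counts between the sera ran from −1.29 to −0.85 in wild-type and from −1.65 to −0.85 in ΔLEO1 cells. Between the genotypes it ran from −0.25 to 0.55 in 0.1% serum, with −0.023 without wild-type replicate 9 and −0.25 without ΔLEO1 replicate 12 against 0.15 with all libraries, and from 0.12 to 0.58 in 10% serum.

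For the scores without centring on the median gene, the replication genes changed by −1.43 in wild-type and −1.61 in ΔLEO1 cells between the sera, the spindle genes by −1.48 and −1.79, and in ΔLEO1 cells the sterol genes by −1.38 and the calcium genes by −1.20. The Wnt and ERK genes in wild-type cells reversed, to −0.30 and −0.58. Between the genotypes the calcium genes differed by −0.29 in 0.1% serum. With members of at least 10 CPM the calcium genes gave −0.28 in ΔLEO1 cells between the sera and −0.16 between the genotypes, and the Wnt genes 0.26. As medians over the members the calcium genes gave −0.25 between the genotypes, the Wnt genes 0.21, and the ERK genes −0.034, which is a reversal. The shift of chromosome 4 was −0.20 in 10% serum alone and −0.31 in 0.1% serum alone.

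Without 1 library the replication score ran from −0.84 to −0.30 in wild-type and −0.66 to −0.29 in ΔLEO1 cells and the spindle score from −1.10 to −0.23 and −0.88 to −0.43. In ΔLEO1 cells between the sera the sterol score ran from −0.26 to −0.12 and the calcium score from −0.052 to 0.010, reversing without ΔLEO1 replicate 10. Between the genotypes in 0.1% serum they ran from 1.05 to 1.28 and from −0.44 to −0.38. The Wnt score ran from 0.61 to 0.74, the ERK score from 0.31 to 0.49, and the interferon score between the genotypes from 0.90 to 1.15 in 0.1% and 0.99 to 1.74 in 10% serum.

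Of 47 results for LEO1 between the genotypes, for the genes that the paper names in the wild-type serum comparison and for the genes with the largest changes, none reversed. Outside these, TMM on the genes changed the sign, among others, of MRPL23 in ΔLEO1 cells between the sera (to 0.15) and, between the genotypes in 0.1% serum, of PAF1 (−0.14), RTF1 (−0.028) and TYMS (−0.0046), none of which was called on either scale. Of the 47, with TMM or DESeq2's size factors on the genes 14 fell short of the threshold, with DESeq2 and ERCC size factors 3 (CXCL8, IL6 and FOXM1), with the quasi-likelihood test 1 (CKS2), without a filter 2 (CKS2 and MRPL23) and in at least 1 of the fits without a library 16. A missing adjusted p from DESeq2 was counted as short of the threshold, which may be the case for CXCL8 and IL6.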

Differences from the paper's values

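Of the comparisons in this part, none rests on a test chosen only after the result was seen, and all alternatives named here were set before the data were examined. For ΔLEO1 cells between 0.1% and 10% serum, the comparison that the paper's text names, 6253 genes were lower, against the paper's 626. Without ΔLEO1 replicate 4 in 10% serum (788) and without ΔLEO1 replicate 10 in 0.1% serum (641) the number fell within 1.5 times the paper's value, and the other alternatives did not close the gap. In the same comparison 129 genes were higher, against the paper's 800, and none of the alternatives closed this gap. The log2 fold changes that the paper lists for ΔLEO1 cells were those of ΔLEO1 against wild-type cells in 0.1% serum (r = 0.999999). These gaps thus set unlike comparisons side by side, and the near matches without a library explain nothing.

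For ΔLEO1 against wild-type cells in 0.1% serum, the comparison that the legend of Fig. 5B names, 509 genes were higher, against the paper's 800. Without a filter on low counts (862), with edgeR's filterByExpr (791) and without wild-type replicate 3 in 10% serum (542) the number was within 1.5 times the paper's value, and the other alternatives did not close the gap.

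For the genes shared between the serum lists of wild-type and ΔLEO1 cells, 3747 were lower in both, against the paper's value of about 140 in Fig. 5B, read by eye, and 61 were higher in both, against about 7 in Fig. 5B, read by eye. The quasi-likelihood test (2660 and 48), TMM on the genes (1154 and 1236) and a threshold of 0.01 (861 and 34) did not close these gaps, and the other alternatives set in advance were not run for the overlaps. With the genotype lists of the legend in place of the ΔLEO1 serum lists, the shared genes were 111 and 8.

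The text of the paper describes its ΔLEO1 lists as a serum comparison. The log2 fold changes for ΔLEO1 cells in its Table S5 correlated with those of ΔLEO1 against wild-type cells in 0.1% serum (r = 0.999999 over 2033 genes) and not with those of the serum comparison in ΔLEO1 cells (r = −0.33). For these genes its lists hold the genotype comparison and not the serum comparison. The paper states that sterol genes are higher in its ΔLEO1 lists. Between ΔLEO1 and wild-type cells in 0.1% serum 9 of 22 sterol genes were called higher and 0 lower. In the serum comparison within ΔLEO1 cells 0 were called higher and 18 lower. With TMM on the genes 20 were higher and 1 lower between the genotypes, and 0 were higher and 2 lower between the sera.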

Other observations

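Of the tests in this part, those of the shared wild-type libraries and of the ERCC scaling were chosen before the results were seen, and those of the splits of the libraries and of the highest-numbered libraries only afterwards.

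For the serum comparison in wild-type cells 1 of the 10 splits of the 6 libraries gave as many genes, the real one, and the largest other split gave 65. In ΔLEO1 cells it was 1 of 10, with 225 in the largest other split, and for ΔLEO1 against wild-type cells in 0.1% serum 1 of 10, with 144. With 10 splits no share under 0.1 is possible.

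With TMM on the genes, which centres the changes near 0 by construction, 2117 genes were higher in wild-type cells in 0.1% serum. This test cannot separate a general decrease of RNA from a difference between libraries in the amount of ERCC added per RNA, since the RNA input of each library is not given. The excess of lower genes in wild-type cells could come from either.

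Across genes, the wild-type serum response and the difference of ΔLEO1 from wild-type cells in 0.1% serum were negatively correlated (r = −0.31). Both use the same wild-type libraries, which could produce such a correlation. With different wild-type libraries in the comparisons r was −0.23 on average (−0.29 to −0.14), against −0.28 when they shared them. Wild-type libraries 7 and 8 were alike (chi-square per gene 10.2). With both on one side and library 9 on the other, r was −0.14 or −0.22. As these libraries may not be independent, the test cannot tell how much of the correlation comes from sharing them. The ΔLEO1 clone and the wild-type cells differ in more than this response, and a biological explanation was not tested.

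In each group the highest-numbered library stood apart from the other 2. If the order of the libraries were random, the 2 lowest-numbered would be the closest pair in all 4 groups with a probability of 0.0123. The deviations of the highest-numbered libraries correlated across genes between wild-type and ΔLEO1 cells, with r = 0.46 in 0.1% serum and 0.41 in 10% serum, and between the sera r ran from −0.20 to 0.09. A time or round of culture shared by these libraries may explain this, but neither the labels nor the paper give one. The highest-numbered library had the most gene counts in 2 of the 4 groups, so a difference in library size does not account for it. No biological explanation was tested.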
